# Generation of mice with longer and better preserved telomeres in the absence of genetic manipulations

**DOI:** 10.1038/ncomms11739

**Published:** 2016-06-02

**Authors:** Elisa Varela, Miguel A. Muñoz-Lorente, Agueda M. Tejera, Sagrario Ortega, Maria A. Blasco

## Abstract

Although telomere length is genetically determined, mouse embryonic stem (ES) cells with telomeres of twice the normal size have been generated. Here, we use such ES cells with ‘hyper-long' telomeres, which also express green fluorescent protein (GFP), to generate chimaeric mice containing cells with both hyper-long and normal telomeres. We show that chimaeric mice contain GFP-positive cells in all mouse tissues, display normal tissue histology and normal survival. Both hyper-long and normal telomeres shorten with age, but GFP-positive cells retain longer telomeres as mice age. Chimaeric mice with hyper-long telomeres also accumulate fewer cells with short telomeres and less DNA damage with age, and express lower levels of p53. In highly renewing compartments, such as the blood, cells with hyper-long telomeres are longitudinally maintained or enriched with age. We further show that wound-healing rates in the skin are increased in chimaeric mice. Our work demonstrates that mice with functional, longer and better preserved telomeres can be generated without the need for genetic manipulations, such as *TERT* overexpression.

## Abstract (web summary)

Telomere shortening has been linked to some aspects of organismal ageing. Here the authors create chimaeric mice that contain a mix of cells with normal or unnaturally long telomeres, and show chimaeric mice are protected from some forms of ageing-associated cellular damage and have accelerated wound-healing.

Telomeres are nucleoprotein structures localized at the ends of chromosomes, which in vertebrates consist of tandem repeats of the TTAGGG DNA sequence ending in a 3′overhang of the G-rich strand^1^,^2^. Telomeres protect chromosome ends from degradation and DNA repair activities and are essential for chromosome stability^1^,^3^,^4^. The shelterin complex, composed of six proteins, binds telomeric repeats and is involved in telomere protection and telomere length regulation^1^,^5^. Telomere length decreases associated to cell division due to the inability of the replication machinery to copy the very ends of chromosomes^6^,^7^. Telomerase, a reverse transcriptase, can add de novo repeats onto telomere ends^8^,^9^ and in this manner can elongate or maintain telomeres in cells where it is active, such as cancer cells and pluripotent stem cells^10^,^11^,^12^,^13^. In the adult organism, telomerase activity is restricted to adult stem cell compartments, which also show the longest telomeres; however, this is not sufficient to prevent progressive telomere shortening with ageing^14^,^15^,^16^. When telomeres become critically short, they impair stem cell function^17^ and the regenerative capacity of tissues^12^. At the molecular level, critically short telomeres trigger a persistent DNA damage response that leads to senescence or apoptosis^18^,^19^. There is mounting genetic evidence supporting the notion that accumulation of critically short telomeres leads to ageing and ageing-associated diseases both in mice and humans^20^,^21^,^22^,^23^,^24^,^25^. In particular, telomerase-deficient mice, which show accelerated telomere shortening owing to telomerase deficiency, display organ dysfunction and accelerated ageing^24^,^26^. A similar phenotype is observed in human diseases with mutations in telomerase^20^,^25^,^27^. Telomere length is genetically determined and varies inter species^28^,^29^,^30^,^31^. In addition, the rate of telomere shortening and of accumulation of short telomeres with age also varies between species. In particular, while humans are born with an average telomere length of ∼10–15 kb and they shorten at a rate of ∼70 bp per year, mice of the *Mus musculus C57BL6* mouse strain, are born with telomeres ∼40–50 kb at birth, which shorten 100-times faster than in humans, while the average telomere length in dogs varies between 11.4 and 27.9 kb and telomeres shorten 10-fold faster than in humans^16^,^31^,^32^. Furthermore, the accumulation of short telomeres is predictive of individual longevity both in birds and mice^31^,^33^.

We and others recently described that telomerase is activated and telomeres elongated in the inner cell mass (ICM) of the blastocyst in mice, where it resets the normal telomere length of the unmodified species^34^,^35^. Interestingly, we also found that *in vitro* expansion of mouse embryonic stem (ES) cells derived from the ICM results in a further telomere lengthening until doubling the normal telomere length of the ICM of the blastocyst, a process that is associated to loss of heterochromatic marks^35^. Importantly, this telomere elongation occurs in the absence of modifications in the telomerase gene. These *in vitro* generated telomeres are referred to as hyper-long telomeres^35^. Interestingly, ES cells with hyper-long telomeres can be aggregated in morulae, and can undergo development to the blastocyst stage maintaining the hyper-long telomere phenotype^35^.

Here, we set to address the hypothesis of whether it would be possible to modify the normal telomere length of the *M. musculus* species by altering telomere length in ES cell in the absence of genetic manipulations. Thus, we set to study whether ES cell with hyper-long telomeres owing to *in vitro* passaging, were able to give rise to chimaeric mice composed of cells with hyper-long telomeres, and to study telomere length dynamics with ageing in these mice.

Our results indicate that it is possible to generate mice bearing cells with hyper-long telomeres and that these cells contribute to the normal architecture and function of adult organs. Interestingly, the accumulation of short telomeres with ageing is reduced in cells bearing hyper-long telomeres, which in turn results in lower accumulation of DNA damage in tissues with age. In addition, cells with hyper-long telomeres are maintained with ageing in highly proliferative compartments like blood, as well as are able to heal skin wounds faster than cells bearing normal length telomeres. These findings demonstrate that it is possible to modify the telomere length of a mammalian species in the absence of any genetic manipulation. This opens the possibility of altering the rate of accumulation of short telomeres with ageing in the absence of changes in telomerase expression, thus avoiding its potentially undesired effects in facilitating cancer.

## Results

### Few passages required for ES cells with hyper-long telomeres

We showed previously that ES cells lengthen their telomeres upon *in vitro* expansion^35^. Thus, here we first addressed whether there was a limit to telomere lengthening during expansion. To this end, we subjected ES cells to over 60 passages *in vitro* and analysed telomere length by quantitative fluorescence *in situ* hybridization (Q-FISH) on metaphase spreads at different passages. Mean telomere length was increased until passage 24 and then, was maintained until passage 60 (Fig. 1a and Supplementary Fig. 1a), suggesting that a few passages are sufficient to reach maximum telomere length in ES cells. This finding was further confirmed by telomere Q-FISH and telomapping techniques (Supplementary Fig. 1b,c). To discard that differences in telomere length were caused by changes in probe accessibility, or ploidy, we performed Q-FISH with a centromeric major satellite probe and found no significant differences in centromeric fluorescence at different passages (Methods, Supplementary Fig. 2). To study whether other changes might occur during *in vitro* expansion of ES cells, we subjected four independent clones of ES cells at passage 6 and passage 16 to RNA-deep sequencing and found only five genes (out of 19,555 genes analysed) significantly differentially expressed for a false discovery rate (FDR) below 0.05 analysed using DESeq (Methods). These genes were *Sox18* (upregulated 20-fold compared with ES cells at passage 6) and *Sox17*, *Zbtb48*, *Chst15* and *Jph4* (downregulated less than twofold compared with ES cells at passage 6) (Supplementary Table 1). Thus, RNA-seq analysis showed very few changes in gene expression between ES cells at passages 4 and 16. 

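Total RNA of 4 ES cell clones, numbered 6, 20, 30 and 36 in the sample labels, was sequenced at passage 6 and at passage 16, which gave 8 libraries and n = 4 clones per passage. ES cells are pluripotent cells derived from the early embryo, and a passage is the transfer of a growing culture to fresh dishes. The sample labels give the strain 129S1, and the methods name C57BL6 for 2 cultured ES cell clones and 129S1 for other ES cells without saying which were sequenced. According to the methods, polyA+ RNA was purified and made into strand-specific libraries, single-end reads were aligned to GRCm38 with TopHat, and reads on each gene of the UCSC annotation were counted with HTSeq. The methods do not say whether the counting used the strand. The authors deposited gene counts that had been divided by 1 size factor per library. Multiplied by that factor, 100% of the values of each library came out as whole reads, and the factors were those that DESeq2 gives. The recovered totals were between 21394069 and 34295561 reads per library at passage 6, with a median of 27751252.5, and between 27572995 and 31752466 at passage 16, with a median of 29100981.5. The table lists 23337 gene names, of which 19814 had a read in at least 1 library.
The rows of the libraries were not in register in part of the table. In the passage 6 library of clone 6, the lines made of a gene name followed by its count stood in alphabetical order, with 2 neighbouring lines out of order. In each of the other 7 libraries, between 130 and 220 neighbouring lines were out of order. All but 2 of the neighbouring lines out of order in each library fell inside 644 groups of names in which one name continues another with a digit, as *Sox18* continues *Sox1*, and these groups hold 5080 names, or 21.8% of the table. In each of the 4508 combinations of a group and one of those 7 libraries, the counts present could be put in order by exchanging them among the names of the group. When the counts were first shuffled within the groups, between 75.5% and 77.3% of the groups of a library could be put in order. Values are given below for the table as deposited and, where a gene lies in such a group, also with the row order restored in this way, an alternative chosen after seeing the data. Restoring the order moved the counts of between 490 and 1010 names in each of those 7 libraries. It moved 1621 names in at least 1 library, so the groups, called groups of displaced rows below, also hold rows in place. The 18257 names outside the groups have the same values either way. Normalized counts of the deposited table were tested on the log2(value + 1) scale with limma, with no term for the clone and with Benjamini-Hochberg adjustment over the names with a mean of at least 10.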

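Of 14791 genes tested as deposited, 1 gene, *Sox18*, had an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), and 518 genes had an unadjusted p under 0.05. With a term for the clone, which pairs the libraries, no gene passed in limma and 884 genes had an unadjusted p under 0.05, while edgeR called 2 genes and DESeq2 98 with that term, and DESeq2 40 with the row order restored. The count of genes moved most between tools. DESeq2, run on the recovered reads, gave 46 genes, of which 18 were higher and 28 lower at passage 16, and 41 of the 46 lay in the groups of names whose rows were displaced. DESeq2 with a prior on the fold changes (betaPrior) gave 5 genes among 19592 with an adjusted p-value, and these were *Sox18*, *Sox17*, *Zbtb48*, *Chst15* and *Jph4*. With the row order restored, 0 of 14641 genes passed in the limma test and 513 had an unadjusted p under 0.05, with a lowest adjusted p of 0.968. DESeq2 with betaPrior on the restored table gave 0 genes, 614 genes at an unadjusted p under 0.05 and a lowest adjusted p of 0.0589. On simulated counts with 200 changed genes, the limma test called 74.0% of those changed by 1 on the log2 scale and 100% of those changed by 3. These counts were drawn independently for each gene, with no displaced rows and no differences between clones. With fewer changed genes the adjustment is also stricter, so these shares do not give the power in the real libraries.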

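*Sox18* encodes a SRY-box transcription factor and lies on chromosome 2 of GRCm38 from 181669837 to 181671640. Its normalized count as deposited was 14.1 ± 6.38 (SD, n = 4 clones) at passage 6 and 855 ± 68.6 (SD, n = 4) at passage 16, a log2 fold change of 5.93 (standard error 0.304, adjusted p = 8.35e-04 from limma). All 4 clones were higher at passage 16 (two-sided exact permutation test, p = 0.0286, the smallest p that 4 clones against 4 allow). *Sox18* passed the threshold in each of the 12 fits that left out 1 library or 1 clone, and the adjusted p was 0.107 in limma with a term for the clone. *Sox18* lies in a group of displaced rows. In the passage 16 library of clone 20 the row order allowed 1 count for *Sox18*, 15.3, where 854 is listed, and in the other 3 passage 16 libraries it allowed the listed count and a count between 14.5 and 20.2. With the order restored, the normalized count was 17.4 ± 2.87 (SD, n = 4) at passage 16, 2 clones were higher and 2 lower, and the log2 fold change was 0.38 (standard error 0.339, adjusted p = 0.968 from limma).
*Sox17*, another gene of that family, lies on chromosome 1 from 4490928 to 4497426. Its log2 fold change as deposited was -3.30 (standard error 0.459, adjusted p = 0.726 from limma), with 4 of 4 clones lower. The counts listed for *Sox17* at passage 16 were the counts that the restored order gives to *Sox18*, and with the order restored its normalized count was 213 ± 147 (SD, n = 4) at passage 6 and 166 ± 118 (SD, n = 4) at passage 16, with a log2 fold change of -0.43. In clones 6, 30 and 36 the order also allowed the passage 16 counts listed for *Sox17*. *Zbtb48*, which encodes a zinc finger protein, lies on chromosome 4 from 152019773 to 152027675. Its normalized count as deposited was 387 ± 118 (SD, n = 4) at passage 6 and 92.1 ± 51.8 (SD, n = 4) at passage 16, a log2 fold change of -2.13 (adjusted p = 0.947 from limma). The row order allowed a single count for *Zbtb48* in each of the 4 passage 16 libraries, between 375 and 454 and in no library the listed one. With these counts its log2 fold change was -0.11 (standard error 0.0900), and 3 of 4 clones were lower. *Chst15*, which encodes a sulfotransferase and lies on chromosome 7 from 132235779 to 132323534, had a log2 fold change of -2.27 (standard error 0.645, adjusted p = 0.947 from limma) as deposited and of -0.12 (standard error 0.180) with the order restored. The order allowed a single passage 16 count for *Chst15* in clone 30 only. In clones 6, 20 and 36 it also allowed the listed counts of 53.5, 71.7 and 59.4. The restored values there, 474, 472 and 523, were chosen by closeness to the passage 6 library of clone 6, so the value of -0.12 rests on that choice.
*Jph4*, which encodes a junctional membrane protein, lies on chromosome 14 from 55106826 to 55116935 and outside the groups of displaced rows. Its normalized count was 155 ± 16.0 (SD, n = 4) at passage 6 and 88.5 ± 13.6 (SD, n = 4) at passage 16. The log2 fold change was -0.81 (standard error 0.154, adjusted p = 0.947 from limma), and the count fell in 4 of 4 clones (two-sided exact permutation test, p = 0.0286).

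**Figure D1:**
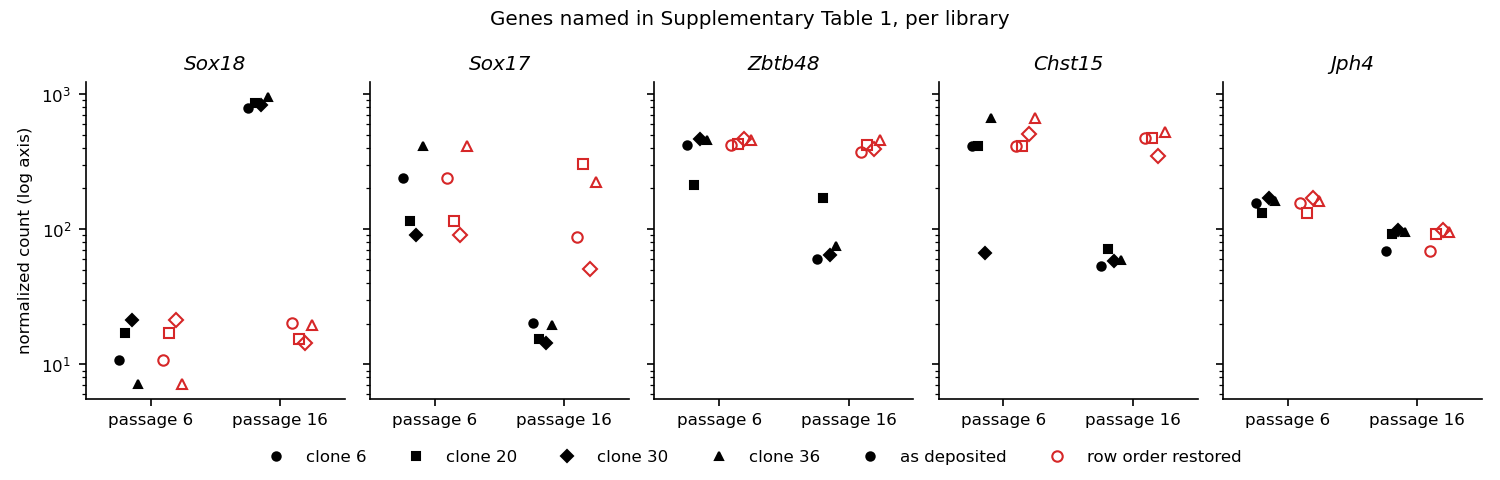
Normalized counts of the 5 genes in each library, on a log axis, at passage 6 and passage 16. Filled black symbols are the values as deposited, open red symbols those with the row order restored, and the shape gives the clone. Both sets of symbols coincide for *Jph4*, and at passage 16 they lie apart for the other 4 genes.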

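The median log2 fold change between passage 16 and passage 6 over all genes tested was -0.0037 as deposited. Between 2 libraries, the log2 values of the genes tested had a Pearson correlation across genes of at least 0.907, and of at least 0.973 with the row order restored. Of the names with a mean of at least 10, 636 differed by more than 16-fold between the highest and the lowest library as deposited. Of these, 569 lay in the groups of displaced rows. With the order restored, 81 names differed by that much. Restoring the order did not change the values of the 12283 names tested outside the groups. Among them, 0 passed the limma test at an adjusted p under 0.05, and 436 had an unadjusted p under 0.05. DESeq2 with betaPrior on names outside the groups called 1 gene, *Jph4*, with an adjusted p of 0.0470. The adjusted p of *Jph4* was between 0.00160 and 1.00 over the 27 alternatives set before the data were examined. From the low number of genes past the threshold, the paper concludes that gene expression changed very little between the passages.

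**Figure D2:**
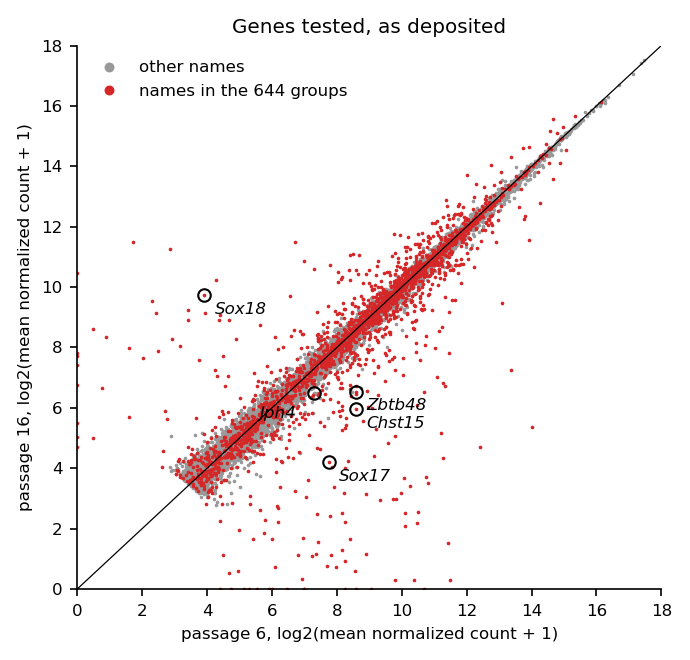
Mean normalized counts of the genes tested, on the log2(value + 1) scale, at passage 6 on the horizontal axis and passage 16 on the vertical axis, as deposited. Red points are names in the 644 groups of similar names, only part of whose rows were displaced, and grey points are all others. Circles mark the genes named in Supplementary Table 1, and the line marks equal values. Most points far from the line are red.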

Importantly, we did not observe alterations in mRNA expression of telomerase genes, nor in components of shelterin, or in other genes associated to telomere biology. 

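A list of 14 telomerase and shelterin genes was fixed before the data were examined, and none of them lies in the groups of displaced rows. Their log2 fold changes ranged from -0.18 for *Tert* to 0.13 for *Wrap53* over the 13 genes with a mean normalized count of at least 10. None had an adjusted p under 0.05 in limma, either over all genes tested or adjusted over the list alone, where the lowest adjusted p was 0.413, and 1 had an unadjusted p under 0.05. *Tert*, which encodes the telomerase reverse transcriptase and lies on chromosome 13 from 73626911 to 73649843, had 313 ± 34.5 normalized counts (SD, n = 4 clones) at passage 6 and 276 ± 35.6 (SD, n = 4) at passage 16, with 2 clones higher and 2 lower. *Terc*, the telomerase RNA, had a mean of 5.86 normalized counts at passage 6 and 8.44 at passage 16 in these polyA+ libraries and was too low to be tested. *Dkc1* had 8112 ± 672 (SD, n = 4) and 7579 ± 607 (SD, n = 4) normalized counts at the 2 passages.
*Terf1*, which encodes TRF1 and lies on chromosome 1 from 15805546 to 15844052, had the lowest unadjusted p of the list. Its normalized count was 3217 ± 199 (SD, n = 4) at passage 6 and 2864 ± 203 (SD, n = 4) at passage 16, lower in 3 of 4 clones (two-sided exact permutation test, p = 0.0571), with a log2 fold change of -0.17 (standard error 0.0680). *Terf2* had a log2 fold change of 0.080 (standard error 0.0756) and was higher in 4 of 4 clones. *Terf2ip*, which encodes RAP1, had 0.11 (standard error 0.0922) and overlaps a transcribed pseudogene. *Acd*, which encodes TPP1, had 0.10 (standard error 0.0879). *Tinf2* had -0.040 (standard error 0.0716) and lies within the span of *Gmpr2*, so its count depends on how overlapping genes were counted. *Pot1a* and *Pot1b*, paralogs between which reads can be split, had 0.066 (standard error 0.100) and -0.071 (standard error 0.0963). Each of these differences was within 3 standard errors. *Nhp2*, of the telomerase genes, had -0.15 (standard error 0.0709) and was lower in 4 of 4 clones. The mean of the 13 genes was lower at passage 16 in 4 of 4 clones, by 0.010 to 0.032 on the log2 scale, and as a set they did not stand apart from the other genes (camera with the correlation between genes estimated, adjusted p = 0.584 over 8 sets).
Of 57 other genes associated to telomere biology, also listed before the data were examined, 54 were tested and 15 were higher at passage 16. No gene of this list passed over all genes or adjusted over the list alone, 1 had an unadjusted p under 0.05, and the mean log2 fold change was -0.075 (adjusted p = 0.223 from the same test). DESeq2 with a term for the clone called *Dnmt3b* (log2 fold change -0.50, adjusted p = 0.00505 from DESeq2) and *Atrx* (-0.29, adjusted p = 0.0286) as deposited, and *Dnmt3b* alone (adjusted p = 0.00335) with the row order restored; both were lower at passage 16 and were named after their values had been seen. No telomerase or shelterin gene was called in any fit. With camera's correlation preset at 0.01 in place of the estimate, the adjusted p of the set of other telomere genes was 0.0210, and with fry it was 0.239.

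**Figure D3:**
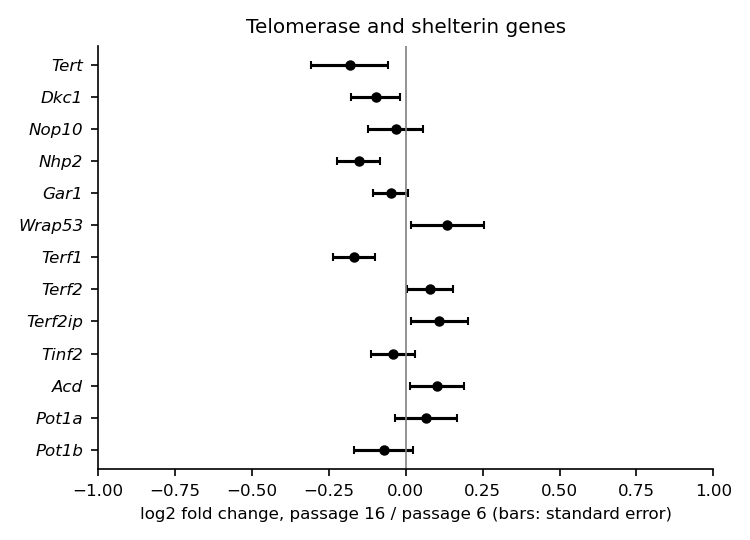
Log2 fold changes between passage 16 and passage 6 of the 13 telomerase and shelterin genes tested. Points are estimates from limma over 4 clones per passage and bars are standard errors. All points lie between -0.18 and 0.13.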

We confirmed similar telomeric repeat amplification protocol (TRAP) telomerase activity in passage 4 and passage 16 ES cells (Supplementary Fig. 3). Finally, none of the genes with altered expression levels have been implicated in longevity^36^.

Proper telomere function requires binding of the shelterin complex to telomeric repeats^1^,^5^. The shelterin protein TRF1 (telomere repeat binding factor 1) is involved in telomere capping and telomere length regulation^37^,^38^,^39^,^40^. Interestingly, TRF1 is highly expressed in ES cells as well as in induced pluripotent stem (iPS) cells^35^,^41^ and this enrichment is also maintained in adult stem cell compartments compared with more differentiated compartments in the context of the organism^41^. Thus, we next asked whether *in vitro* expansion of ES cells affected TRF1 levels. To this end, we quantified TRF1 levels at a single-cell level by immunofluorescence (IF) with anti-TRF1 antibodies using confocal microscopy (Fig. 1b,c). We found higher TRF1 levels in the ICM of the blastocyst compared with the trophectoderm or to mouse embryonic fibroblasts (Fig. 1b,c and Supplementary Fig. 4a,b). Interestingly, we found that early passage ES cells (up to passage 24) retained similarly high TRF1 levels to those present in the ICM but TRF1 levels decreased at higher passages, which may reflect a change in ES cell properties at later passages. These results indicate that maximal telomere length is achieved and high TRF1 levels are maintained after moderate *in vitro* passaging of ES cells (up to passage 24).

### ES cells with hyper-long telomeres do not show increased DNA damage

We next asked whether continuous telomere lengthening associated to *in vitro* ES cell expansion would cause DNA damage, particularly at regions difficult to replicate such as telomeres. γH2AX is a marker of double-strand breaks and dysfunctional telomeres, the latter also known as telomere damage-induced foci or telomere-induced foci (TIFs)^42^,^43^. To asses DNA damage specifically at telomeric chromatin, we performed double IF with anti-γH2AX and TRF1 antibodies to quantify TIFs (Fig. 1d–f). We found very few ES cells with DNA damage (>3 γH2AX foci per cell) up to passage 24, but this percentage significantly increased at later passages with more than 40% of the cells showing DNA damage (Fig. 1d). In the case of telomere-specific damage, we also observed low numbers of TIF-positive cells until passage 24, and this was significantly increased at later passages (Fig. 1e,f). We found similar results when we analysed telomere damage by telomere FISH combined with IF using anti 53BP1 antibody (Supplementary Fig. 4c,d). To study the specific type of DNA damage present at later passages in cells with hyper-long telomeres, we arrested cells with colcemid and performed telomere Q-FISH on metaphase spreads. We found that the only telomere aberration increased with ES cell passaging was the presence of multitelomeric signals (MTS) (Fig. 1g,h), a type of aberration previously associated to increased telomere fragility as the result of replication stress at telomeres^13^,^44^. Interestingly, TRF1, which is also decreased at later passages (Fig. 1b), has been previously shown to protect from telomere fragility^38^,^44^.

Taken together our results demonstrate that hyper-long telomeres after moderate ES cell passaging (up to 24 passages) are well capped and do not show increased DNA damage.

### Hyper-long telomeres contribute to healthy chimaeric mice

We next addressed the capability of ES cells bearing hyper-long telomeres to contribute to chimaera formation *in vivo* and to retain hyper-long telomeres in the adult organism (Fig. 2a–f). To this end, we aggregated GFP-positive ES cells with hyper-long telomeres (passage 16) with eight-cell morulae, and derived from them chimaeric mice (see Fig. 3a; note longer telomeres in GFP-positive ICM cells compared with the GFP-negative ICM of the unmodified species). Gross phenotypic analysis of the resulting chimaeric mice showed that they were normal compared with the unmodified species. To track cells derived from GFP-positive ES cells with hyper-long telomeres, we performed immunohistochemistry of different tissues with an anti-GFP antibody. In particular, we focused our analyses in the intestine and the skin as an example of two highly proliferative tissues, as well as in the brain, as an example of a low proliferative tissue. Tissues were analysed at four time points during the mouse lifespan: 0; 1; 6; and 12 months of life. We observed the presence of both GFP-positive and -negative cells in all tissues analysed (Fig. 2a,b). The percentage of GFP-positive cells was ∼20–50 per cent in all tissues studied, and this was maintained when chimaeric mice were analysed at different time points indicating that cells bearing long telomeres are functional and maintained with ageing (Fig. 2a,b). Importantly, these chimaeric tissues showed a normal histology and we did not observe any pathological finding (Fig. 2a and Supplementary Fig. 5a). To study dynamically the fate of cells with hyper-long telomeres *in vivo*, we performed a longitudinal analysis of the percentage of cells expressing GFP in peripheral blood samples from chimaeric mice bearing either normal or hyper-long telomeres (Fig. 2d) from 4 until 8 months of age. We found that GFP-positive cells with hyper-long telomeres are maintained, or even increased in some cases, over time with respect to the starting point (Fig. 2d). As control, while GFP-positive cells containing normal telomere length were also maintained with time (Supplementary Fig. 5b). We further confirmed telomere length in GFP-positive or -negative cells by Q-FISH in blood samples from these chimaeric mice (Supplementary Fig. 6a). Note that in chimaeric mice bearing GFP-positive cells with normal telomere length both the GFP-positive or -negative cells display similar telomere intensities (upper graph and pictures), while in chimaeric mice bearing GFP-positive cells with hyper-long telomeres, GFP-positive cells display brighter telomeres than the GFP-negative cells (lower graph and pictures; Supplementary Fig. 6a,b).

Because the chimaeric mice contained two different genetic backgrounds (Fig. 2e), *129S1* cells (with hyper-long telomeres) and *CD1* cells (with normal length telomeres) from receptor morulae, we compared telomere length in the chimaeric mice with age-matched mice of the *129S1* and *CD1* backgrounds in newborns and 6-months-old chimaeric mice. As shown in Fig. 2f and Supplementary Figs 6c and 7, GFP-positive cells, bearing hyper-long telomeres had a higher mean telomere length than cells of both the *129S1* and *CD1* backgrounds with normal length telomeres. Indeed, the mean telomere length was similar in the chimaera eGFP-negative cells and in cells from non-chimaeric mice from either background (Fig. 2f).

These results demonstrate the contribution of GFP-positive ES cells with hyper-long telomeres to the formation of healthy tissues and mice which contain GFP-positive cells with longer telomeres than those of the unmodified species (GFP-negative cells). These findings suggest that cells with hyper-long telomeres are maintained during both embryonic and adult mouse development.

### Both long and normal length telomeres shorten with age

Next, we sought to investigate the length dynamics of hyper-long telomeres in the context of the organism with increasing age. To this end, we performed Q-FISH using a telomere probe to measure telomere length combined with IF using anti-GFP antibody to track the cells derived from ES cell with hyper-long telomeres in sections from the intestine, skin and brain, from chimaeric mice at 0, 1, 6 and 12 months of age (Methods). We confirmed longer telomeres in the GFP-positive ES cells used for morulae aggregation and in the derived GFP-positive ICM cells compared with the GFP-negative ICM cells within the same blastocyst (Fig. 3a,b and Supplementary Figs 8 and 9)^35^. After birth, we observed telomere shortening with age in all mouse tissues analysed, including the brain, in agreement with previous findings (Fig. 3a and Supplementary Figs 8–10)^16^. At all the different ages studied, we observed that the mean telomere length of GFP-positive cells (derived from ES cells with hyper-long telomeres) was higher than the mean telomere length of the GFP-negative cells (derived from ES cells of the unmodified species with normal length telomeres) in all tissues analysed (Fig. 3a and Supplementary Figs 8 and 9), in spite of a slightly increased rate of telomere shortening in the GFP-positive cells (Fig. 3c), probably due to the starting differences in telomere length in these cells. Note that cells with hyper-long telomeres were never found or were very rare in the GFP-negative tissue compared with the GFP-positive cells (Fig. 3a and Supplementary Figs 7–9). Interestingly, we noticed that telomere shortening with age was not uniform over time, with the highest rate of telomere shortening per month occurring during the first month of life in both the GFP-positive and -negative cells (Fig. 3c), which has also been observed in human blood^45^. This high rate of telomere shortening also affected to the brain. This fast telomere shortening soon after birth may reflect on the higher proliferation rates in newborn mice to reach the size of adults.

In summary, these findings indicate that telomere shortening occurs associated with ageing in the context of mouse tissues in both cells derived from ICM of the recipient blastocyst (GFP-negative cells) with normal length telomeres and ES cells with hyper-long telomeres (GFP-positive), and that this is exacerbated during the first month of life. Importantly, adult cells derived from GFP-positive ES cells with hyper-long telomeres showed longer telomeres at any time point in all tissues analysed indicating that we achieved generation of adult tissues bearing longer telomeres than those of the unmodified species without any genetic manipulation and in particular without transgenic germ line telomerase overexpression.

To further confirm these results, we studied chimaeric mice showing a 100% of chimaerism. In particular, we determined telomere length, shelterin levels, as well as telomerase levels in blood samples at 20 and 40 weeks after birth. We confirmed longer telomeres in the 100% GFP-positive chimaeric mice with hyper-long telomeres at both time points compared with 100% GFP-positive cells chimaeric mice with normal telomere length, as well as compared with chimaeric mice with normal telomeres and age-matched control mice (Supplementary Fig. 11a,c). In addition, 100% chimaeric mice with hyper-long telomeres showed less percentage of short telomeres compared with 100% chimaeric mice with normal telomere length (Supplementary Fig. 11a–c). We then analysed the levels of different shelterin proteins in 100% chimaeric mice with normal or hyper-long telomeres. By IF, we found similar levels of TRF1 or RAP1 shelterins in blood samples from either 100% chimaeric mice with normal or hyper-long telomeres (Supplementary Fig. 11d–f). By quantitative PCR, we also confirmed similar mRNA levels of shelterin and telomerase, both in blood and skin samples from 100% chimaeric mice with normal or hyper-long telomeres or controls (Supplementary Fig. 12). Finally, we demonstrate similar telomerase TRAP activity in spleen from chimaeric mice with normal length and hyper-long telomeres as well as in the control mice (Supplementary Fig. 13).

These results suggest that mice with hyper-long telomeres do not have globally an altered expression of shelterin or telomerase gene compared with control mice.

### Longer telomeres in adult stem and differentiated cells

Stem cell compartments are enriched in cells with the longest telomeres compared with the more differentiated compartments within the same tissue both in mice and humans^16^,^46^. Furthermore, long telomeres are advantageous for stem cell function *in vivo*^17^, as critical telomere shortening in stem cells impairs their ability to mobilize and regenerate tissues^17^ and short telomeres impair self renewal and repopulation capacity in blood and intestine^47^,^48^. Thus, we set to address whether stem cells derived from GFP-positive ES cells with hyper-long telomeres retained longer telomeres in the adult organism. In particular, we compared telomere length in GFP-positive and negative cells located at known stem cells compartments in both the skin and small intestine. Briefly, we combined IF with anti-GFP antibody with telomere Q-FISH on tissue sections to generate maps of telomere length at a single-cell level within tissues (immuno-telomapping; Methods). In the case of the intestine and skin from 6-month-old chimaeric mice (Fig. 4), GFP-positive cells located at known stem cell compartments (the intestinal crypts in the case of the small intestine and hair bulge in the case of the skin) had longer telomeres than the GFP-negative counterparts at the same compartments (Fig. 4a–d). In the case of the differentiated compartments (villi and basal layer), we also observed longer telomeres in the GFP-positive cells compared with the GFP-negative neighbouring cells (Fig. 4a–d).

Together, these results indicate that aggregation of ES cell with hyper-long telomeres results in both adult stem cell compartments and differentiated compartments containing cells with longer telomeres compared with the corresponding adult compartments in the unmodified species. This finding is in agreement with the fact that the percentage of GFP-positive cells in the tissues studied is similar in chimaeric mice of different ages.

### Lower accumulation of short telomeres with aging

Next, we addressed whether the accumulation of cells with short telomeres with ageing was also lower in GFP-positive cells. In *M. musculus*, the 10% percentile in the reference population (in this case, the GFP-negative newborns, whose telomere length is similar to the *129S1* unmodified species in age-matched animals) is used to quantify short telomeres. Percentile 10% corresponded to a telomere length of approximately <15 kb (ref. 31). The percentage of cells with short telomeres was zero in the case of the ICM of the blastocyst for both genetic backgrounds (Fig. 5). Strikingly, the percentage of cells with short telomeres was lower for the GFP-positive cells at the different ages and tissues studied (Fig. 5a). Interestingly, tissues with a higher rate of proliferation accumulated more cells with short telomeres in both positive and negative GFP cells at the 12 months time point (Fig. 5a). In both positive and negative GFP cells, the biggest increase in the percentage of cells with short telomeres occurred during the first month of life (Fig. 5b), in agreement with a faster rate of telomere shortening early in life, until the adult organism is formed. Of note, after the first month of life, and for the rest of the time points analysed, the biggest accumulation of cells with short telomeres continued to occur in the GFP-negative cells.

Our results suggest that adult cells derived from ES cell with hyper-long telomeres preserve longer telomeres and accumulate lower numbers of short telomeres with age.

### Mice with longer telomeres show less DNA damage and tumours

First, as an indication of proper telomere capping, we examined TRF1 levels in both GFP-positive and -negative cells. TRF1 is an essential shelterin component that plays a role in telomere protection by preventing telomere fragility and fusions, which in turn are associated to premature tissue ageing and increased cancer susceptibility^5^,^13^,^44^,^49^. To this end, we analysed TRF1 abundance at telomeres in both ES cells used for aggregation experiments as well as in 6- and 12-moths-old chimaeric mice. A tendency to find the mean TRF1 intensity higher in the GFP-positive cells than in the GFP-negative was observed in all the tissues analysed (Fig. 6a and Supplementary Fig. 14), reflecting on adequate telomere protection.

Next, we studied accumulation of DNA damage. Long telomeres could be a target of DNA damage owing to more difficulties to replicate repetitive DNA, although DNA damage can occur independently of telomere length due to genotoxic stress^50^,^51^. We determined DNA damage by % of cells showing >2 γ-H2AX foci in tissues at 6- and 12-months-old animals (Fig. 6b,c and Supplementary Fig. 15a). We observed a moderate number of cells showing DNA damage in all the tissues analysed and this increased with ageing, but there was a tendency to accumulate more of these cells in the GFP-negative cells at both time points, in agreement with shorter telomeres in these cells. Although in this assay we cannot distinguish damage at telomeres from other regions, these findings are in line with the notion that longer telomeres are more efficiently protected from damage by maintaining a functional telomere capping structure^41^,^46^,^49^. In agreement with the lower DNA damage, we also detected increased numbers of cells positive for p53 staining in the GFP-negative population compared with the GFP-positive cells both in intestine and skin (Fig. 6d and Supplementary Fig. 15b). These results suggest that hyper-long telomeres are well capped in the context of the organism as indicated by high levels of the TRF1 protein, which in turn ensures a lower accumulation of DNA damage and of p53 in tissues with ageing.

Importantly, we found that hyper-long telomeres did not result in detectable long-term deleterious effects for mice, as indicated by a similar survival of the chimaeric mice bearing cells with hyper-long telomeres compared with chimaeric mice with normal telomere length (see Fig. 6e). In line with this, we did not find increased incidence of spontaneous tumours in the chimaeric mice with hyper-long telomeres, indeed, none of the chimaeric mice bearing hyper-long telomeres developed any spontaneous tumours in the curse of the survival follow-up (Fig. 6f). To further study whether hyper-long telomeres could be influencing cancer, we performed a 7,12-dimethylbenz[a]anthracene (DMBA) -phorbol 12-myristate 13-acetate (TPA) chemical carcinogenesis protocol on the skin of chimaeric mice with normal or hyper-long telomeres, as well as age-matched controls (Methods). DMBA was applied once on mouse skin, followed by TPA treatment during 15 weeks. The evolution of papillomas was further observed during at least 20 weeks after DMBA treatment. After 20 weeks following DMBA treatment, only *129S1* control mice showed papillomas, whereas *C57BL6* control mice and chimaeric mice with normal and hyper-long telomeres did not show papillomas (Fig. 6g and Supplementary Fig. 16). Note that the *C57Bl6* background is very resistant to papilloma formation^52^,^53^,^54^. In addition, at 10 weeks after DMBA treatment, we observed the presence of preneoplastic lesions such as parakeratotic hyperkeratosis, produced by external addition of TPA and not due to inflammation processes since neutrophils were not present in a systematic way (Fig. 6h–j) in the skin of control mice and chimaeric mice with normal telomere length. Interestingly, in chimaeric mice with hyper-long telomeres, the patches of skin with hyper-long telomeres (GFP-positive cells) did not show presence of hyperkeratosis while these lesions were readily observed in the patches of skin with normal length telomeres (GFP-negative cells) from the same mice (see Fig. 6h,i).

### Cells with hyper-long telomeres show better skin wound healing

Previous studies have shown that wild-type long telomeres have advantageous effects over short telomeres in the context of the telomerase-deficient mouse model, particularly in the ability of skin stem cells to mobilize and maintain skin homeostasis^17^ and liver regeneration^48^. Here, we wondered whether hyper-long telomeres would be advantageous compared with normal length telomeres in the context of the organism. To address this, we generated two types of chimaeric mice: chimaeric mice with normal length telomeres by microinjecting ES cells at passage 4 (telomere length being similar to telomere length of the inner cells mass of the blastocyst^35^) in morulae and expressing GFP (in order to follow these cells in chimaeric tissue), as well as chimaeric mice with hyper-long telomeres by microinjecting ES cells expressing GFP at passage 16 (with hyper-long telomeres) (see scheme in Fig. 7a). In particular, ES cells with normal or hyper-long telomeres were microinjected in recipient morulae of the *C57Bl6* background. Adult chimaeric mice bearing either normal or hyper-long telomere between 6 and 12 months and adult non-chimaeric mice of the *129S1* or *C57Bl6* backgrounds (used as age-matched controls) between 6 and 12 months were anaesthetized to remove the back hair with depilatory cream. After a period of 3 days, they were anaesthetized again to cause superficial wounds of 4 mm diameter with a circular razor blade. We quantified the surface of the 4 mm wound every day. The area of the wound was reduced with days until its closure. In chimaeric mice with normal telomere length wounds were healed at the same rate than in control non-chimaeric mice (Fig. 7b). In contrast, in chimaeric mice with hyper-long telomeres, we found that rate of wound-healing was higher in the GFP-positive cells with hyper-long telomeres compared with the GFP-negative cells and the in the non-chimaeric age-matched controls (Fig. 7b,c and Supplementary Fig. 17). Telomere length was analysed in the skin extracted from chimaeric mice with either normal or hyper-long telomeres as well as in age-matched controls when wounds were caused, confirming longer telomeres in the GFP-positive cells derived from ES cells with hyper-long telomeres (Supplementary Fig. 18). Histopathology analysis confirmed that GFP-positive cells contributed to wound-healing in the chimaeric mice with hyper-long telomeres (Supplementary Fig. 19). Together, these results indicate that hyper-long telomeres are advantageous for skin regeneration compared with normal length telomeres.

## Discussion

It has been previously shown that telomere length is a molecular determinant of ageing and lifespan in mice^22^,^55^,^56^,^57^,^58^. On one hand, short telomeres lead to accelerated ageing^22^,^24^,^26^,^47^ and longer telomeres owing to telomerase overexpression can delay ageing and increase lifespan in mice^55^,^59^. All these studies have been carried out using genetic manipulations of the telomerase genes either throughout generation of genetically modified mice or through the use of gene therapy strategies^26^,^55^,^56^,^57^,^58^,^59^. Here, we set to address the possibility of generating mice with longer telomeres than normal in the absence of any genetic manipulation.

We previously showed that telomeres lengthen during *in vitro* expansion of ES cells^35^. This telomere lengthening occurs simultaneously to the loss of heterochromatic marks at telomeres and in the absence of changes in the global DNA methylation (SINE elements) or subtelomeric methylation or telomerase activity^35^. This phenomenon is also recapitulated when differentiated cells are reprogrammed to iPS cells and expanded *in vitro*, again associated to changes at telomeric heterochromatin^13^. Of note, in the absence of telomerase differentiated cells can be reprogrammed to iPS cells, but telomeres do not lengthen^13^. These observations suggested that is possible to generate cells with hyper-long telomeres simply by *in vitro* passaging and, thus, in the absence of manipulation of the telomerase gene. However, it remained unknown whether cells derived from ES cells with hyper-long telomeres are maintained throughout embryonic and adult development in mice, and they retain longer telomeres and lower ageing-associated DNA damage in the adult organism. We first observed moderately passaged ES cells (up to passage 24) showed maximum telomere length and similarly high levels of the TRF1 protein to those characteristic of pluripotent ES cell and iPS cells^41^,^60^ as well as of cells of the *in vitro* cultured ICM^35^. Of note, excessive passaging (that is, passage 60), resulted in decreased TRF1 levels and in accumulation of telomere damage as indicated by increased presence of TIFs and MTS, a telomere aberration associated with telomere fragility and indicative of telomere replication defects^38^,^44^. These aberrations could be associated to decreased levels of TRF1 protein at late ES cell passages, as TRF1 protects cells from both types of damage^38^,^44^. Of note, in spite of decreased TRF1 protein levels at later passages, we did not observe increased telomere fusions, suggesting that a minimum threshold for telomere capping is safeguarded in ES cells. Together, these observations indicate that only a limited number of passages are necessary to generate pluripotent stem cells with hyper-long telomeres and high levels of TRF1, in the absence of telomere damage and telomere aberrations. Furthermore, a moderate number of passages ensure a very similar genome-wide expression profile between ES cells at early passages as indicated by very few gene expression changes by RNA-seq. Importantly, we did not observe any changes in the expression of telomerase, shelterin proteins, or any other genes related to telomere biology.

The main challenge in this study was the successful generation of chimaeric mice derived from ES cells with hyper-long telomeres (GFP-positive to allow lineage tracking), which contain GFP-positive cells (up to ∼50% of cells in different tissues analysed) with longer telomeres than those of the unmodified species, both at the stem cell and more differentiated compartments. Here, we obtained chimaeric mice, which show much longer telomeres than those of the unmodified species in the absence of changes in expression of telomerase or telomere-binding proteins. Importantly, chimaeric mice and tissues were healthy and did not display any histopathological alterations. Interestingly, GFP-positive cells with hyper-long telomeres maintained longer telomeres and showed a lower abundance of cells with short telomeres at different times points up to 1 year of age. In addition, GFP-positive cells showed lower levels of telomere fragility and fusions, as well as lower DNA damage with ageing. These results are in line with previous findings describing that transgenic overexpression of *TERT* in mice from a different genetic background (*C57BL6*), which also resulted in longer telomeres, also showed a lower accumulation of DNA damage with ageing^61^. Similar results were obtained by *TERT* overexpression achieved by using a gene therapy strategy^55^.

We next tested whether having hyper-long telomeres was advantageous or disadvantageous for cells in highly proliferative compartments such as the blood and the skin. Longitudinal studies in which we dynamically followed cells with hyper-long telomeres in blood with ageing, showed that these cells were maintained or even amplified over time, suggesting that hyper-long telomeres are not disadvantageous and may be positively selected. Also in line with this notion, by using skin wound-healing assays, we observed that skin cells with hyper-long telomeres were able to repair more rapidly the skin wounds compared with the skin of the unmodified species.

Whether long telomeres are protective from cancer or may increase the risk of tumour formation is still debated^61^,^62^. In our previous studies, we showed that *TERT* gene therapy using AAV9 non-integrative vectors was sufficient to delay many age-related diseases, including cancer^22^,^55^,^56^,^57^,^58^. In this regard, neither chimaeric mice with hyper-long telomeres nor control mice developed any tumour during the period of analysis, suggesting that both hyper-long and normal telomeres behave similarly with respect to tumour formation. Importantly, in line with this, we found that hyper-long telomeres did not result in any long-term deleterious effects for the mice, as indicated by a similar or slightly increased survival of the chimaeric mice bearing cells with hyper-long telomeres compared with chimaeric mice with normal telomere length. In addition, chimaeric mice with hyper-long telomeres did not demonstrate a shortened latency period for tumour formation and continued tumour-free at week 20 after the start of the treatment, although the final tumour yield is still to be concluded.

Together, these findings demonstrate that cells bearing hyper-long telomeres render juvenile telomeres *in vivo*.

These results are proof of principle that it is possible to generate adult tissues with longer telomeres than normal in the absence of genetic modifications. Future studies warrant generation of a new strain of mice with hyper-long telomeres, which will be instrumental to further study the impact of hyper-long telomeres in species longevity. Finally, our results highlight the importance of using of ES cells or iPS cells with long telomeres for regenerative medicine.

## Methods

### Cell culture conditions and blastocyst collection

Procedures for embryo collection, chimaera generation and animal experimentation were approved by CNIO-ISCIII Ethics Committee for Research and Animal Welfare (CbyBA). The two clones of *in vitro* cultured ES cells were from mice with a *C57BL6* genetic background. Chimaeric mice were the result of microinjection or aggregation of R1-eGFP ES cells (obtained from A. Nagy, The Lunenfeld-Tanenbaum Research Institute) from mice with a *129S1* genetic background in recipient morulae of the *C57BL6* or *CD1* genetic background, respectively. Primary mouse embryonic fibroblasts were obtained from 13.5-day embryos of *C57BL6* mice as described^21^. ES cells were cultured in complete KSR medium composed of DMEM (high glucose; Gibco) supplemented with serum replacement (KSR 15%, Gibco), LIF (1,000 U ml^−1^, Millipore).

Cells analysed by telomapping were pelleted, embedded in gelatin (from porcine skin type A; Sigma) to a final concentration of 5% and fixed with 10% buffered formalin overnight. Blastocysts were extracted by flushing the oviduct with M2 medium (Sigma), embedded in gelatin and fixed. Tissues from chimaeric mice were extracted and fixed with 10% buffered formalin overnight. Paraffin blocks of the fixed samples and the immunohistochemistry with anti-GFP antibodies were made by the Comparative Pathology Unit of CNIO. In particular, the Comparative Pathology Unit at CNIO, made paraffin blocks from the different mouse tissues and generated 4 mm sections, which were then deparaffinized and used for immunohistochemistry with hematoxylin and eosin (Panreac and Sigma, respectively) and with the anti-GFP antibody (Roche Diagnostics S.L.; cat. number 11814460001; 1 mg ml^−1^; dilution 1:100) according to standard procedures.

### Chimaera generation

Chimaeric mice were generated at the CNIO Transgenic Mice Unit either by microinjection of R1-eGFP ES cells into Hsd:ICR (*C57Bl6* background) morulae or by aggregation of the same ES cells with morulae (*CD1* background). Embryos were harvested from superovulated donor females at E2.5 days of gestation. For the microinjection experiments, ∼60 morulae at the eight-cell stage were microinjected with 6-10 *EGFP*-expressing R1-eGFP ES cells by laser-assisted perforation of the ‘zona pellucida'. After microinjection, embryos were incubated overnight in a drop of KSOM medium in a CO_2_ incubator at 37 °C under oil. For aggregation experiments, around 60 morulae at the eight-cell stage were aggregated with around 12 cells *EGFP*-expressing R1-eGFP ES cells by removal of the ‘zona pellucida' with Tyrodés solution (Sigma). Embryos were analysed for telomere length and eGFP fluorescence when they reached the blastocyst stage (2 days after microinjection).

### Wound-healing experiments

For the wound-healing experiments, 6–12-month-old mice (both male and female) were anaesthetized with isoflurane (IsoFlo, Esteve) and the back hair was removed with depilatory cream. After 3 days, they were anaesthetised and superficial wounds were performed with a 4 mm circular razor blade. Wounds were allowed to air-dry and photographed (a caliber was placed by the side of the mice for quantification) to follow wound-healing and measured using Image J software at the indicated times (see Supplementary Fig. 17).

### Longitudinal telomere length analysis in peripheral blood

An amount of 100 μl of blood was extracted from the facial vein of 4-month-old mice (both male and female) every following month during the next four months. Erythrocytes were lysed with Buffer EL Erythrocyte lysis buffer (Qiagen). The rest of peripheral blood cells were washed with 1 × PBS, fixed, embedded in gelatin 5% (from porcine skin type A; Sigma) and paraffin blocks were made. Sections from paraffin blocks were stained with anti-GFP antibody and the per cent of GFP-positive cells was scored by the Histopathology Unit of CNIO using Mirax Scan to digitalize the slide and Axio Vision software to quantify images.

### Skin chemical carcinogenesis assay

Age-matched (8–12-month-old, males as well as females) chimaeric mice bearing either hyper-long or normal length telomeres, as well as age-matched controls were anaesthesized (using isoflurane; Esteve) to remove 1 cm^2^ back-skin hair by using depilatory cream (Billy). A single dose of DMBA (7,12-dimethylbenz(a)anthracene] (Sigma) (100 nM; 5 μgr dissolved in 200 μl of acetone) was applied on the back skin of the mice to promote mutations which could initiate cancer as described^63^. After a week, 12.5 μg of TPA (tetradecanoyl phorbol acetate) (Sigma) dissolved in 200 μl of acetone was added two times per week during 15 weeks. The number of papillomas was determined by eye and the size was measured using a caliber and registered for each mouse on a weekly basis^63^. The evolution of papillomas was followed for at least 20 weeks after DMBA treatment.

### Quantitative FISH

ES cells were blocked in metaphase with colcemid (Gibco) for 3 h, swollen in hypotonic buffer for 10 min at 37 °C, and fixed as described in ref. 64. Metaphases were dropped on slides and Q-FISH performed as in ref. 65. TFL-Telo software^66^ was used to quantify the fluorescence intensity of telomeres from 5 to 10 metaphases for each data point. Embryos and tissues in paraffin blocks were serially sectioned (2-μm-thick sections) and rehydrated before applying Q-FISH. A telomere (Panagene) or centromere (Panagene) probe labelled with CY3 (Panagene) was used as described in ref. 65.

### Microscopy

Metaphase cells were acquired with a Leica DM 6000B Fluorescence microscope, using an objective HCX-Pl-APO 100x-1.4-0.100 as described in^35^. Sections from cells or tissues subjected to IF or Q-FISH were acquired in a confocal high-resolution microscope Leica TCS-SP5 (AOBS) as described in ref. 35. Images were acquired with the sequential mode of the microscope to avoid light bleeding into other channels. The sequential mode does two separated acquisitions, first for the GFP and secondly for the CY3 dyes (Supplementary Fig. 6b).

For co-localiztion studies, typically 10 Z-sections were acquired with excitation mercury lamp of 405 and 561 and argon source of 488 wavelengths. The detector gain for the 488 and 561 emission lights were set between 750 and 800. Co-localization was analysed in every focal plane and considered positive when the two stains green and red overlapped yielding a yellow stain.

### Telomapping of blastocysts sections

Quantitative image analysis was performed on confocal RGB images using the Definiens platform (version XD). The DAPI image was used to define the nuclear area and the Cy3 image or Alexa-488 images to quantify telomere or TRF1 fluorescence. Nuclear segmentation was calculated using the Cellenger module of Definiens software. Cy3 (telomere or centromere) or Alexa-488 (TRF1; 1:400 dilution; Life Technology A11008; lot 1408830; 2 mg ml^−1^) fluorescence intensity was measured as ‘average grey value' (total grey value per nuclei) units (arbitrary units of fluorescence). These ‘average telomere fluorescence' values represent the average Cy3 or Alexa-488 pixel intensity for the total nuclear area, therefore ruling out that differences in nuclear size may influence telomere length measurements. Telomere fluorescence values for each sample are exported to Excel to generate frequency histograms. Definiens also provides images where the nuclear mask is substituted by colours associated to CY3 intensities, generating tissue-specific maps of telomere length.

### IF combined with FISH

Antigen retrieval of the paraffin sections were done by the Comparative Pathology Unit of CNIO. Samples were permeabilized with 0.5% Triton X-100 for 1.5 h at room temperature. Cells were blocked in PBS with 5% BSA and incubated overnight at 4°C with antibodies against GFP (1:500 dilution; Roche Diagnostics S.L.; cat. number 11814460001; 1 mg ml^−1^; dilution 1:400), TRF1 (Abcam, cat. number Ab10579; lot 598474; dilution 1:100), anti-γH2AX (Millipore, cat. number 05-636; lot 2138016; 1 mg ml^−1^; dilution 1:400), anti 53BP1 (Millipore, cat. number MAB3804; lot 1999450; 10 mg ml^−1^; dilution 1:400), anti Rap1 antibody (Bethyl Laboratories, ING; A300-306-A; 1 mg ml^−1^; dilution 1:400) and rabbit anti-TRF1 generated in the laboratory (1:400 dilution; lot 226) (ref. 67). Secondary antibodies (Alexa Fluor 488 rabbit 1:400 dilution; Life Technology A11008; lot 1408830; 2 mg ml^−1^) were incubated at room temperature for 45 minutes. Samples were fixed in 4% formaldehyde, dehydrated and incubated with a telomere probe labelled with CY3 (Panagene) as described in ref. 65.

### RNA sequencing

One microgram of total RNA per sample was used. Sample RNA Integrity Numbers were 10 when assayed on an Agilent 2100 Bioanalyzer. PolyA+ fraction was purified and randomly fragmented, converted to double stranded cDNA and processed through subsequent enzymatic treatments of end-repair, dA-tailing, and ligation to adapters as in Illumina's ‘TruSeq Stranded mRNA Sample Preparation Part # 15031047 Rev. D' kit (this kit incorporates dUTP during second strand cDNA synthesis, which implies that only the cDNA strand generated during first strand synthesis is eventually sequenced). Adapter-ligated library was completed by PCR with Illumina PE primers (eight cycles). The resulting purified cDNA library was applied to an Illumina flow cell for cluster generation and sequenced on an Illumina instrument (see below) by following manufacturer's protocols.

Fastq^68^ files with 50-nt single-end sequenced reads were quality-checked with FastQC (S. Andrews, http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and aligned to the mouse genome (GRCm38/mm10) with TopHat-2.0.10 (ref. 69), using Bowtie 1.0.0 (ref. 70) and Samtools 0.1.19 (ref. 71), allowing two mismatches and five multihits. Raw counts for genes were obtained with HTSeq v0.5.3p9 (ref. 72), using the mouse genome annotation data set GRCm38/mm10 from the UCSC Genome Browser^73^. Differential expression was obtained with DESeq2 (ref. 74). Differences were considered significant when FDR-adjusted *P* values were lower than 0.05 FDR.

### Quantitative real-time PCR (qPCR)

Total RNA was extracted from blood samples free of erythrocytes with TRIzol (Invitrogen). The RNA in ethanol was further purified with the RNAeasy Mini kit (QIAGEN) for RNA elution, following the manufacturer's instructions.

Total RNA of 300 mg of tail skin Skin was preextracted with the kit RNaesy Fibrous Tissue Mini Kit (QUIAGEN) and further purified with the RNAeasy Mini kit (QIAGEN) following manufacturer's instructions. Up to 1 μg of RNA was used to synthesize complementary DNA with the iScript cDNA Synthesis Kit (BIO-RAD) according to manufacturer's instructions. The levels of gene transcription were determined using the primers for shelterins or telomerase (described below) using the Power SYBR Green PCR Master mix (Applied Biosystems). The PCR was carried out in a Quantstudio 6 Flex Real Time system (Applied Biosystems). Primers used are in Supplementary Table 2.

### Telomerase activity TRAP assays

ES cells were trypsinized and washed in PBS, spleen was washed in PBS after isolation, and then S-100 extracts were prepared as described in ref. 21. Three protein concentrations were used for each sample (5, 2.5 and 1 μg) for the ES cells, and two protein concentrations were used for each sample (5 and 1 μg) of spleen. Extension and amplification reactions and electrophoresis were performed as described in ref. 21. A negative control was included by preincubating each splenn extract with RNase for 10 min at 30 °C before the extension reaction and internal control for PCR efficiency was also included.

### Statistical analysis

All statistical analyses in this study were performed using the GraphPad Prism software version 5. Mean values reflect the arithmetic mean. Mean values and the s.e.m. were calculated according to the number of clones or mice used. Student's *t*-test with ‘two tails' was used to obtain the *P* value. To avoid errors due to the multiple comparison problem we have applied the Bonferroni correction to all Student's *t*-test analysis.

A log rank test was used to calculate statistical differences in survival of the different mouse cohorts. The number of mice used for the different experiments is indicated in the Figures.

### Data availability

RNA-seq gene expression data have been deposited in GEO under accession code GSE76837. The authors declare that all other data supporting the findings of this study are available within the article and its Supplementary Information file.

## Additional information

**How to cite this article**: Varela, E. *et al*. Generation of mice with longer and better preserved telomeres in the absence of genetic manipulations. *Nat. Commun.* 7:11739 doi: 10.1038/ncomms11739 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-19, Supplementary Tables 1-2 and Supplementary References.

## Figures and Tables

**Figure 1:**
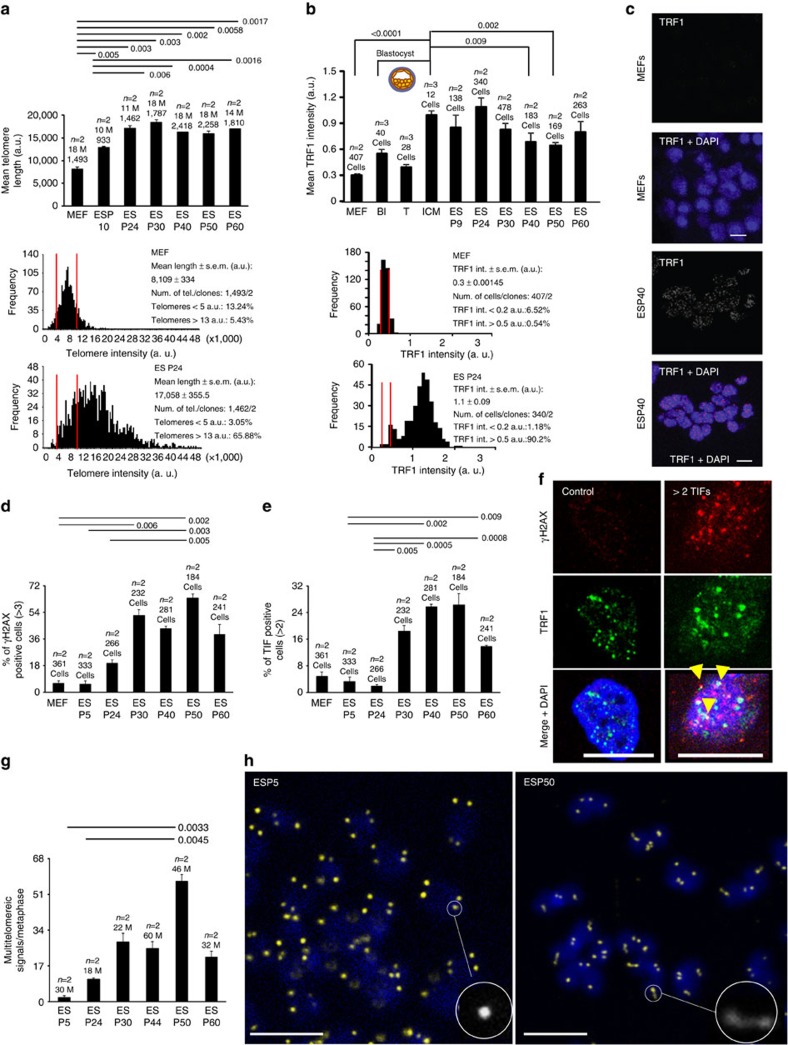
Analysis of ES cells bearing hyper-long telomeres. (**a**) Mean telomere length analysed on metaphase spreads in primary MEF (passage 2) and ES cells at the indicated passages. The ‘M' in the graph indicates the number of metaphases studied. Underneath, the two graphs show the histograms corresponding to telomere signals in the primary MEFs and ES cells at passage 24. (**b**) Mean TRF1 intensity in primary MEFs (passage 2), blastocysts and ES cells at the indicated passages. Underneath, the graphs show the histograms for TRF1 intensity in MEFs and ES cells at passage 24. (**c**) Representative micrographs of TRF1 stain in selected samples described in **b**. Scale bar, 10 μm. (**d**) Per cent of cells with DNA damage measured by IF with anti γH2AX antibody in primary MEFs (passage 2) and ES cells at the indicated passages. We show a representative graph of three independent experiments. (**e**) Per cent of cells with more than two TIFs, analysed by IF with anti γH2AX and TRF1 antibodies in primary MEFs (passage 2) and ES cells at the indicated passages. We show a representative graph of three independent experiments. (**f**) Representative micrographs of control or damaged cells. Cells were subjected to IF with anti γH2AX and TRF1 antibodies. Co-localization of γH2AX and TRF1 is indicated with yellow arrows. Scale bar, 10 μm. (**g**) Mean number of MTS in metaphases from ES cells at the indicated passages, analysed by telomere FISH. Representative graph of two independent experiments. (**h**) Representative images of metaphases at passages 5 and 50. A representative telomere shape is highlighted in each micrograph. Scale bar, 5 μm. *n*=number of independent primary MEFs or clones of ES cells. The s.e.m. was represented in error bars. Student *t*-test with the Bonferroni correction was used to calculate the *P* values. MEF, mouse embryonic fibroblasts.

**Figure 2:**
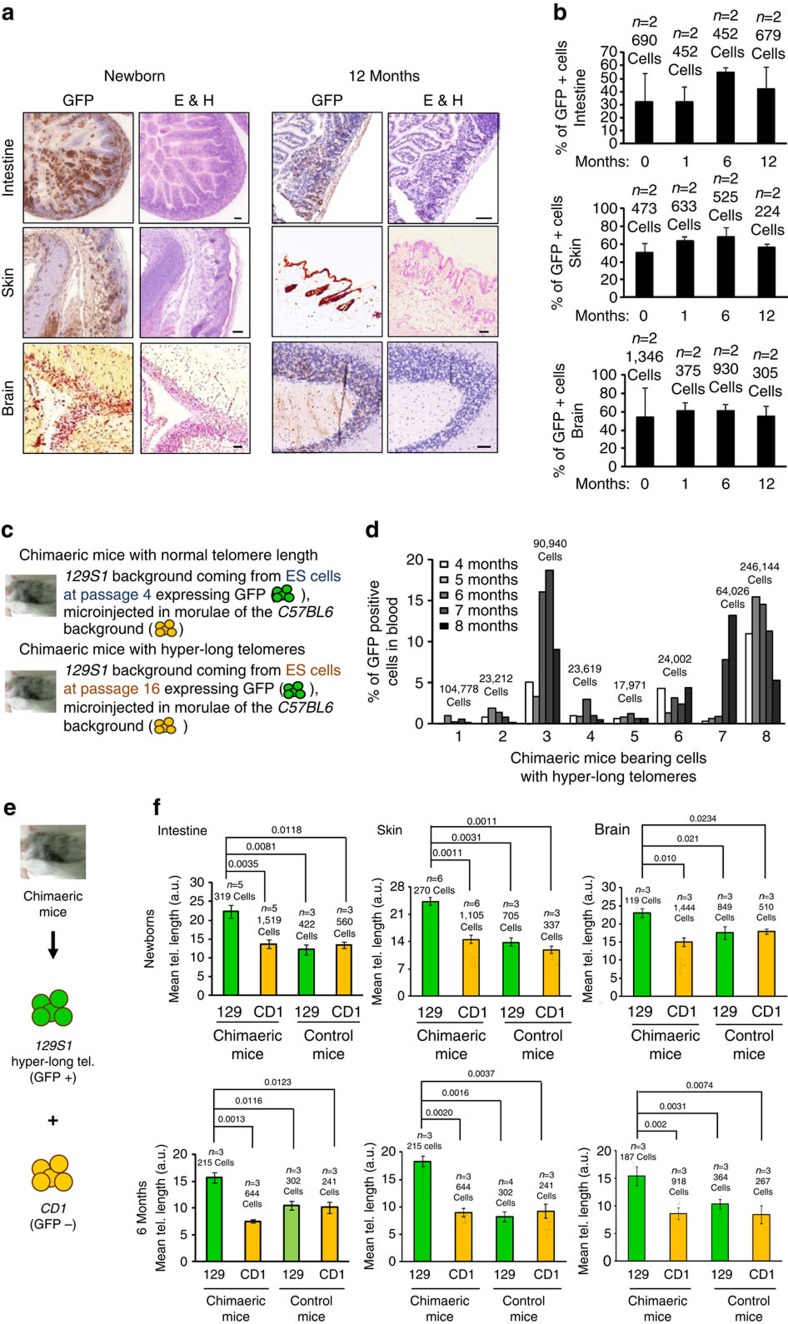
Tissues bearing cells with hyper-long telomeres are healthy. (**a**) Micrographs show histology of intestine, skin and brain from chimaeric mice bearing cells with normal telomere length and other cells with hyper-long telomeres (GFP-positive). Note that tissues containing GFP-positive cells are healthy. Scale bar, 50 μm. (**b**) The graphs show the percentage of GFP-positive cells found in intestine, brain and skin of chimaeric mice bearing hyper-long telomeres, over the period of time indicated. (**c**) The scheme shows how chimaeric mice were generated. (**d**) Per cent of GFP-positive cells in blood from chimaeric mice bearing hyper-long telomeres during the period of time is indicated. (**e**) Scheme shows that the chimaeric mice analysed were constituted by two different backgrounds, *129S1* with hyper-long telomeres and *CD1* cells with normal length telomeres. (**f**) Graphs show mean telomere length in intestine, skin and brain in newborns and 6 months chimaeric mice compared with aged-matched animals from the *129S1* and *CD1* backgrounds. Representative graph of two independent experiments. The s.e.m. was represented in error bars. Student *t*-test with the Bonferroni correction was used to calculate the *P* values. E&H, eosin and haematoxylin.

**Figure 3:**
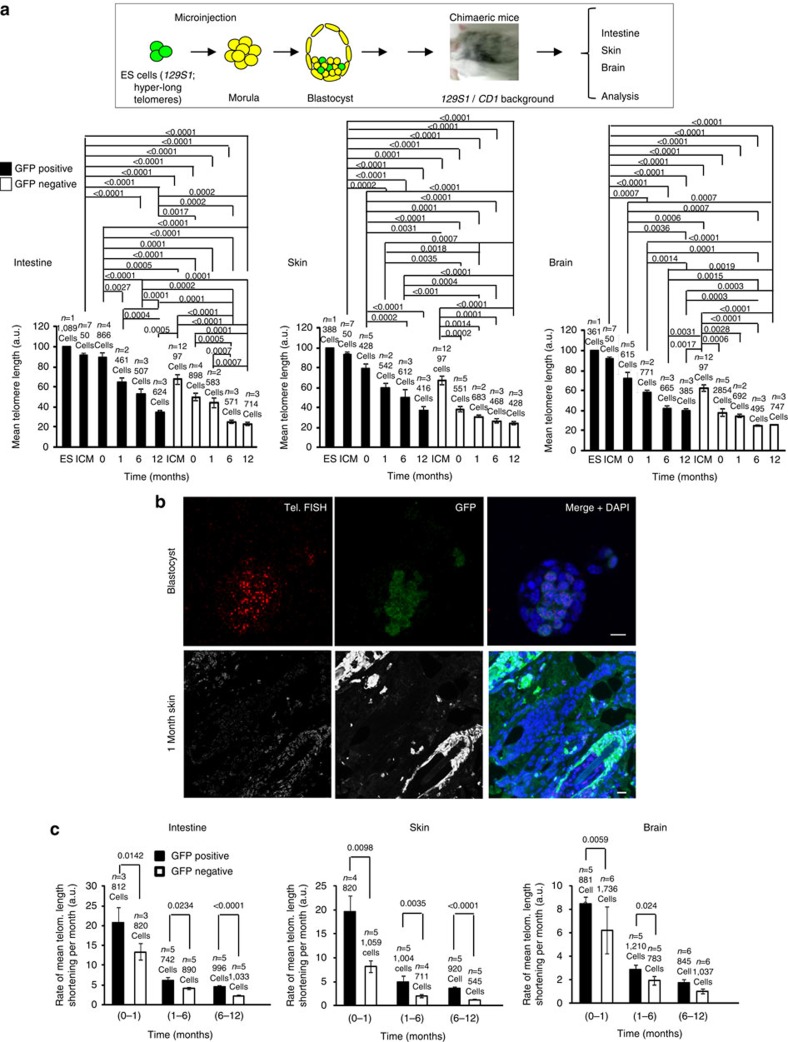
Both hyper-long and normal length telomeres shorten with age *in vivo*. (**a**) The scheme shows how the chimaeric mice were generated. Underneath, The graphs show mean telomere length in ES cells used for microinjection, The ICM of the blastocyst, intestine, skin and brain from chimaeric mice bearing hyper-long (GFP-positive) and normal length (GFP-negative) telomeres, at the indicated time points. Samples were subjected to IF with anti-GFP antibody combined with telomere FISH. Telomere length was analysed by telomapping. Representative graph of two independent experiments. (**b**) Representative images showing GFP-positive cells (green), GFP-negative cells and telomere FISH in blastocyst and in 1-month-old skin. Scale bar, 10 μm. (**c**) Graphs present the rate of mean telomere length shortening per month in intestine, skin and brain for the indicated periods. *n*=number of blastocyst, or independent clones of ES cell (passage 16) or independent chimaeric mice. Representative graph of two independent experiments. The s.e.m. was represented in error bars. Student *t*-test with the Bonferroni correction was used to calculate the *P* values.

**Figure 4:**
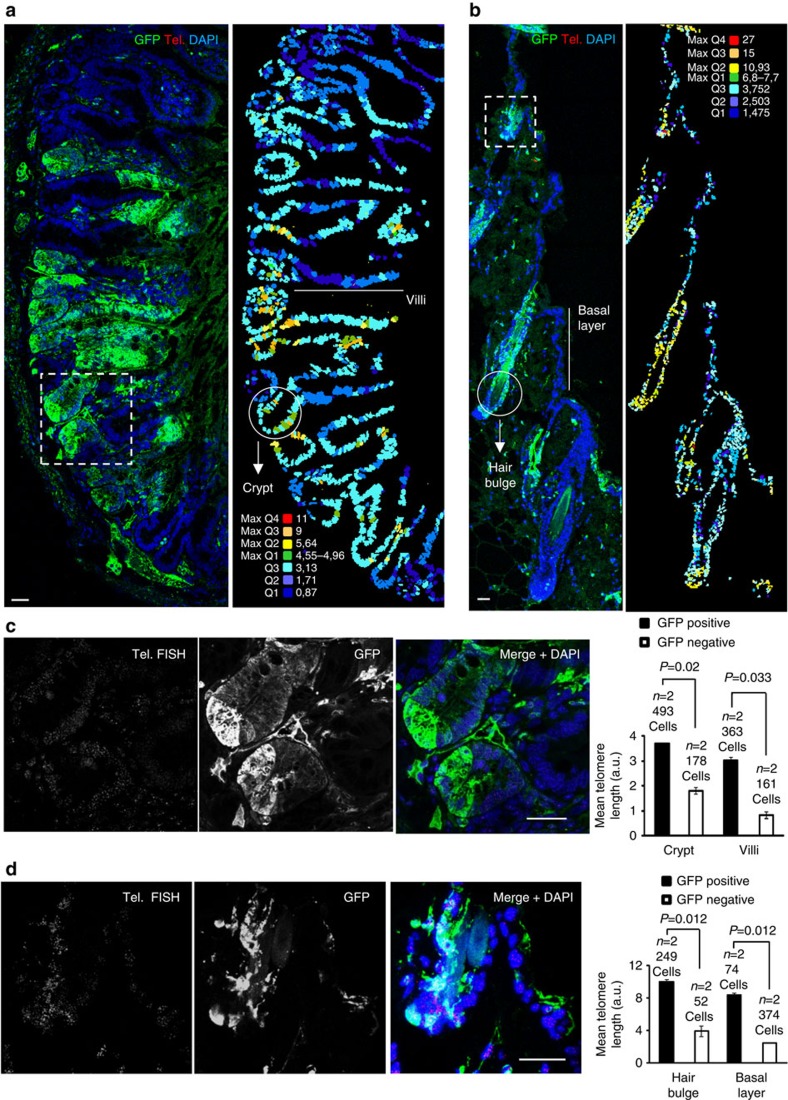
Hyper-long telomeres remain long in stem cell niches and differentiated compartments despite ageing. (**a**) Representative image of a 6 months chimaeric intestine after IF with anti-GFP antibody combined with telomere FISH (left). The map shows telomere intensity of each cell, analysed by telomapping. The colour-intensity code is specified over the image (right). (**b**) Representative image of 6 months chimaeric skin after IF with anti-GFP antibody combined with telomere FISH (left). The map shows telomere intensity for each cell, analysed by telomapping. The colour-intensity code is specified over the image (right). Below, mean telomere-length quantification of the cells contained in the stem cell niches (crypt or hair bulge) and differentiated compartments (villi and basal layer), differentiating the GFP-positive versus GFP-negative patches. Note that longer telomeres coincide with the GFP-positive patches. Representative images of five independent analysis. *n*=number of chimaeric mice. (**c**) Magnification of the square area in picture a separating the telomere FISH and the GFP signals. (**d**) Magnification of the square area in **b** separating the telomere FISH and the GFP signals. Bar, 20 μm. The s.e.m. was represented in error bars. Student *t*-test with the Bonferroni correction was used to calculate the *P* values.

**Figure 5:**
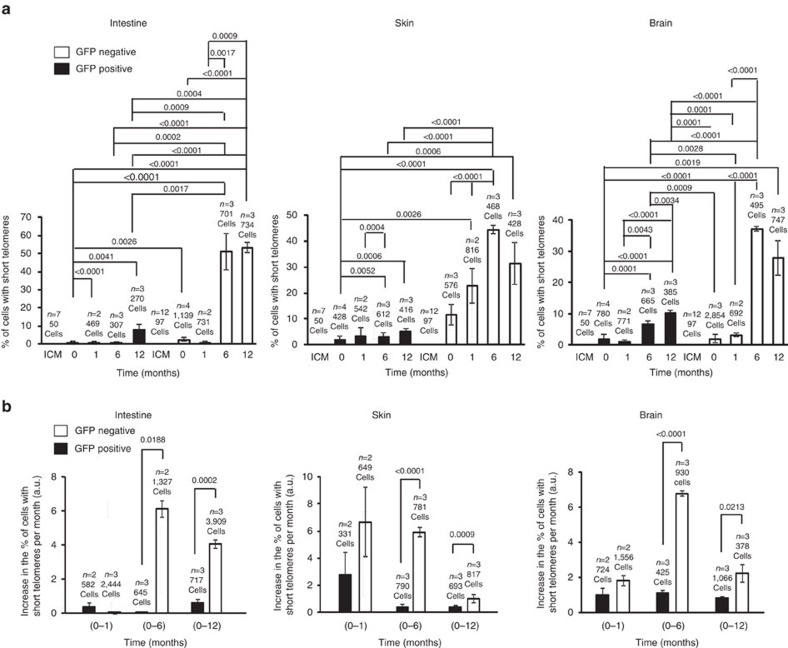
The amount of cells containing short telomeres is reduced in chimaeric mice containing hyper-long telomeres. (**a**) The graphs show the per cent of cells with short telomeres in the ICM of the blastocyst, intestine, skin and brain at the indicated time points. Samples were subjected to IF with anti-GFP antibody combined with FISH and analysed by telomapping. (**b**) Graphs show the increase in the per cent of cells with short telomeres per month in intestine, skin and brain at the indicated time points. Samples came from chimaeric mice and were analysed as described in **a**. *n*=number of blastocysts or chimaeric mice. Representative graphs of two independent experiments. The s.e.m. was represented in error bars. Student *t*-test with the Bonferroni correction was used to calculate the *P* values.

**Figure 6:**
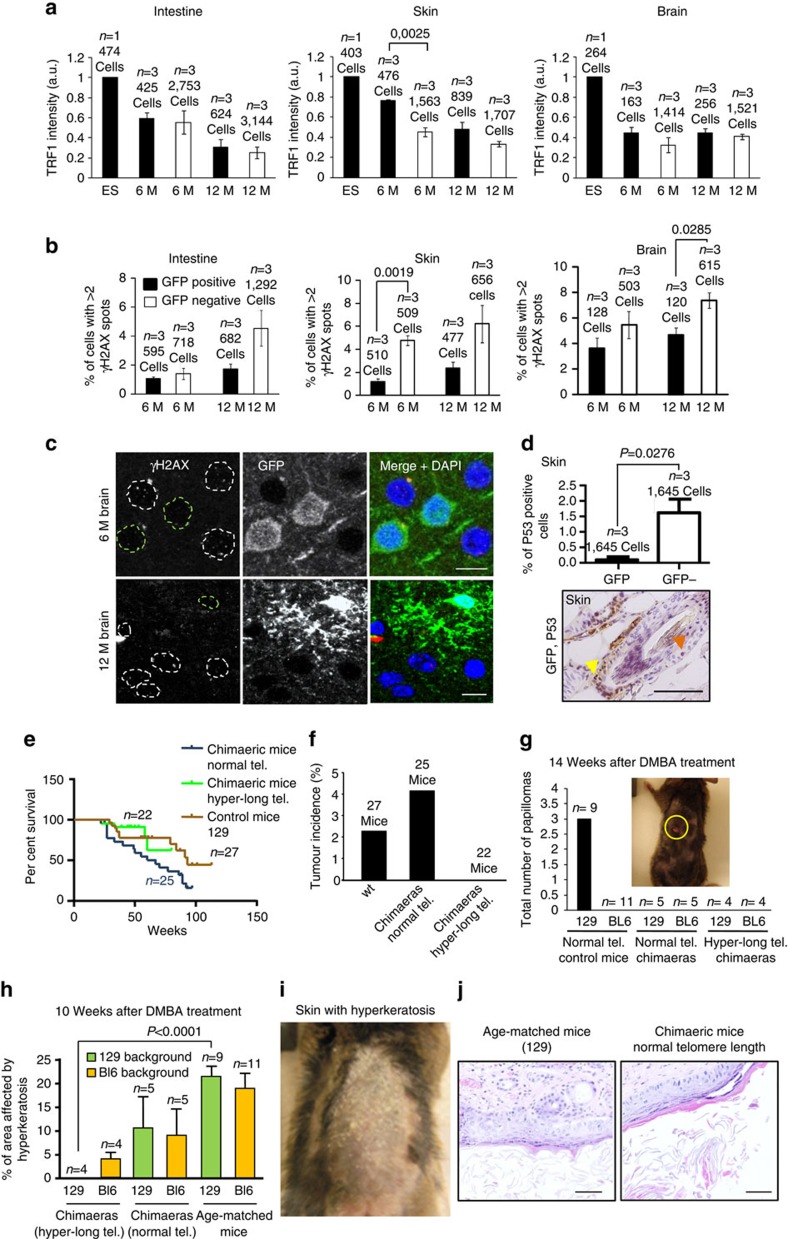
Analysis of TRF1 and DNA damage in chimaeric tissues. (**a**) Mean TRF1 intensity in cells bearing normal (GFP-negative) or hyper-long telomeres (GFP-positive) in ES cells used for the generation of chimaeric mice, and in brain, intestine and skin from the chimaeric mice at 6 and 12 months. Tissues were subjected to IF with anti-GFP and anti-TRF1 antibodies. Representative graphs of two independent experiments. (**b**) Per cent of cells positive for γH2AX in brain, intestine and skin tissue from chimaeric mice at 6 and 12 months. Tissues were subjected to IF with anti-GFP and anti-γH2AX antibodies. Representative graphs of two independent experiments. (**c**) Representative images of brain tissues as described in **b**. Scale bar, 10 μm. (**d**) The graph shows the per cent of P53-positive cells in skin from 1-year-old chimaeric mice bearing hyper-long telomeres for both GFP-positive and -negative cells. Underneath, a representative image of intestine stained for GFP and P53 and in 1-year-old chimaeric mice. The yellow arrowhead indicates GFP stain and the red arrow indicates p53 stain. Scale bar, 50 μm. (**e**) The graph shows the per cent survival of three different cohorts of mice, chimaeric mice with normal telomere length, chimaeric mice bearing cells with hyper-long telomeres and control mice. (**f**) The graphs show the percentage of spontaneous tumour incidence in the three cohorts of mice described in **e**. (**g**) Chemical carcinogenesis experiment. The graph shows the total number of papillomas in chimaeric mice bearing hyper-long telomres, normal length telomeres or in age-matched mice of the *129S1* and *C57Bl6* backgrounds. Representative graph of two independent experiments. (**h**) The graph shows the percentage of area affected by hyperkeratosis in the mice described in **g**. Representative graph of two independent experiments. (**i**) Representative micrograph of back skin of mice affected with hyperkeratosis. (**j**) E&H images on skin affected with hyperkeratosis. The lesion was diagnosed parakeratotic hyperkeratosis, as no signs of inflammation were observed. *n*=number of independent clones of ES cells or chimaeric or control mice. Scale bar, 50 μm. The s.e.m. was represented in error bars. Student *t*-test with the Bonferroni correction was used to calculate the *P* values, except for the graph of **e**, where a log rank test was used. E&H, eosin and haematoxylin.

**Figure 7:**
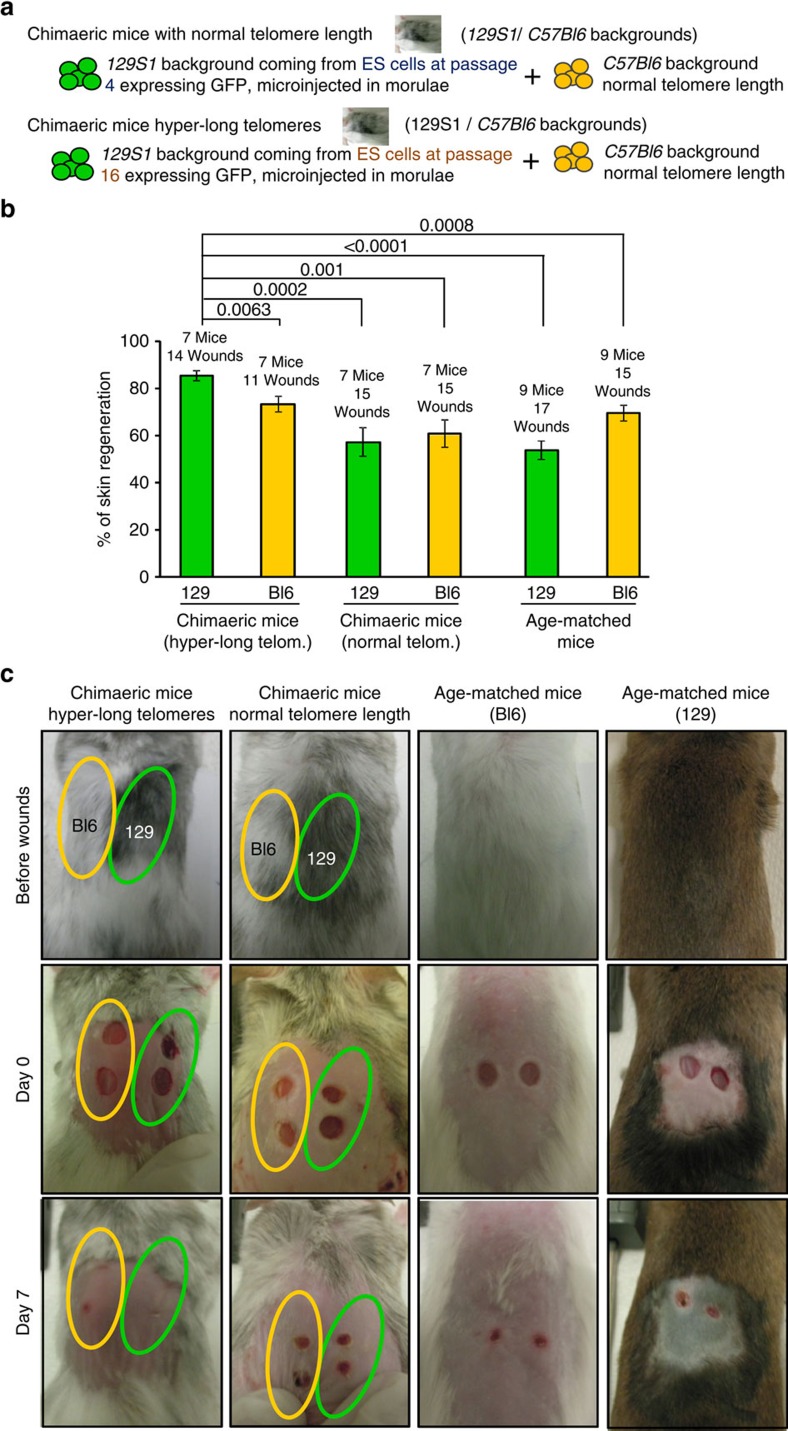
Wound-healing in chimaeric mice with normal or hyper-long telomeres. (**a**) Scheme shows that the chimaeric mice analysed were constituted by two different backgrounds, *129S1* and *C57Bl6*. While *C57Bl6* background contains cells of normal telomere length, the *129S1* cells contains cells with normal telomere length (from ES at passage 4) or cells bearing hyper-long telomeres (from ES cells at passage 16). (**b**) The graph shows the per cent of skin healed in chimaeric mice bearing normal or hyper-long telomeres and age-matched controls at 7 days after the wound on skin was performed. Wounds were made with a circular 4 mm razor blade and pictures were taken. Representative graph of two independent experiments. (**c**) Representative images of chimaeric mice (two coloured skin) and age-matched controls before and at day 7 after wounds were made. Photagraphs were taken every two days and wounds were measured using Image J software at day 0 (when wounds were performed) and at day 7. The s.e.m. was represented in error bars. Student *t*-test with the Bonferroni correction was used to calculate the *P* values.

## References

[b1] de LangeT. Shelterin: the protein complex that shapes and safeguards human telomeres. Genes Dev. 19, 2100–2110 (2005).1616637510.1101/gad.1346005

[b2] BlackburnE. H. Structure and function of telomeres. Nature 350, 569–573 (1991).170811010.1038/350569a0

[b3] BlascoM. A. Telomeres and human disease: ageing, cancer and beyond. Nat. Rev. Genet. 6, 611–622 (2005).1613665310.1038/nrg1656

[b4] ChanS. W. & BlackburnE. H. New ways not to make ends meet: telomerase, DNA damage proteins and heterochromatin. Oncogene 21, 553–563 (2002).1185078010.1038/sj.onc.1205082

[b5] MartinezP. & BlascoM. A. Telomeric and extra-telomeric roles for telomerase and the telomere-binding proteins. Nat. Rev. Cancer 11, 161–176 (2011).2134678310.1038/nrc3025

[b6] OlovnikovA. M. A theory of marginotomy. The incomplete copying of template margin in enzymic synthesis of polynucleotides and biological significance of the phenomenon. J. Theor. Biol. 41, 181–190 (1973).475490510.1016/0022-5193(73)90198-7

[b7] OlovnikovA. M. Principle of marginotomy in template synthesis of polynucleotides. Dokl. Akad. Nauk SSSR 201, 1496–1499 (1971).5158754

[b8] GreiderC. W. & BlackburnE. H. The telomere terminal transferase of Tetrahymena is a ribonucleoprotein enzyme with two kinds of primer specificity. Cell 51, 887–898 (1987).331918910.1016/0092-8674(87)90576-9

[b9] GreiderC. W. & BlackburnE. H. Identification of a specific telomere terminal transferase activity in Tetrahymena extracts. Cell 43, 405–413 (1985).390785610.1016/0092-8674(85)90170-9

[b10] ArmaniosM. & GreiderC. W. Telomerase and cancer stem cells. Cold Spring Harb. Symp. Quant. Biol. 70, 205–208 (2005).1686975510.1101/sqb.2005.70.030

[b11] BlackburnE. H., GreiderC. W. & SzostakJ. W. Telomeres and telomerase: the path from maize, Tetrahymena and yeast to human cancer and aging. Nat. Med. 12, 1133–1138 (2006).1702420810.1038/nm1006-1133

[b12] BlascoM. A. Telomere length, stem cells and aging. Nat. Chem. Biol. 3, 640–649 (2007).1787632110.1038/nchembio.2007.38

[b13] MarionR. M. . Telomeres acquire embryonic stem cell characteristics in induced pluripotent stem cells. Cell Stem Cell 4, 141–154 (2009).1920080310.1016/j.stem.2008.12.010

[b14] MarionR. M. & BlascoM. A. Telomeres and telomerase in adult stem cells and pluripotent embryonic stem cells. Adv. Exp. Med. Biol. 695, 118–131 (2010).2122220310.1007/978-1-4419-7037-4_9

[b15] HarleyC. B., FutcherA. B. & GreiderC. W. Telomeres shorten during ageing of human fibroblasts. Nature 345, 458–460 (1990).234257810.1038/345458a0

[b16] FloresI. . The longest telomeres: a general signature of adult stem cell compartments. Genes Dev. 22, 654–667 (2008).1828312110.1101/gad.451008PMC2259034

[b17] FloresI., CayuelaM. L. & BlascoM. A. Effects of telomerase and telomere length on epidermal stem cell behavior. Science 309, 1253–1256 (2005).1603741710.1126/science.1115025

[b18] ColladoM., BlascoM. A. & SerranoM. Cellular senescence in cancer and aging. Cell 130, 223–233 (2007).1766293810.1016/j.cell.2007.07.003

[b19] DengY., ChanS. S. & ChangS. Telomere dysfunction and tumour suppression: the senescence connection. Nat. Rev. Cancer 8, 450–458 (2008).1850024610.1038/nrc2393PMC3688269

[b20] ArmaniosM. Y. . Telomerase mutations in families with idiopathic pulmonary fibrosis. N. Engl. J. Med. 356, 1317–1326 (2007).1739230110.1056/NEJMoa066157

[b21] BlascoM. A. . Telomere shortening and tumor formation by mouse cells lacking telomerase RNA. Cell 91, 25–34 (1997).933533210.1016/s0092-8674(01)80006-4

[b22] HemannM. T., StrongM.A., HaoL.Y. & GreiderC.W. The shortest telomere, not average telomere length, is critical for cell viability and chromosome stability. Cell 107, 67–77 (2001).1159518610.1016/s0092-8674(01)00504-9

[b23] KongC. M., LeeX. W. & WangX. Telomere shortening in human diseases. FEBS J. 280, 3180–3193 (2013).2364763110.1111/febs.12326

[b24] LeeH. W. . Essential role of mouse telomerase in highly proliferative organs. Nature 392, 569–574 (1998).956015310.1038/33345

[b25] YamaguchiH. Mutations of telomerase complex genes linked to bone marrow failures. J. Nippon Med. Sch. 74, 202–209 (2007).1762536810.1272/jnms.74.202

[b26] BlascoM. A. . Mouse models for the study of telomerase. Ciba Found. Symp. 211, 160–170 discussion 170-166 (1997).952475710.1002/9780470515433.ch11

[b27] VulliamyT. J. . Mutations in dyskeratosis congenita: their impact on telomere length and the diversity of clinical presentation. Blood 107, 2680–2685 (2006).1633297310.1182/blood-2005-07-2622

[b28] GardnerJ. P. . Telomere dynamics in macaques and humans. J. Gerontol. A Biol. Sci. Med. Sci. 62, 367–374 (2007).1745272910.1093/gerona/62.4.367

[b29] GomesN. M. . Comparative biology of mammalian telomeres: hypotheses on ancestral states and the roles of telomeres in longevity determination. Aging Cell 10, 761–768 (2011).2151824310.1111/j.1474-9726.2011.00718.xPMC3387546

[b30] GomesN. M., ShayJ. W. & WrightW. E. Telomere biology in Metazoa. FEBS Lett. 584, 3741–3751 (2010).2065591510.1016/j.febslet.2010.07.031PMC2928394

[b31] VeraE., Bernardes de JesusB., ForondaM., FloresJ. M. & BlascoM. A. The rate of increase of short telomeres predicts longevity in mammals. Cell Rep. 2, 732–737 (2012).2302248310.1016/j.celrep.2012.08.023

[b32] FickL. J. . Telomere length correlates with life span of dog breeds. Cell Rep. 2, 1530–1536 (2012).2326066410.1016/j.celrep.2012.11.021

[b33] HeidingerB. J. . Telomere length in early life predicts lifespan. Proc. Natl Acad. Sci. USA 109, 1743–1748 (2012).2223267110.1073/pnas.1113306109PMC3277142

[b34] SchaetzleinS. . Telomere length is reset during early mammalian embryogenesis. Proc. Natl Acad. Sci. USA 101, 8034–8038 (2004).1514836810.1073/pnas.0402400101PMC419552

[b35] VarelaE., SchneiderR. P., OrtegaS. & BlascoM. A. Different telomere-length dynamics at the inner cell mass versus established embryonic stem (ES) cells. Proc. Natl Acad. Sci. USA 108, 15207–15212 (2011).2187323310.1073/pnas.1105414108PMC3174656

[b36] ScottC. T. & DeFrancescoL. Selling long life. Nat. Biotechnol. 33, 31–40 (2015).2557463310.1038/nbt.3108

[b37] AncelinK. . Targeting assay to study the cis functions of human telomeric proteins: evidence for inhibition of telomerase by TRF1 and for activation of telomere degradation by TRF2. Mol. Cell. Biol. 22, 3474–3487 (2002).1197197810.1128/MCB.22.10.3474-3487.2002PMC133804

[b38] MartinezP. . Increased telomere fragility and fusions resulting from TRF1 deficiency lead to degenerative pathologies and increased cancer in mice. Genes Dev. 23, 2060–2075 (2009).1967964710.1101/gad.543509PMC2751970

[b39] SmogorzewskaA. . Control of human telomere length by TRF1 and TRF2. Mol. Cell. Biol. 20, 1659–1668 (2000).1066974310.1128/mcb.20.5.1659-1668.2000PMC85349

[b40] van SteenselB. & de LangeT. Control of telomere length by the human telomeric protein TRF1. Nature 385, 740–743 (1997).903419310.1038/385740a0

[b41] SchneiderR. P. . TRF1 is a stem cell marker and is essential for the generation of induced pluripotent stem cells. Nat. Commun. 4, 1946 (2013).2373597710.1038/ncomms2946

[b42] d'Adda di FagagnaF. . A DNA damage checkpoint response in telomere-initiated senescence. Nature 426, 194–198 (2003).1460836810.1038/nature02118

[b43] TakaiH., SmogorzewskaA. & de LangeT. DNA damage foci at dysfunctional telomeres. Curr. Biol. 13, 1549–1556 (2003).1295695910.1016/s0960-9822(03)00542-6

[b44] SfeirA. . Mammalian telomeres resemble fragile sites and require TRF1 for efficient replication. Cell 138, 90–103 (2009).1959623710.1016/j.cell.2009.06.021PMC2723738

[b45] HolmesD. K. . Telomere length dynamics differ in foetal and early post-natal human leukocytes in a longitudinal study. Biogerontology 10, 279–284 (2009).1898974710.1007/s10522-008-9194-y

[b46] MarionR. M. & BlascoM. A. Telomere rejuvenation during nuclear reprogramming. Curr. Opin. Genet. Dev. 20, 190–196 (2009).2017647410.1016/j.gde.2010.01.005

[b47] HaoL. Y. . Short telomeres, even in the presence of telomerase, limit tissue renewal capacity. Cell 123, 1121–1131 (2005).1636004010.1016/j.cell.2005.11.020

[b48] SatyanarayanaA. . Telomere shortening impairs organ regeneration by inhibiting cell cycle re-entry of a subpopulation of cells. EMBO J. 22, 4003–4013 (2003).1288143410.1093/emboj/cdg367PMC169040

[b49] de LangeT. How telomeres solve the end-protection problem. Science 326, 948–952 (2009).1996550410.1126/science.1170633PMC2819049

[b50] FumagalliM. . Telomeric DNA damage is irreparable and causes persistent DNA-damage-response activation. Nat. Cell. Biol. 14, 355–365 (2012).2242607710.1038/ncb2466PMC3717580

[b51] HewittG. . Telomeres are favoured targets of a persistent DNA damage response in ageing and stress-induced senescence. Nat. Commun. 3, 708 (2011).2242622910.1038/ncomms1708PMC3292717

[b52] BlancoR., MunozP., FloresJ. M., KlattP. & BlascoM. A. Telomerase abrogation dramatically accelerates TRF2-induced epithelial carcinogenesis. Genes Dev. 21, 206–220 (2007).1723488610.1101/gad.406207PMC1770903

[b53] MunozP. . TRF1 controls telomere length and mitotic fidelity in epithelial homeostasis. Mol. Cell. Biol. 29, 1608–1625 (2009).1912461010.1128/MCB.01339-08PMC2648247

[b54] MunozP., BlancoR., FloresJ. M. & BlascoM. A. XPF nuclease-dependent telomere loss and increased DNA damage in mice overexpressing TRF2 result in premature aging and cancer. Nat. Genet. 37, 1063–1071 (2005).1614223310.1038/ng1633

[b55] Bernardes de JesusB. . Telomerase gene therapy in adult and old mice delays aging and increases longevity without increasing cancer. EMBO Mol. Med. 4, 691–704 (2012).2258539910.1002/emmm.201200245PMC3494070

[b56] Gonzalez-SuarezE., GeserickC., FloresJ. M. & BlascoM. A. Antagonistic effects of telomerase on cancer and aging in K5-mTert transgenic mice. Oncogene 24, 2256–2270 (2005).1568801610.1038/sj.onc.1208413

[b57] Gonzalez-SuarezE. . Increased epidermal tumors and increased skin wound healing in transgenic mice overexpressing the catalytic subunit of telomerase, mTERT, in basal keratinocytes. EMBO J. 20, 2619–2630 (2001).1138719710.1093/emboj/20.11.2619PMC125492

[b58] JaskelioffM. . Telomerase reactivation reverses tissue degeneration in aged telomerase-deficient mice. Nature 469, 102–106 (2011).2111315010.1038/nature09603PMC3057569

[b59] Tomas-LobaA. . Telomerase reverse transcriptase delays aging in cancer-resistant mice. Cell 135, 609–622 (2008).1901327310.1016/j.cell.2008.09.034

[b60] BoueS., ParamonovI., BarreroM. J. & Izpisua BelmonteJ. C. Analysis of human and mouse reprogramming of somatic cells to induced pluripotent stem cells. What is in the plate? PLoS ONE 5, e12664 (2010).2086225010.1371/journal.pone.0012664PMC2941458

[b61] HouL., ZhangX., GawronA. J. & LiuJ. Surrogate tissue telomere length and cancer risk: shorter or longer? Cancer Lett. 319, 130–135 (2012).2226920910.1016/j.canlet.2012.01.028

[b62] Martinez-DelgadoB. . Short telomeres are frequent in hereditary breast tumors and are associated with high tumor grade. Breast Cancer Res. Treat. 141, 231–242 (2013).2403669310.1007/s10549-013-2696-6

[b63] PallaA. R. . The pluripotency factor NANOG promotes the formation of squamous cell carcinomas. Sci. Rep. 5, 10205 (2015).2598897210.1038/srep10205PMC4437308

[b64] SamperE., FloresJ. M. & BlascoM. A. Restoration of telomerase activity rescues chromosomal instability and premature aging in Terc-/- mice with short telomeres. EMBO Rep. 2, 800–807 (2001).1152085610.1093/embo-reports/kve174PMC1084029

[b65] GonzaloS. . DNA methyltransferases control telomere length and telomere recombination in mammalian cells. Nat. Cell Biol. 8, 416–424 (2006).1656570810.1038/ncb1386

[b66] ZijlmansJ. M. . Telomeres in the mouse have large inter-chromosomal variations in the number of T2AG3 repeats. Proc. Natl Acad. Sci. USA 94, 7423–7428 (1997).920710710.1073/pnas.94.14.7423PMC23837

[b67] PovedanoJ. M., MartinezP., FloresJ. M., MuleroF. & BlascoM. A. Mice with pulmonary fibrosis driven by telomere dysfunction. Cell Rep. 12, 286–299 (2014).2614608110.1016/j.celrep.2015.06.028

[b68] CockP. J., FieldsC. J., GotoN., HeuerM. L. & RiceP. M. The Sanger FASTQ file format for sequences with quality scores, and the Solexa/Illumina FASTQ variants. Nucleic Acids Res. 38, 1767–1771 (2010).2001597010.1093/nar/gkp1137PMC2847217

[b69] TrapnellC. . Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat. Protoc. 7, 562–578 (2012).2238303610.1038/nprot.2012.016PMC3334321

[b70] LangmeadB., TrapnellC., PopM. & SalzbergS.L. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol. 10, R25 (2009).1926117410.1186/gb-2009-10-3-r25PMC2690996

[b71] LiH. . The Sequence Alignment/Map format and SAMtools. Bioinformatics 25, 2078–2079 (2009).1950594310.1093/bioinformatics/btp352PMC2723002

[b72] AndersS., PylP. T. & HuberW. HTSeq--a Python framework to work with high-throughput sequencing data. Bioinformatics 31, 166–169 (2015).2526070010.1093/bioinformatics/btu638PMC4287950

[b73] KarolchikD. . The UCSC Genome Browser database: 2014 update. Nucleic Acids Res. 42, D764–D770 (2014).2427078710.1093/nar/gkt1168PMC3964947

[b74] LoveM. I., HuberW. & AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 15, 550 (2014).2551628110.1186/s13059-014-0550-8PMC4302049

# Supplementary material for: Generation of mice with longer and better preserved telomeres in the absence of genetic manipulations
**Source:** Nat Commun. 2016 Jun 2;7:11739. doi: 10.1038/ncomms11739
**Supplement:** Supplementary Information — Supplementary Figures 1-19, Supplementary Tables 1-2 and Supplementary References.

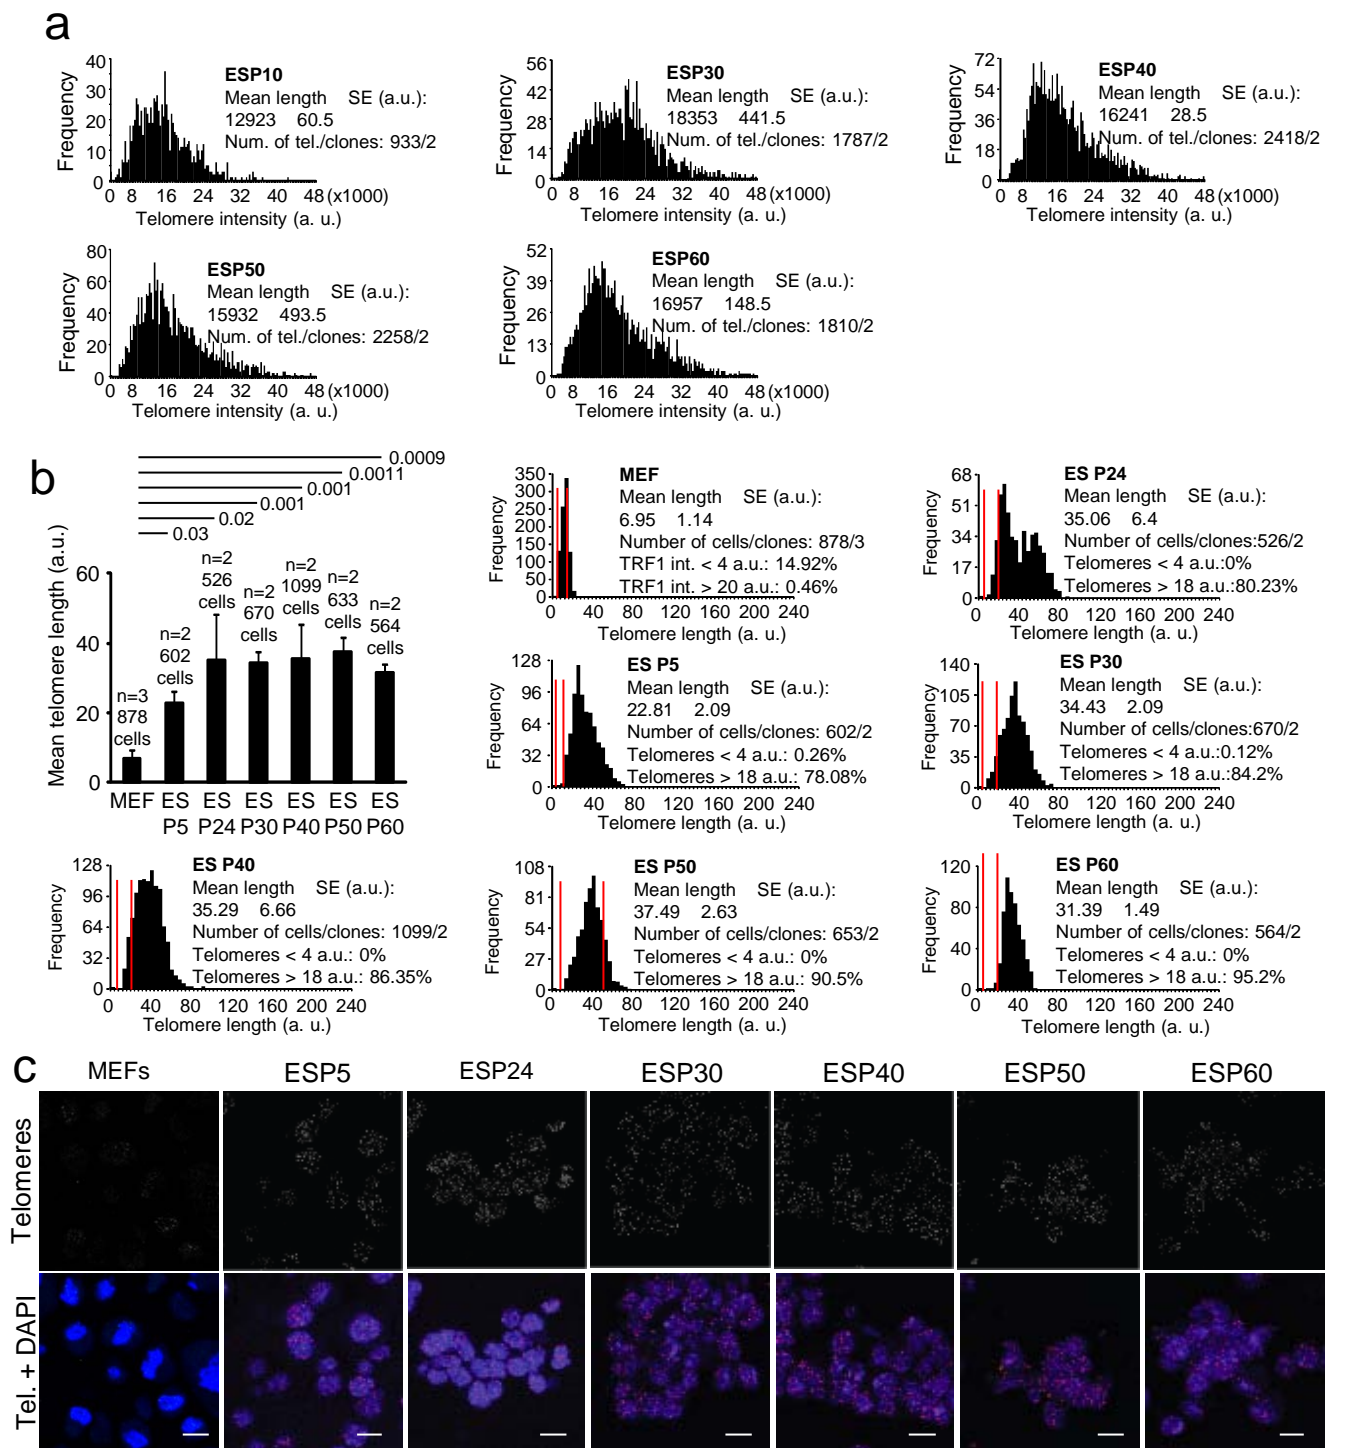

**Supplementary Figure 1. Telomere Q-FISH in MEFs, blastocysts, and ESCs.** a) Histograms correspond to telomere length from ESCs at different passages arrested in metaphase with colcemid. b) Mean telomere length of primary MEFs (passage 2) and ESCs at the indicated passages, embedded in paraffin and analyzed by telomapping. Histograms correspond to telomere intensity in the samples described above. c) Representative images of telomere FISH in the samples described in b. Scale bar: 10µm. Student T-test with the Bonferroni correction was used to calculate the p-values.

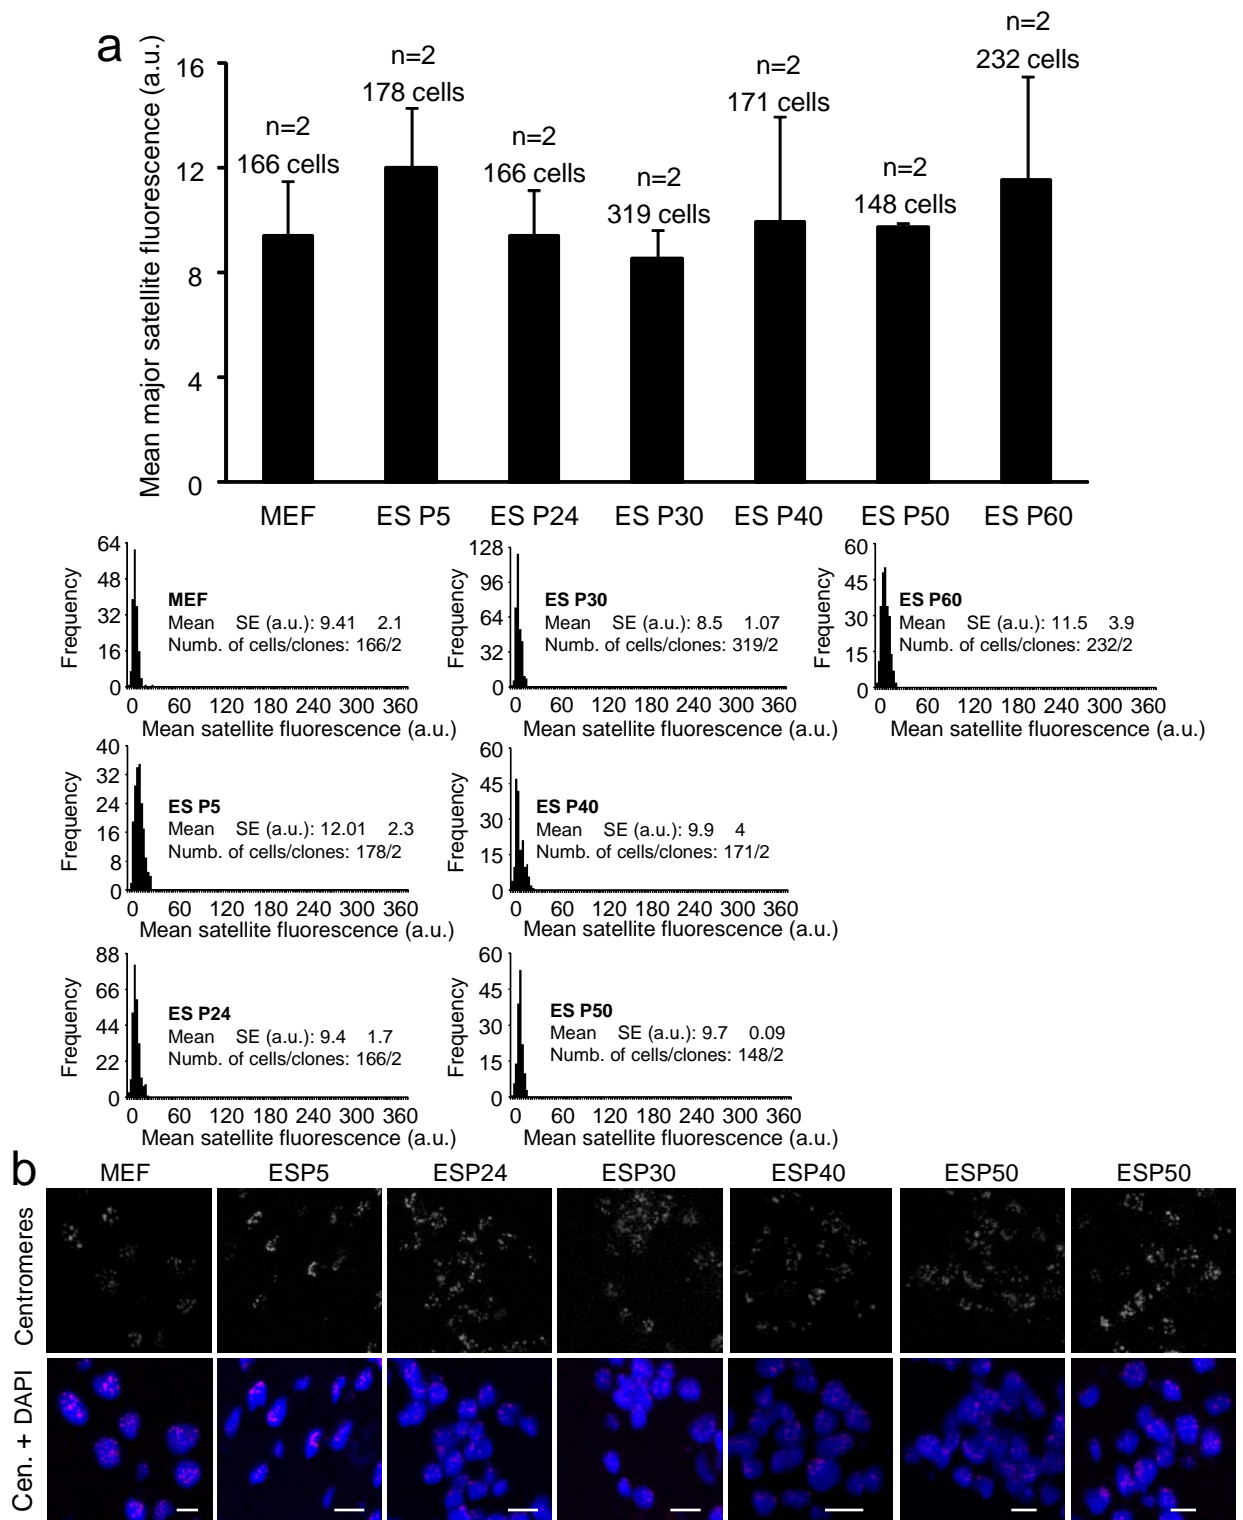

**Supplementary Figure 2. Major satellite Q-FISH.** a) Mean major satellite intensity for primary MEFs (passage 2) and ES cells at the indicated passages. Underneath, the histograms corresponding to the samples described above. b) Representative images of centromeric Q-FISH on the top panels, below, the merge with DAPI stain of the samples described in a. The differences in intensities were not statistically significant. Scale bar: 10µm. Student T-test with Bonferroni corrections was used to calculate the p-values.

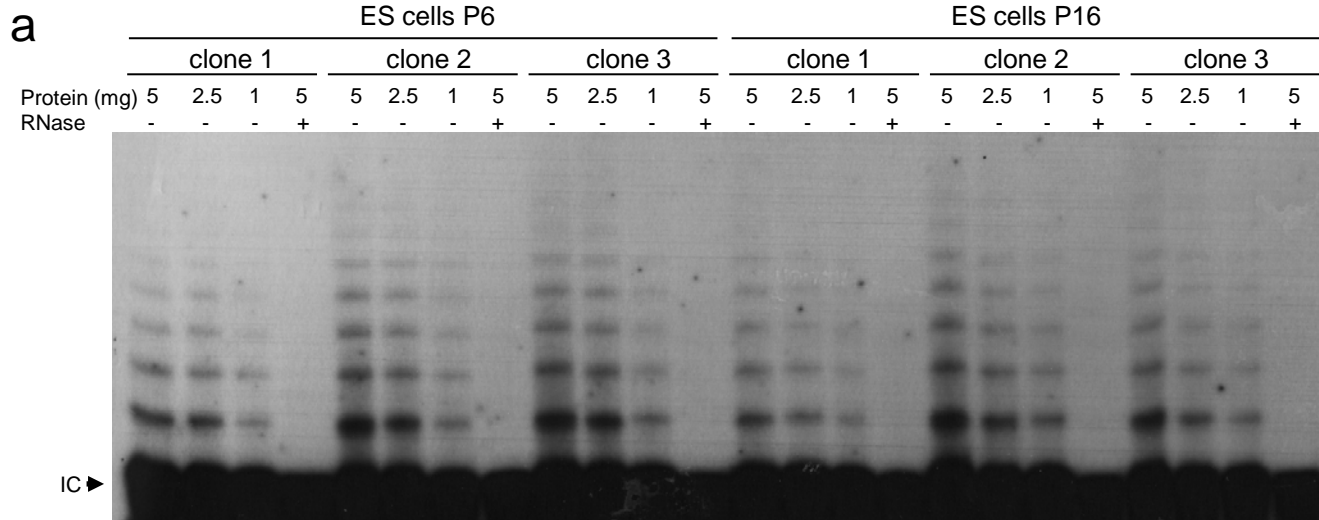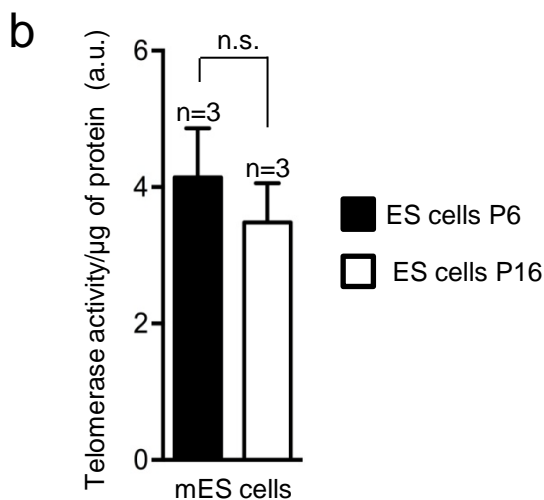

**Supplementary Figure 3. Telomerase activity in early and late passage ES cells.** a) The micrograph shows a telomerase activity assay form extracts of three independent clones of mES cells at passage 6 and passage 16. b) Quantification of the telomerase activity TRAP assay shown in a, in mES cells at passage 6 and passage 16.

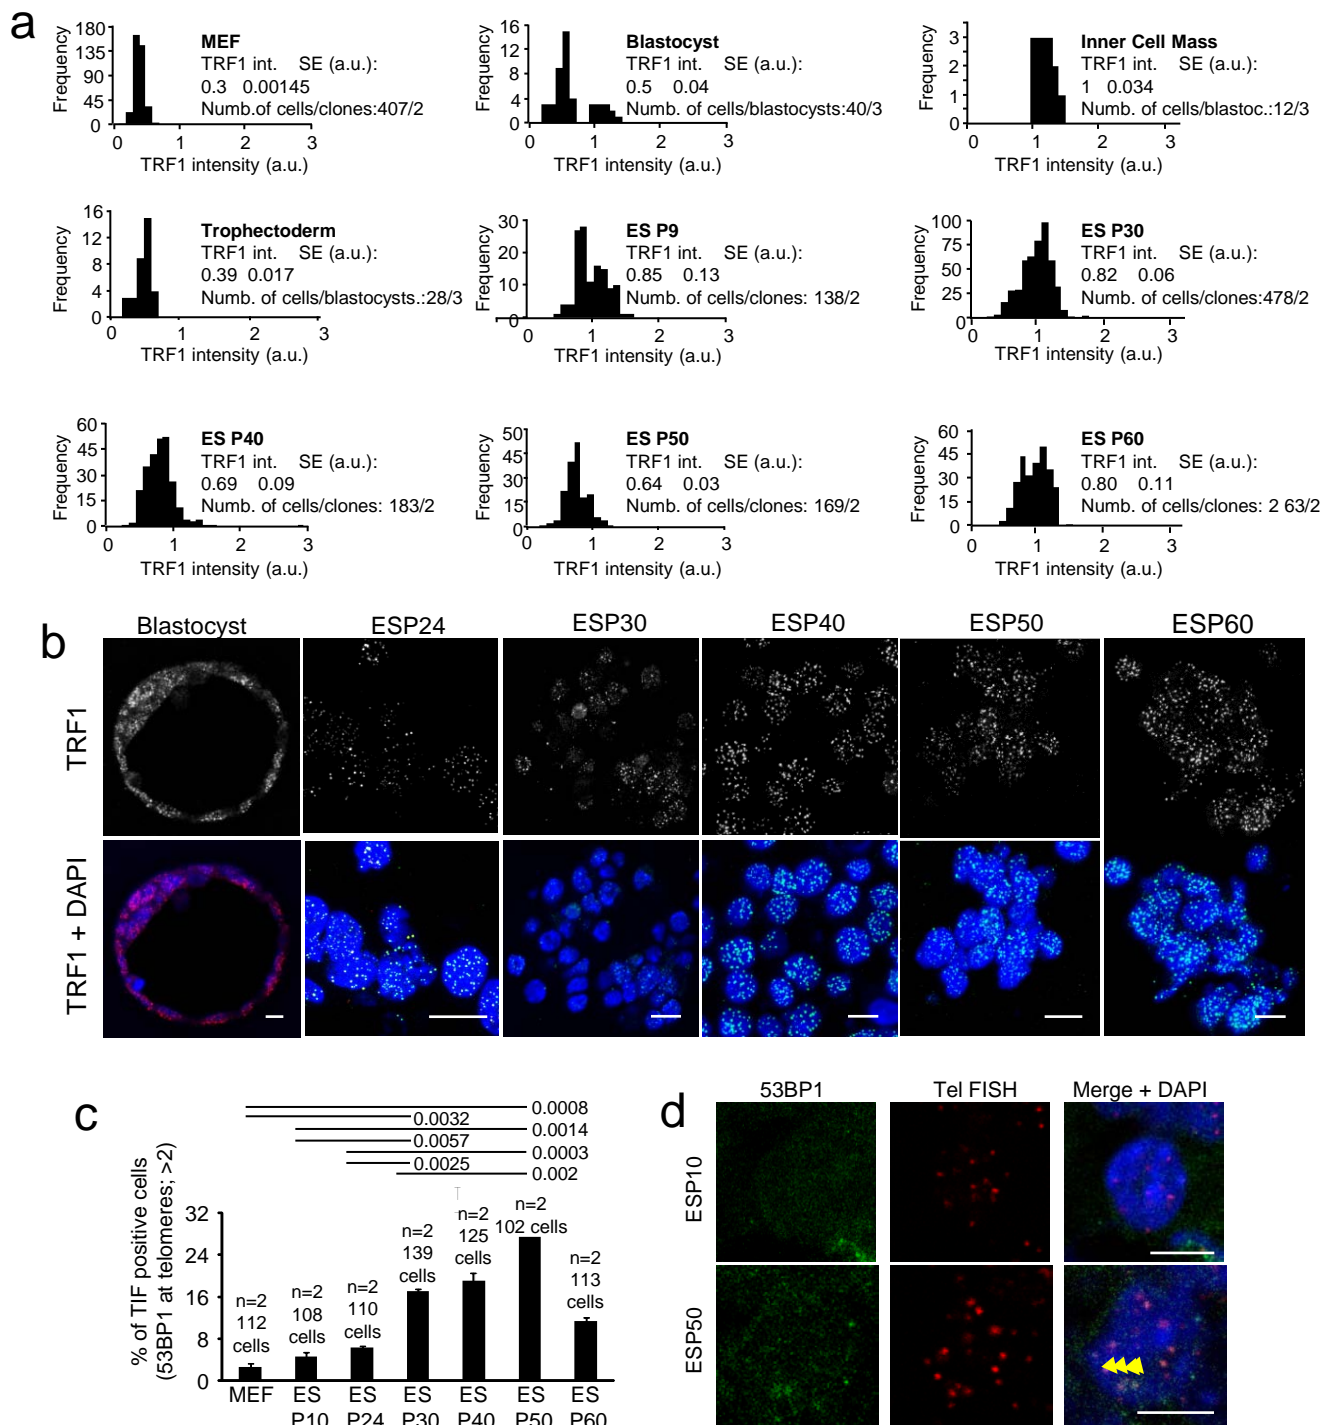

**Supplementary Figure 4. TRF1 levels and DNA damage in increasing passages of ES cells.** a) Histograms correspond to TRF1 intensities from blastocysts, MEF (passage 2) and ESCs at the indicated passages embedded in paraffin and analyzed by telomapping. b) Representative images of IF with anti TRF1 antibody (white) in blastocysts, or MEF (passage 2) and ES cells at different passages analyzed by telomapping. Scale bar: 10  $\mu$ m. c) The graph shows the percentage of cells positive for TIFs (telomere induced foci) measured by combined telomere FISH and IF using anti 53BP1 antibody in MEFs (passage 2) and ES cells at the indicated passages. d) Micrographs show combined telomere FISH with anti 53BP1 antibody in ES cells at passage 10 and 50. Scale bar: 5  $\mu$ m. The arrowheads indicate colocalization of 53BP1 stain with telomeres. n = the number of blastocysts or independent MEF cultures or clones of ESCs analyzed. Student T-test with the Bonferroni correction was used to calculate the p-values.

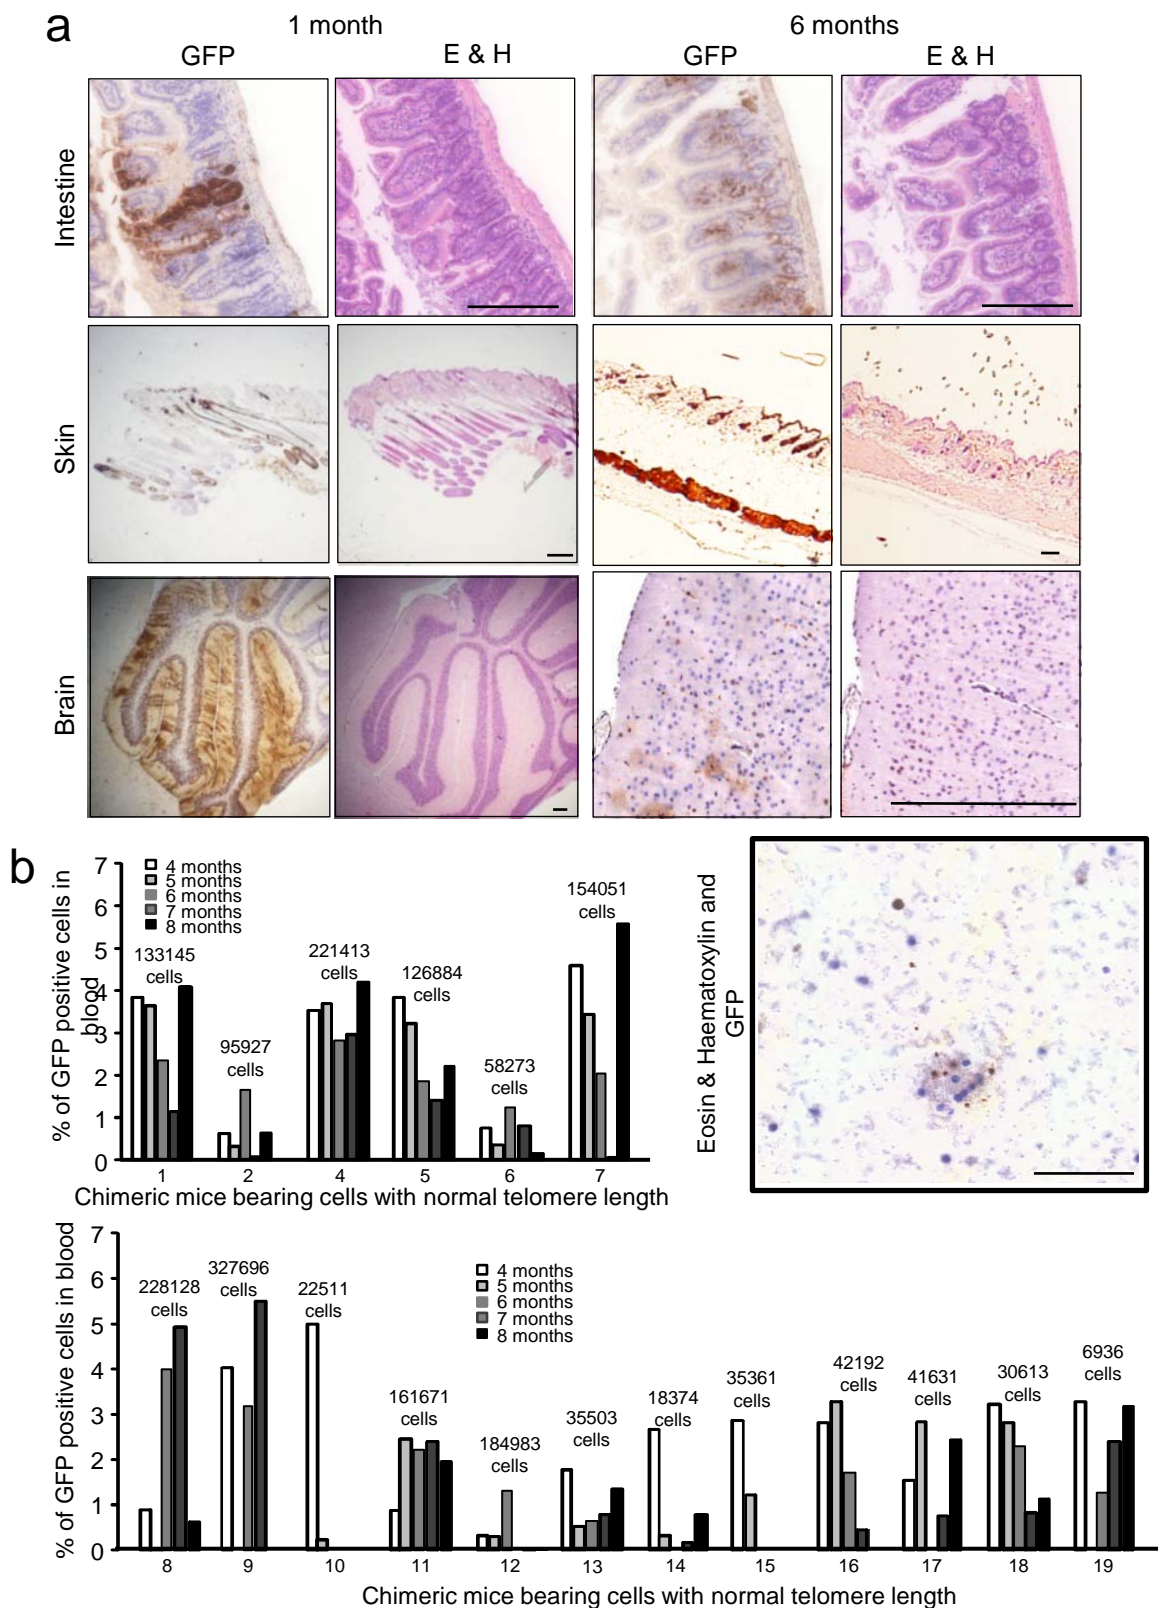

**Supplementary Figure 5. Cells derived from ES cells with hyper-long telomeres contribute to mouse tissues and are maintained with aging.** a) Representative images of tissues from chimeric mice bearing cells with hyper-long and normal telomeres at the indicated time points. Consecutive sections were subjected to immunohistochemistry using anti GFP antibody and stained with Eosin and Haematoxylin. Scale bar: 250  $\mu$ m. b) The graph shows the percentage of GFP positive cells in blood from chimeras bearing cells with normal telomere length. Blood was extracted once per month, starting at the age of four months. A representative image of blood stained with anti GFP antibody and Eosin & Haematoxylin is shown. Scale bar: 50 $\mu$ m.

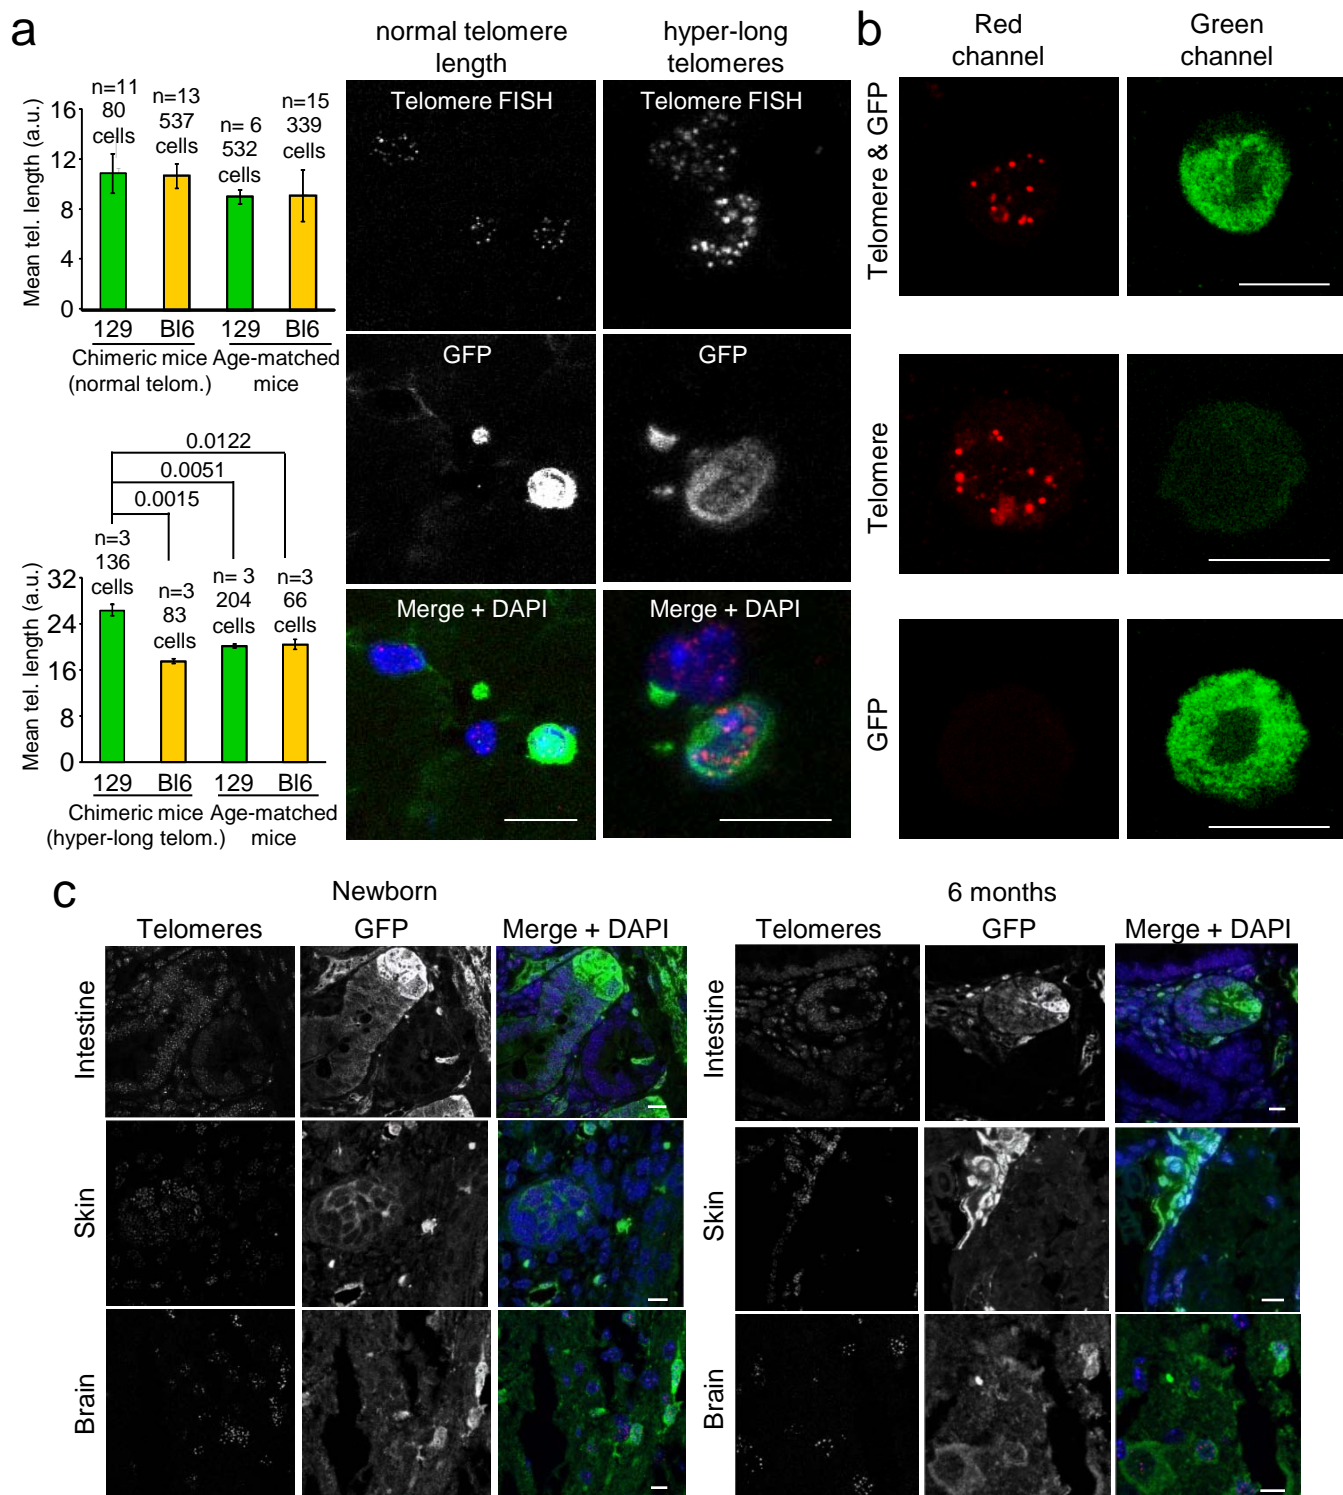

**Supplementary Figure 6. Telomere length analysis in chimeric mice derived from ES cells with hyper-long telomeres.** a) The graphs show mean telomere length in blood samples from chimeras bearing cells with normal (upper graph) or hyper-long telomeres (lower graph) and controls. The micrographs show telomere FISH and GFP stains and the merge with DAPI. Scale bar: 10µm. b) Micrographs show the GFP and Cy3 stains after IF with anti GFP antibody combined with FISH using a telomere probe labelled with CY3. Scale bar: 10µm. c) Representative images of telomere length from intestine, skin and brain from chimeric mice at the indicated time points. FISH combined with IF using anti GFP antibody was performed. Telomeres were analyzed by telomapping. Scale bar: 10µm. Student T-test with the Bonferroni correction was used to calculate the p-values.

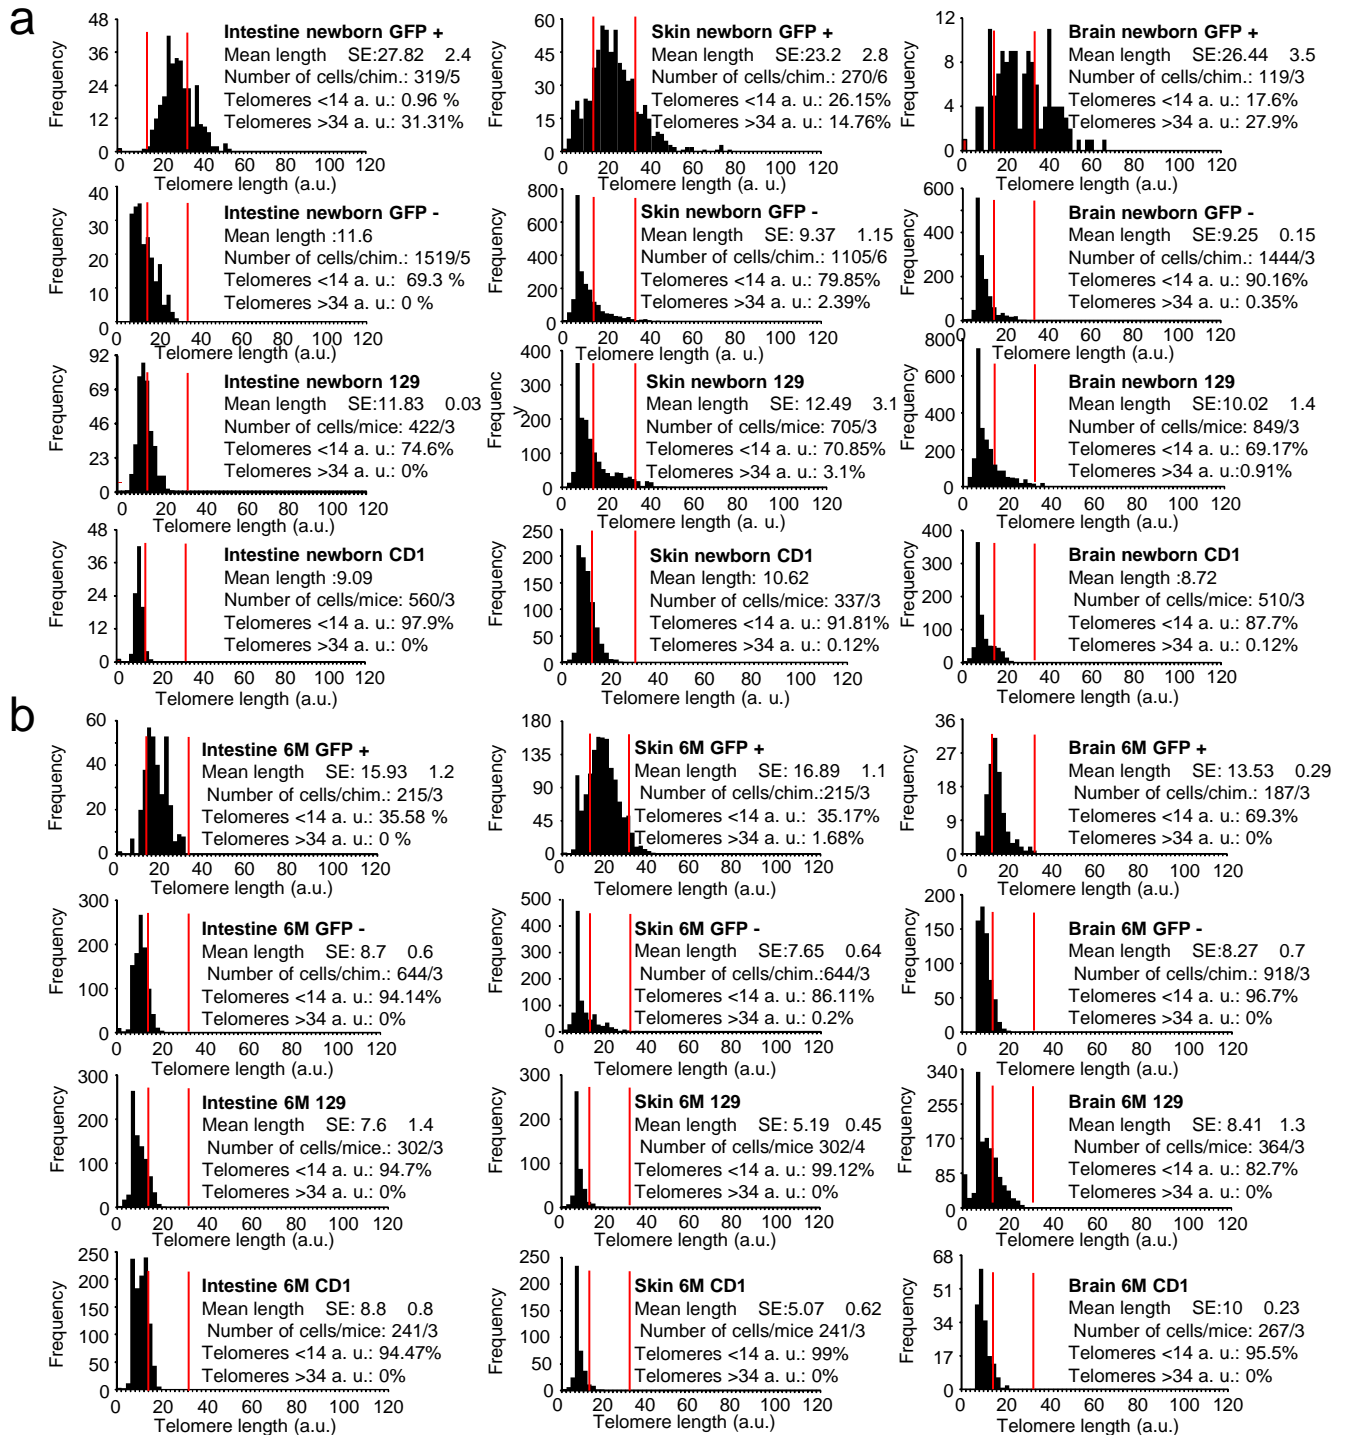

**Supplementary Figure 7. Telomere length distribution in chimeric mice derived from ES cells with hyper-long telomeres and controls.** a) Histograms of telomere intensity in intestine, skin and brain of newborn mice. b) Same as in a, but in six-months old mice. n= number of independent chimeric mice.

a

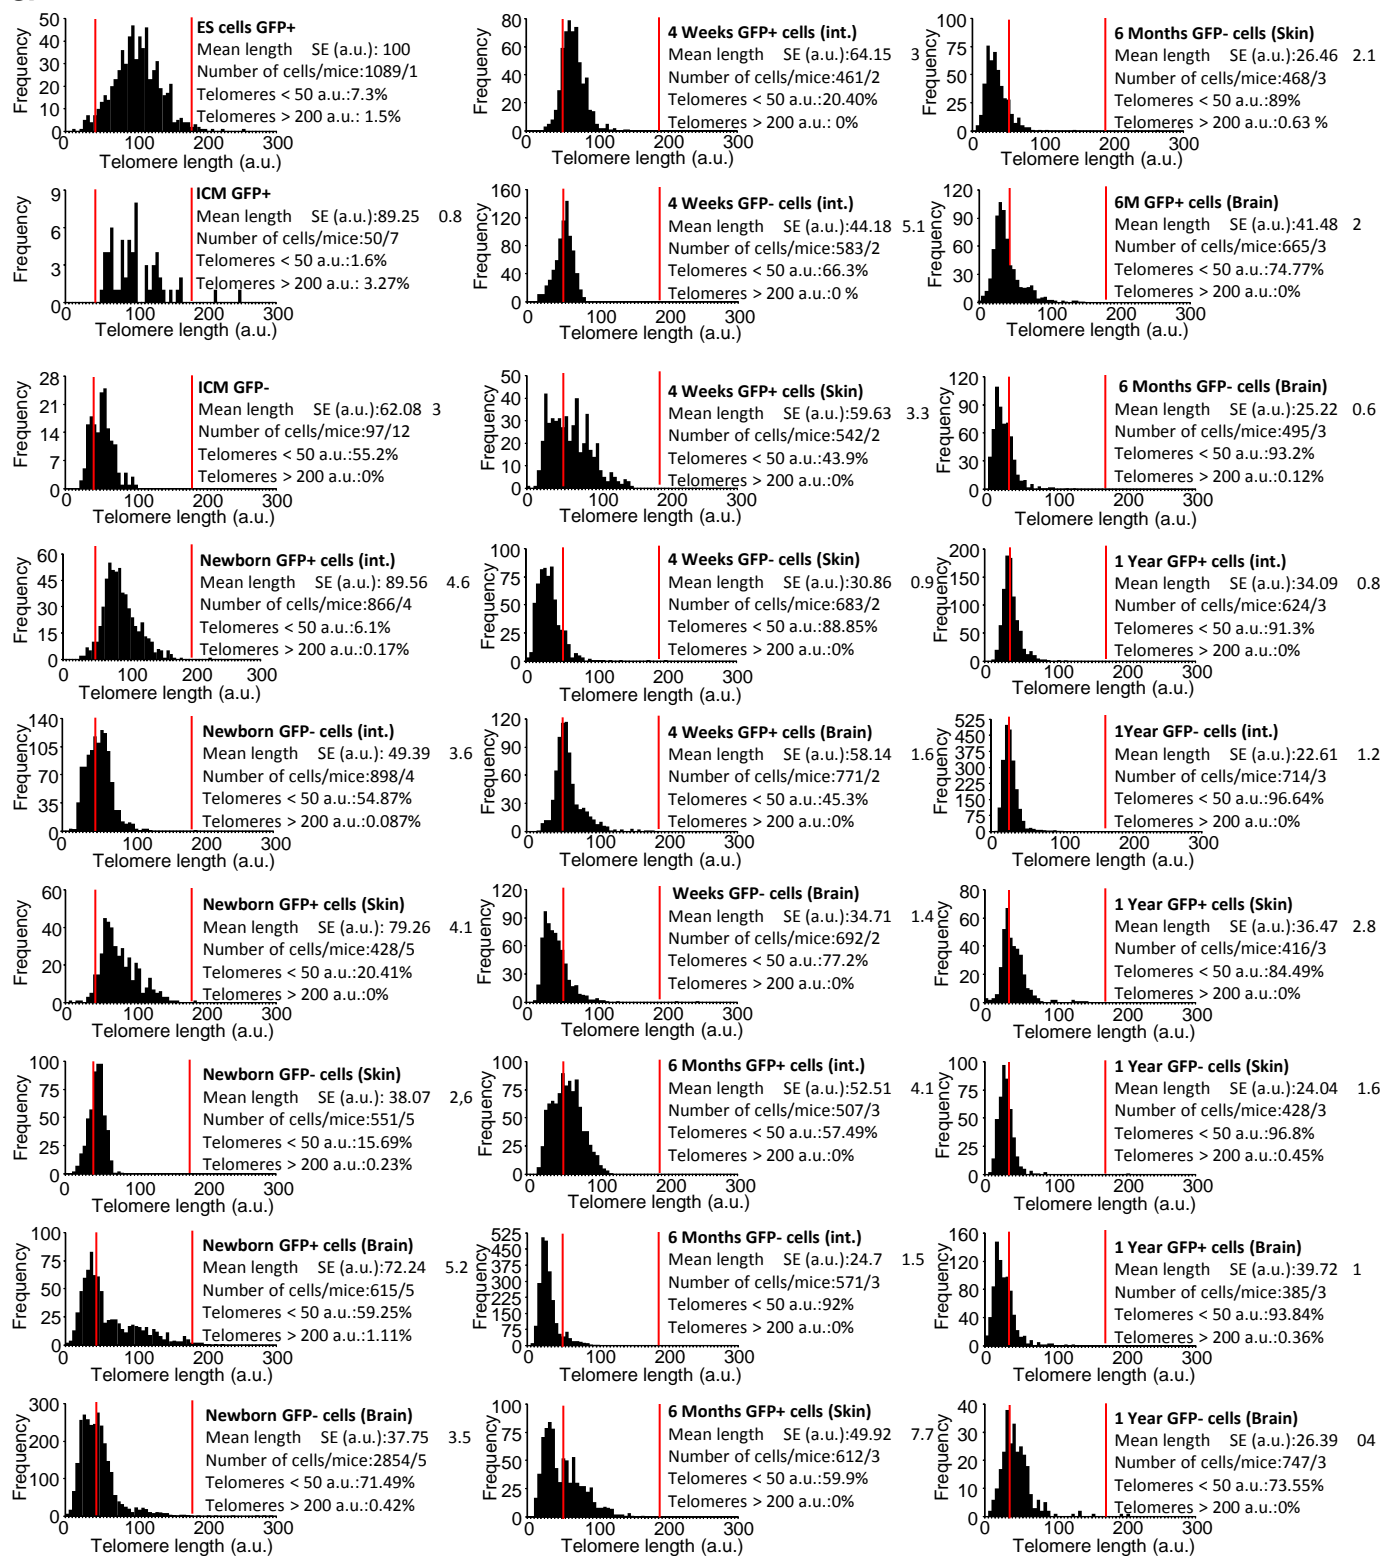

**Supplementary Figure 8. Telomere length dynamics with aging in chimeric mice derived from ES cells with hyper-long telomeres.** a) Histograms of telomere intensity in ES cells before injection into morulae, the inner cell mass of the blastocyst, intestine, skin and brain at the indicated time points.

a

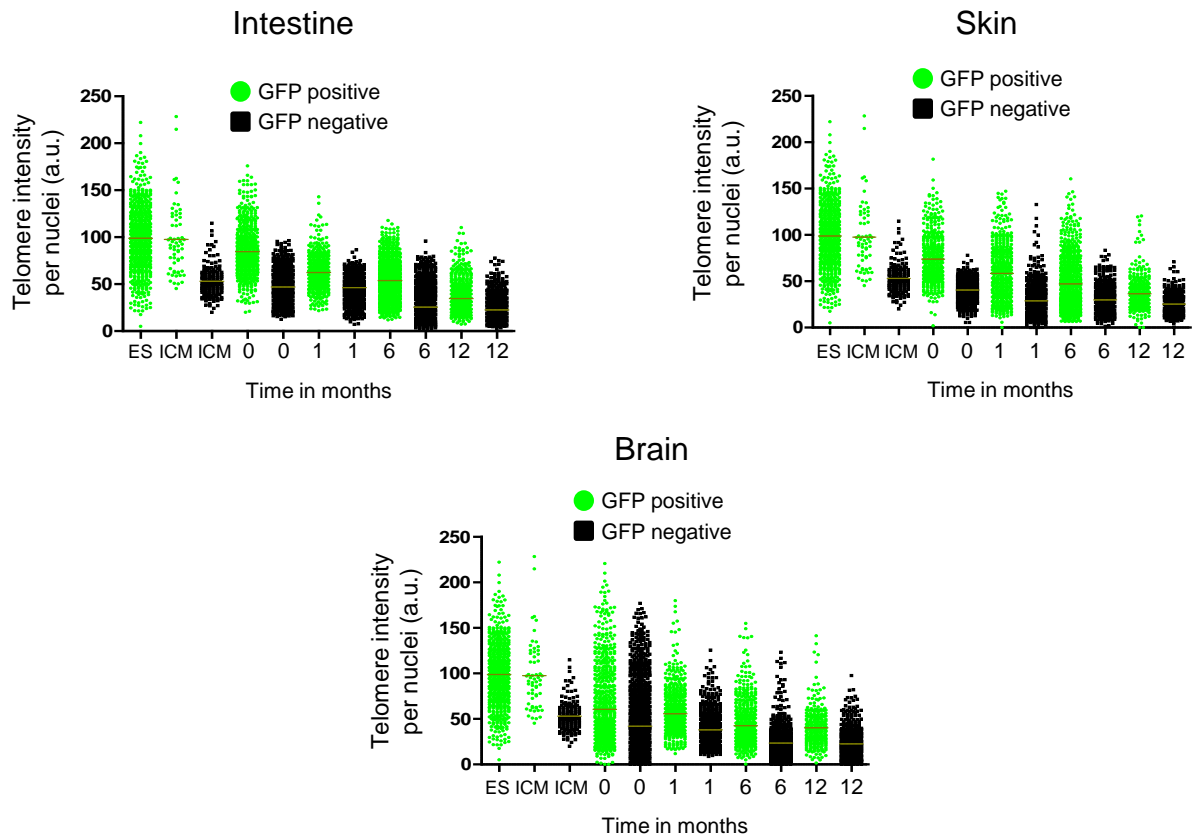

**Supplementary Figure 9. Telomere length dynamics with aging in chimeric mice derived from ES cells with hyper-long telomeres.** a) Scattered plots of telomere intensity in ES cells before injection into morulae, the inner cell mass of the blastocyst, intestine, skin and brain at the indicated time points. Representative graphs corresponding to two independent experiments.

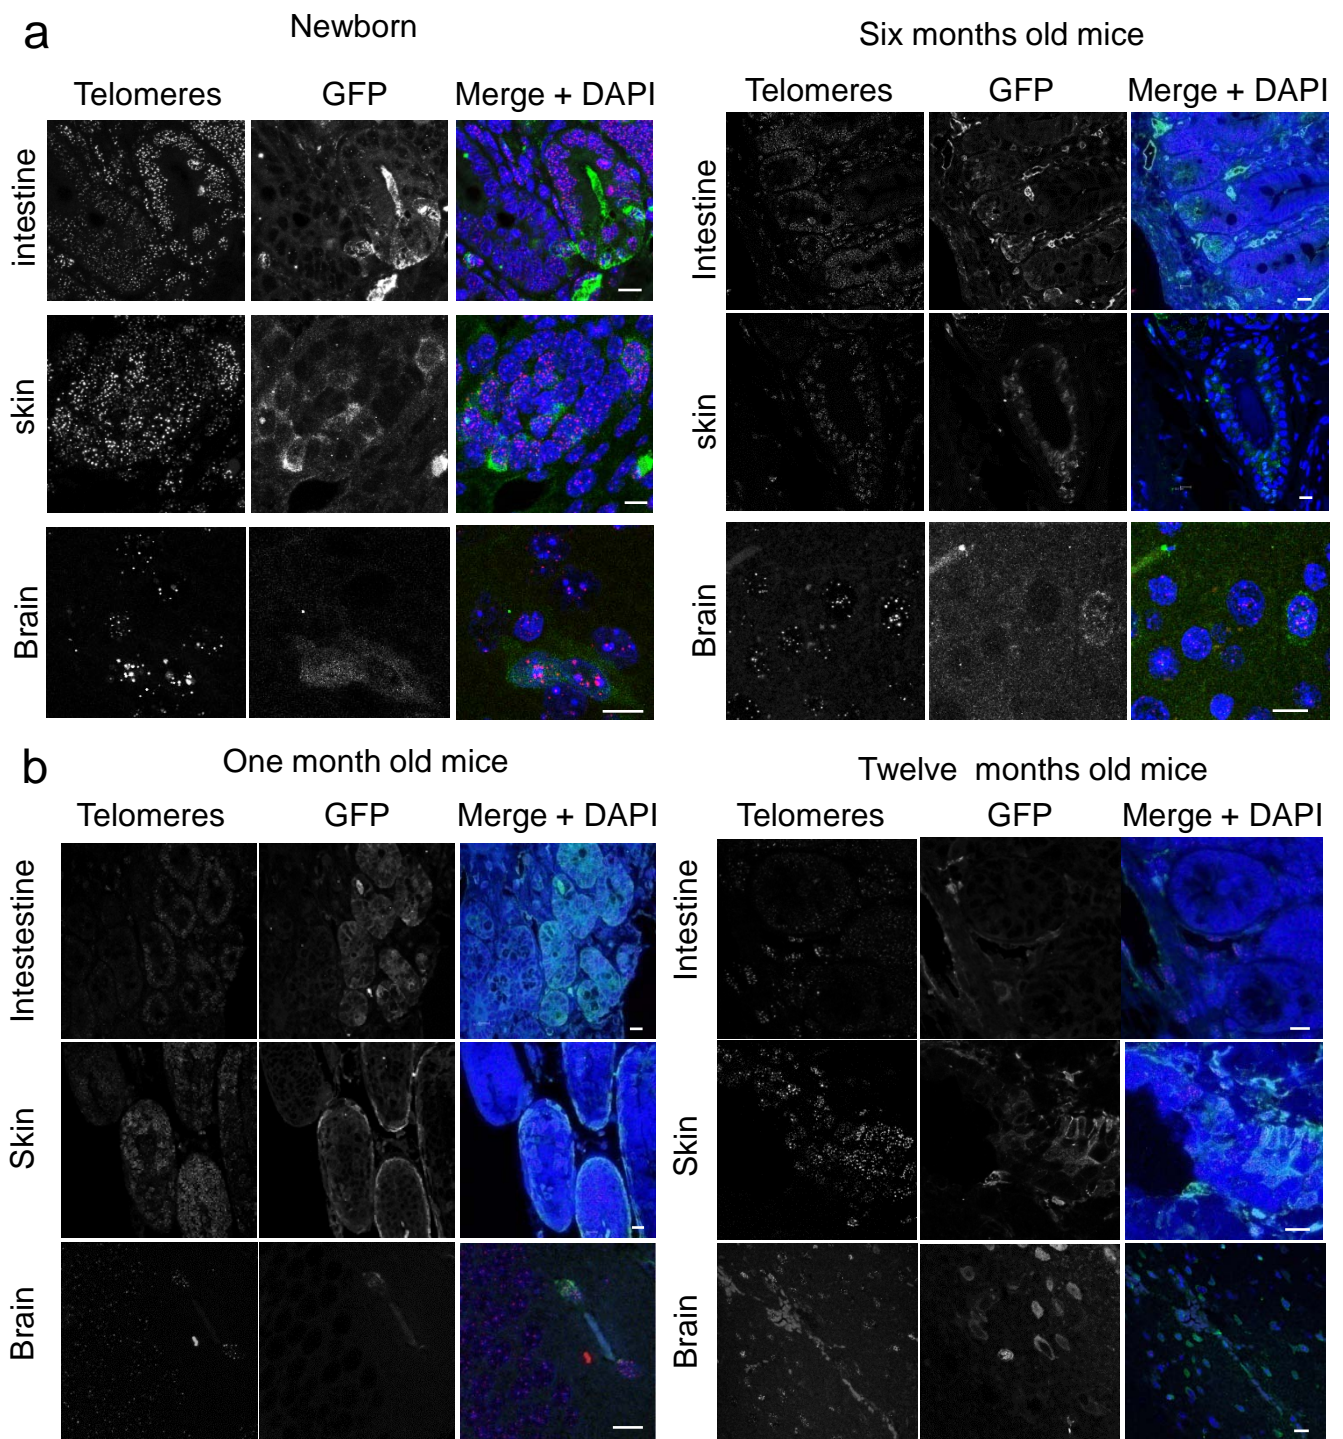

**Supplementary Figure 10. Telomere length dynamics with aging in chimeric mice derived from ES cells with hyper-long telomeres.** a) Representative images show telomeres by FISH combined with IF using anti GFP antibody in intestine, skin and brain in newborns and six-old mice and one- and twelve-months old mice are shown in b. Cells positive for GFP stain contained hyper-long telomeres. Bar=10µm.

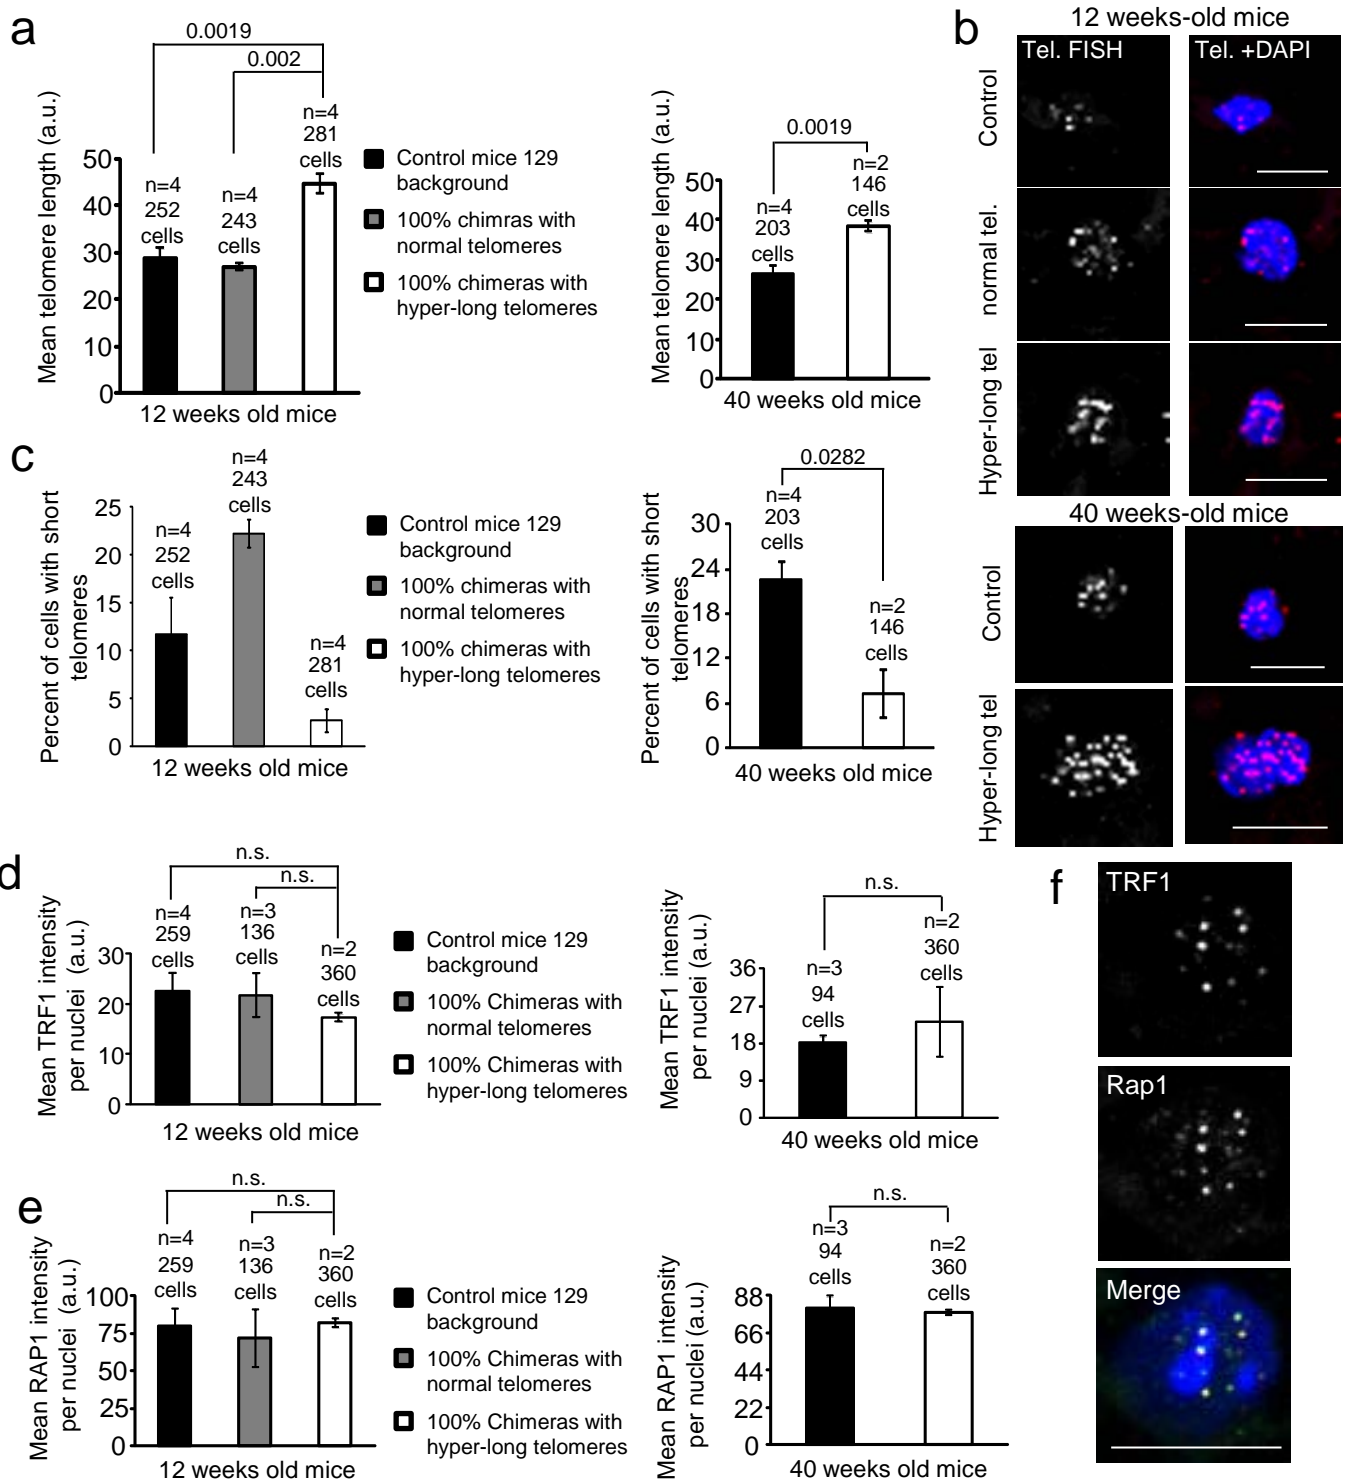

**Supplementary Figure 11. Telomere length and shelterin dynamics with aging in 100% chimeras derived from ES cells with hyper-long telomeres.** a) The graphs show mean telomere length in blood samples from chimeric mice of 100% of chimerism and age-matched controls at the indicated time points. b) Representative images of blood samples as described in a at the indicated time points subjected to quantitative FISH. Scale bar: 10µm. c) The graphs show the percent of cells with short telomeres in the blood samples described in a at the indicated time points. Note that in chimeric mice with hyper-long telomeres the accumulation of short telomeres is lower. d) The graphs represent the mean TRF1 intensity in blood samples described in a. The samples were subjected to immunofluorescence with anti TRF1 and anti RAP1 antibodies. e) The graphs show mean RAP1 intensity in the blood samples described in a subjected to immunofluorescence as described in d. f) Representative images of TRF1 and RAP1 stain in the samples described in a. Scale bar: 10µm. Student T-test with the Bonferroni correction was used to calculate the p-values.

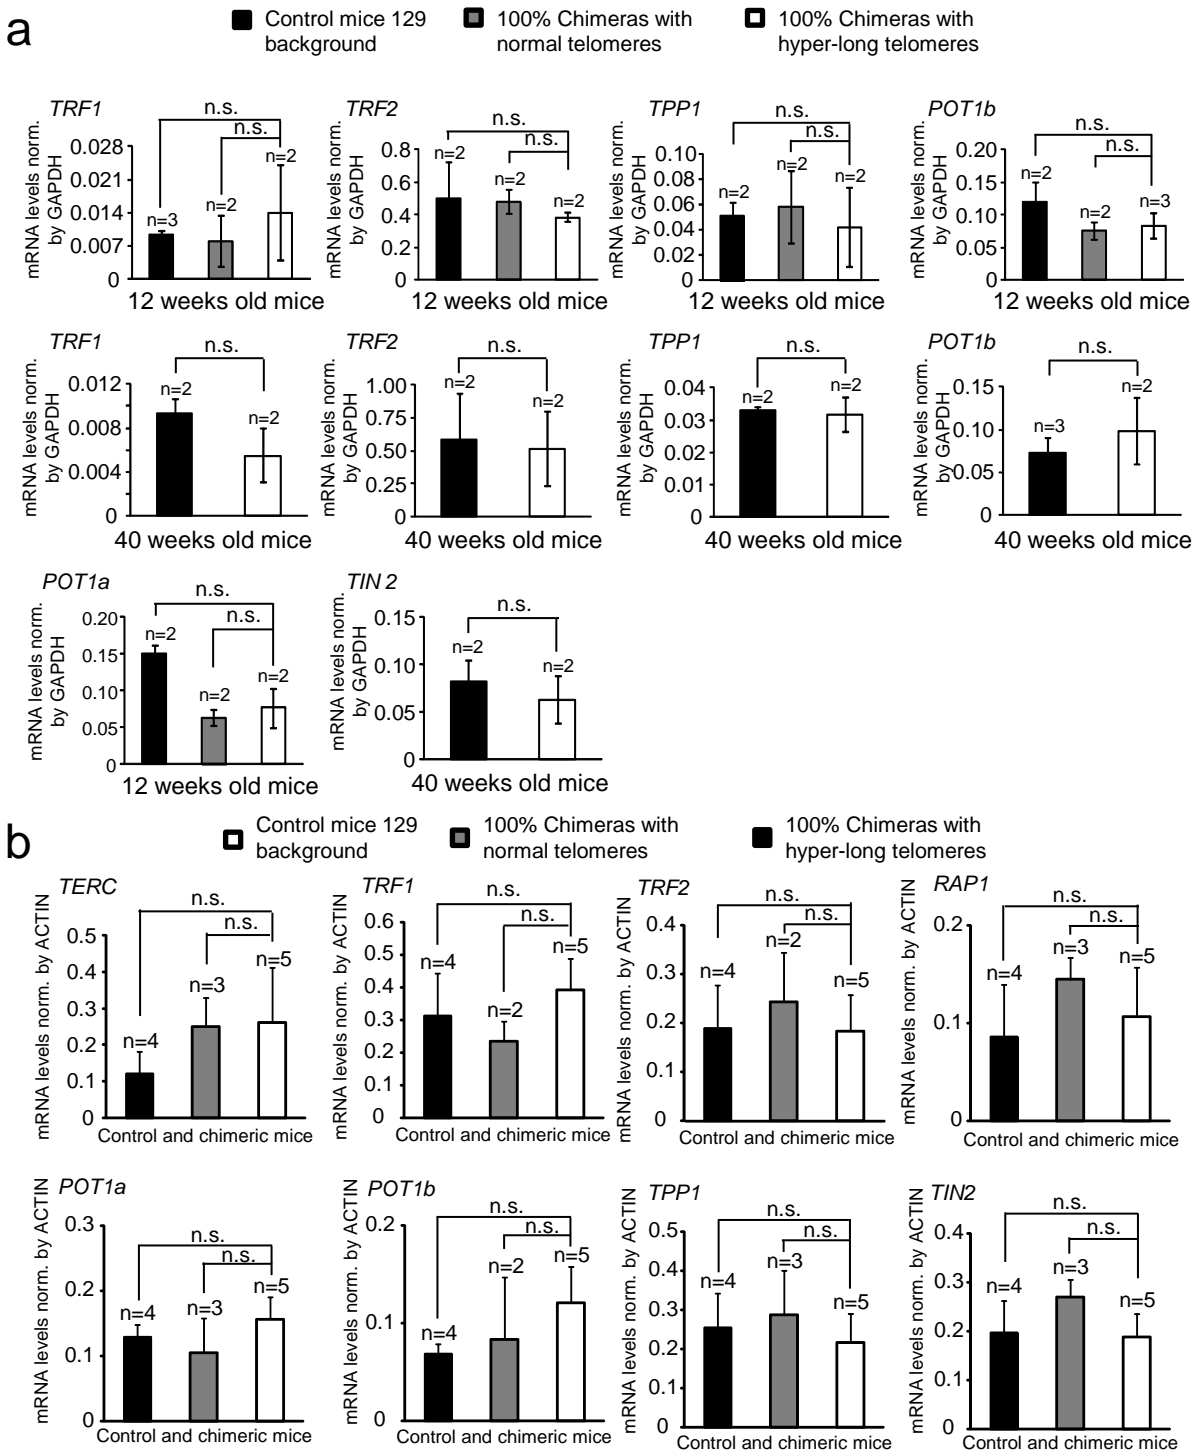

**Supplementary Figure 12. Telomerase and shelterin mRNA levels in blood and skin in 100% chimeras derived from ES cells with hyper-long telomeres.** a) The graphs show the mRNA levels of shelterins in blood samples from chimeric mice of 100% of chimerism and age-matched controls at the indicated time points. b) the graphs show the mRNA levels of shelterins and telomerase in skin from chimeric mice with normal or hyper-long telomeres and age-matched controls. Student T-test with the Bonferroni correction was used to calculate the p-values.

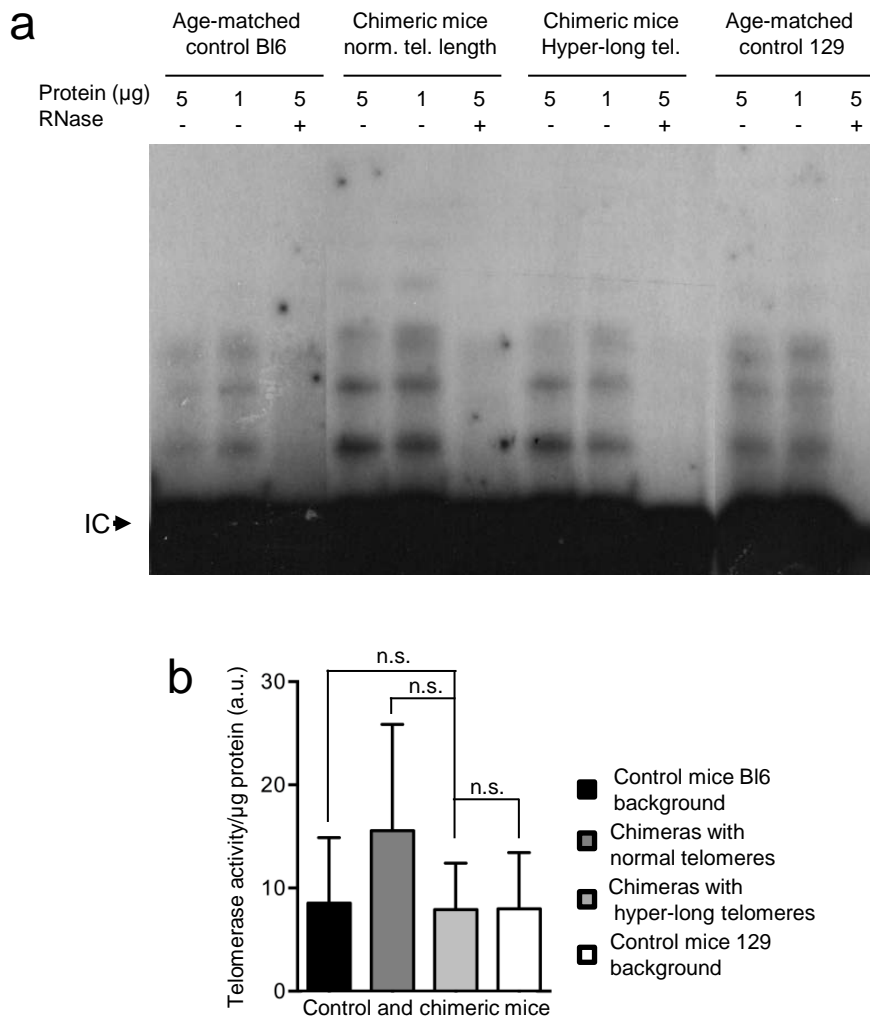

**Supplementary Figure 13. Telomerase activity in spleen from chimeras derived from ES cells with hyper-long telomeres.** a) Analysis of telomerase activity in spleen of chimeric mice with normal or hyper-long telomeres and age-matched controls. b) Quantification of the telomerase activity TRAP assay shown in a, in spleen from chimeric mice with normal or hyper-long telomeres and controls. n= number of independent chimeric mice. Student T-test with the Bonferroni correction was used to calculate the p-values.

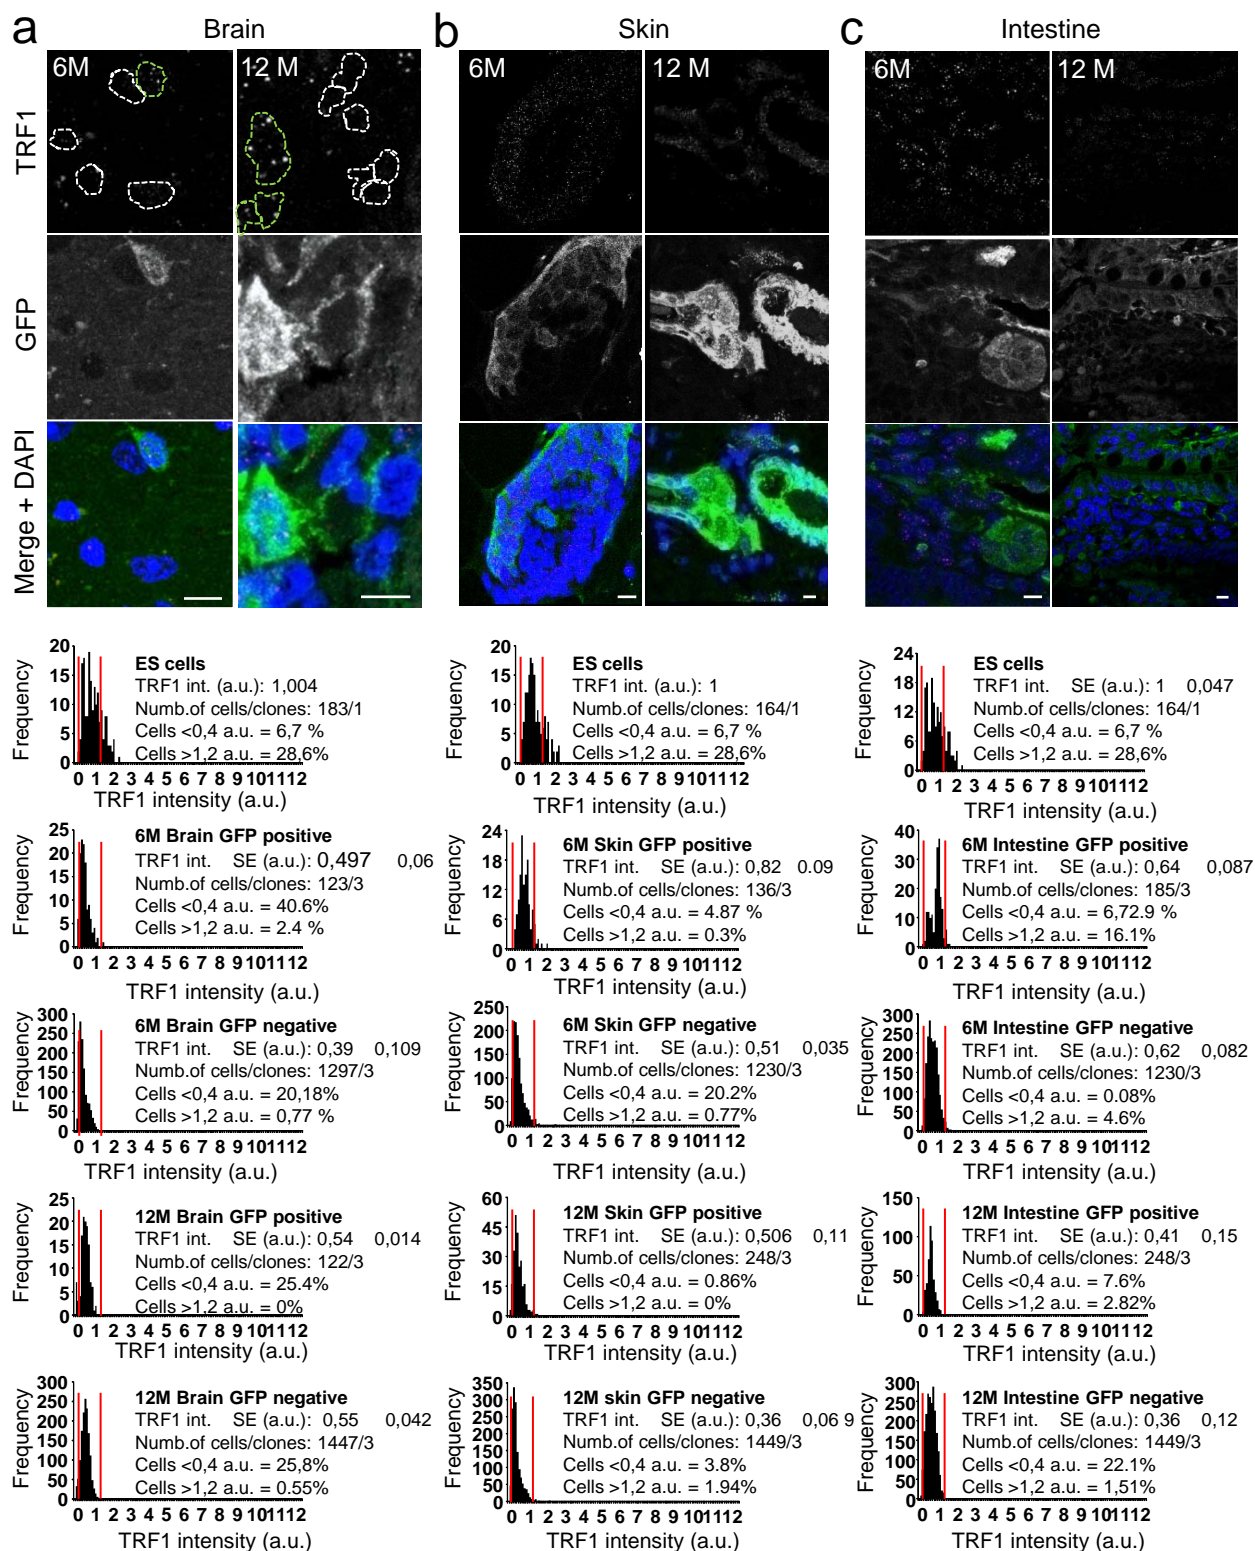

**Supplementary Figure 14. Analysis of TRF1 and  $\gamma$ H2AX intensity in tissues from chimeras derived from ES cells with hyper-long telomeres.** a) Representative images show TRF1 and GFP stains and the merge with DAPI in brain tissue. Underneath, the histograms corresponding to ES cells with hyper-long telomeres that were used for microinjection to generate chimeras, and 6 or 12 months tissues from brain. Scale bar:10 $\mu$ m. Similar images and histograms are shown for Skin in b and for intestine in c. Scale bar:10 $\mu$ m. The cells were depicted in the image (dotted line).

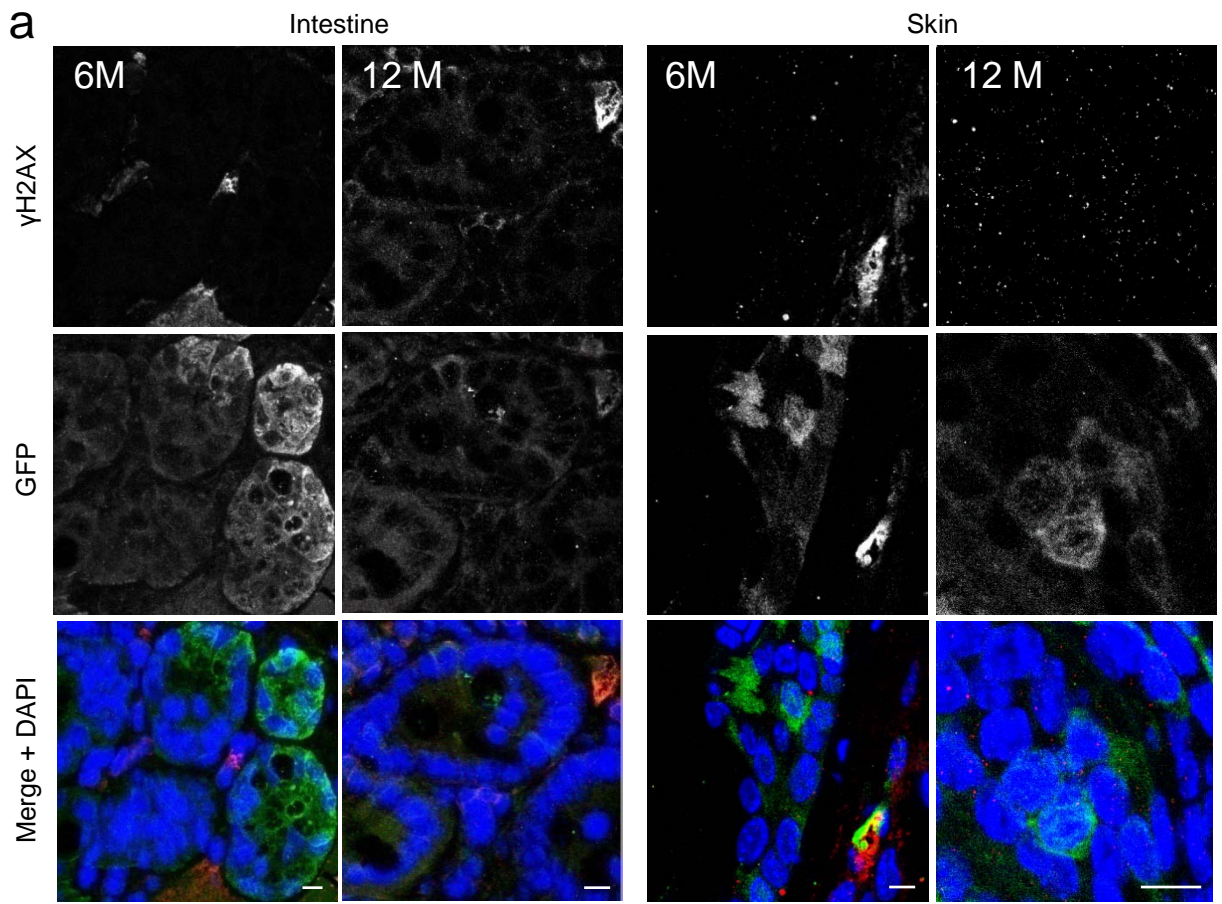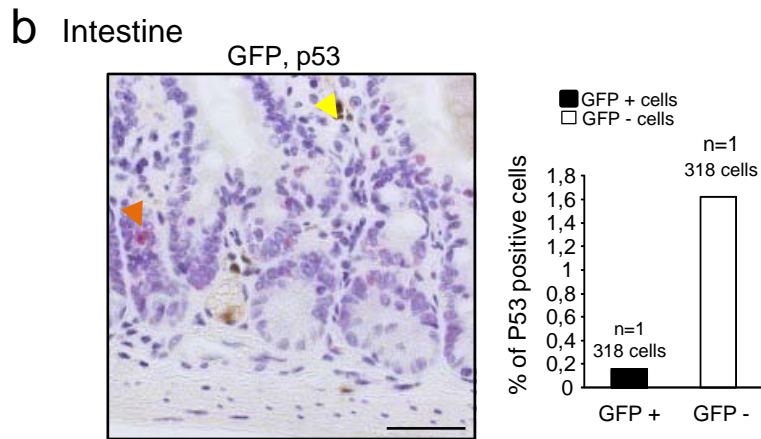

**Supplementary Figure 15. Analysis  $\gamma$ H2AX intensity and p53 levels in tissues from chimeras derived from ES cells with hyper-long telomeres.** a) Representative images show  $\gamma$ H2AX and GFP stains, and the merge with DAPI in skin and intestinal tissues at the indicated time points. Scale bar: 10 $\mu$ m. b) The micrograph shows intestine from chimeric mice bearing cells with hyper-long (GFP positive) and normal telomeres (GFP negative). Sections were subjected to immunohistochemistry using anti GFP and P53 antibodies and stained with Eosin and Haematoxylin. The orange arrowhead indicates the p53 positive cells and the yellow arrowhead indicates the GFP positive cells. The graph shows the percentage of P53 positive cells in the GFP positive and negative cells. Scale bar: 50  $\mu$ m.

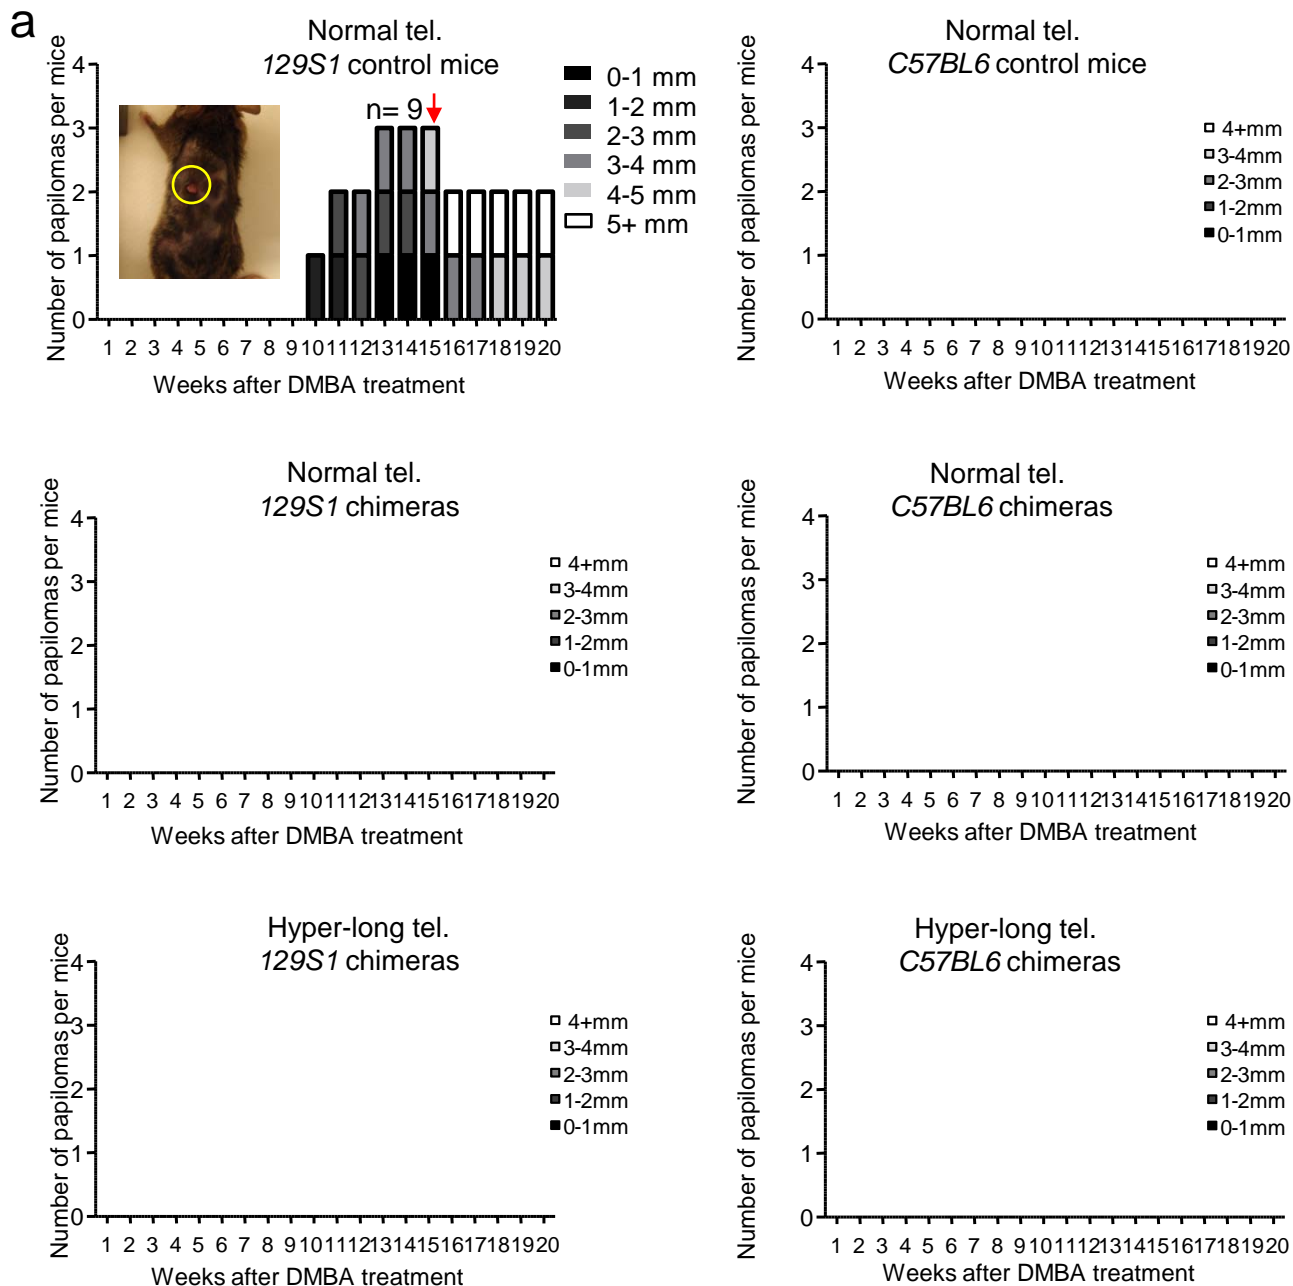

**Supplementary Figure 16. Skin chemical carcinogenesis in chimeras derived from ES cells with normal or hyper-long telomeres and controls.** a) The graphs show the size of skin papillomas after treatment with a carcinogenic agent (DMBA-TPA) for 15 weeks, chimeric mice bearing hyper-long telomeres (note that areas of skin of the *129S1* and *C57Bl6* backgrounds have been plotted separately), chimeric mice with normal telomere length (note that areas of skin of the *129S1* and *C57Bl6* backgrounds have been plotted separately) and age-matched controls. The red arrow indicates the end of TPA treatment.

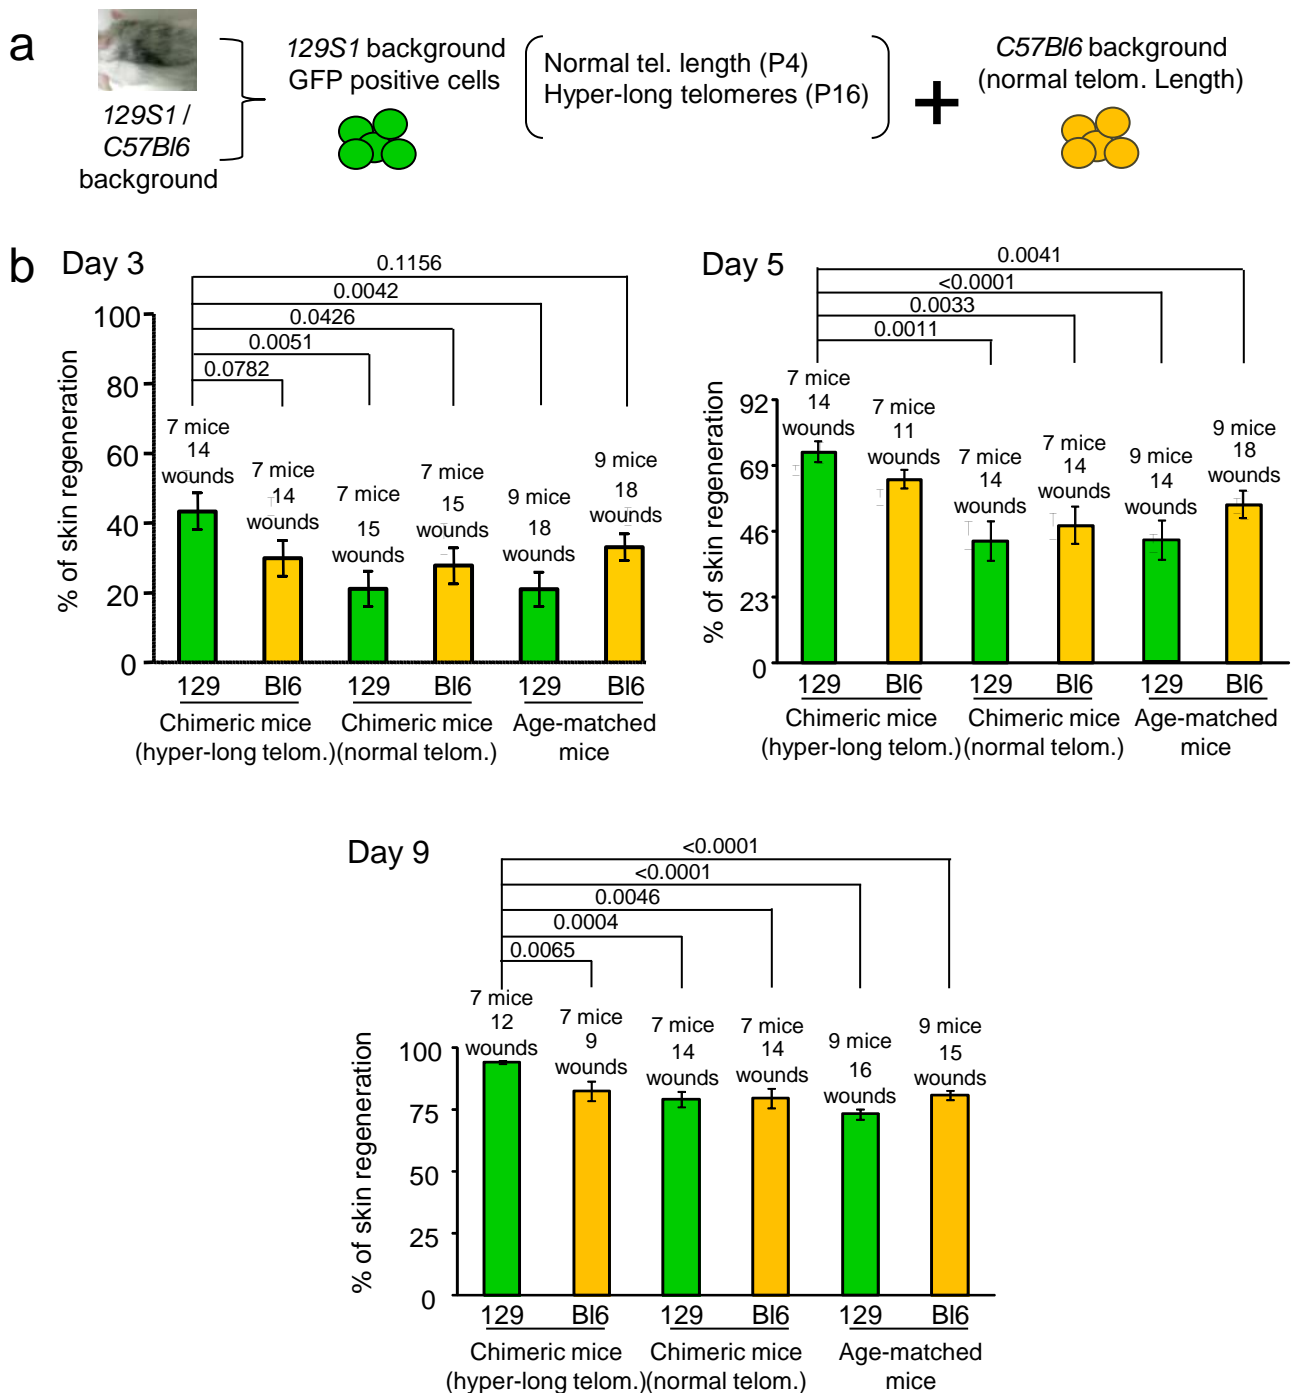

**Supplementary Figure 17. Analysis of skin wound healing in chimeras derived from ES cells with normal or hyper-long telomeres and controls.** a) The scheme shows the background and telomere lengths of the cells composing the chimeras used for this experiment. b) The graphs show the percent of skin regenerated after performing 4mm wounds in chimeric mice bearing normal telomere length or hyper-long telomeres as well as in age-matched mice of the same genetic backgrounds.

Varela et al., Supplementary Figure 17

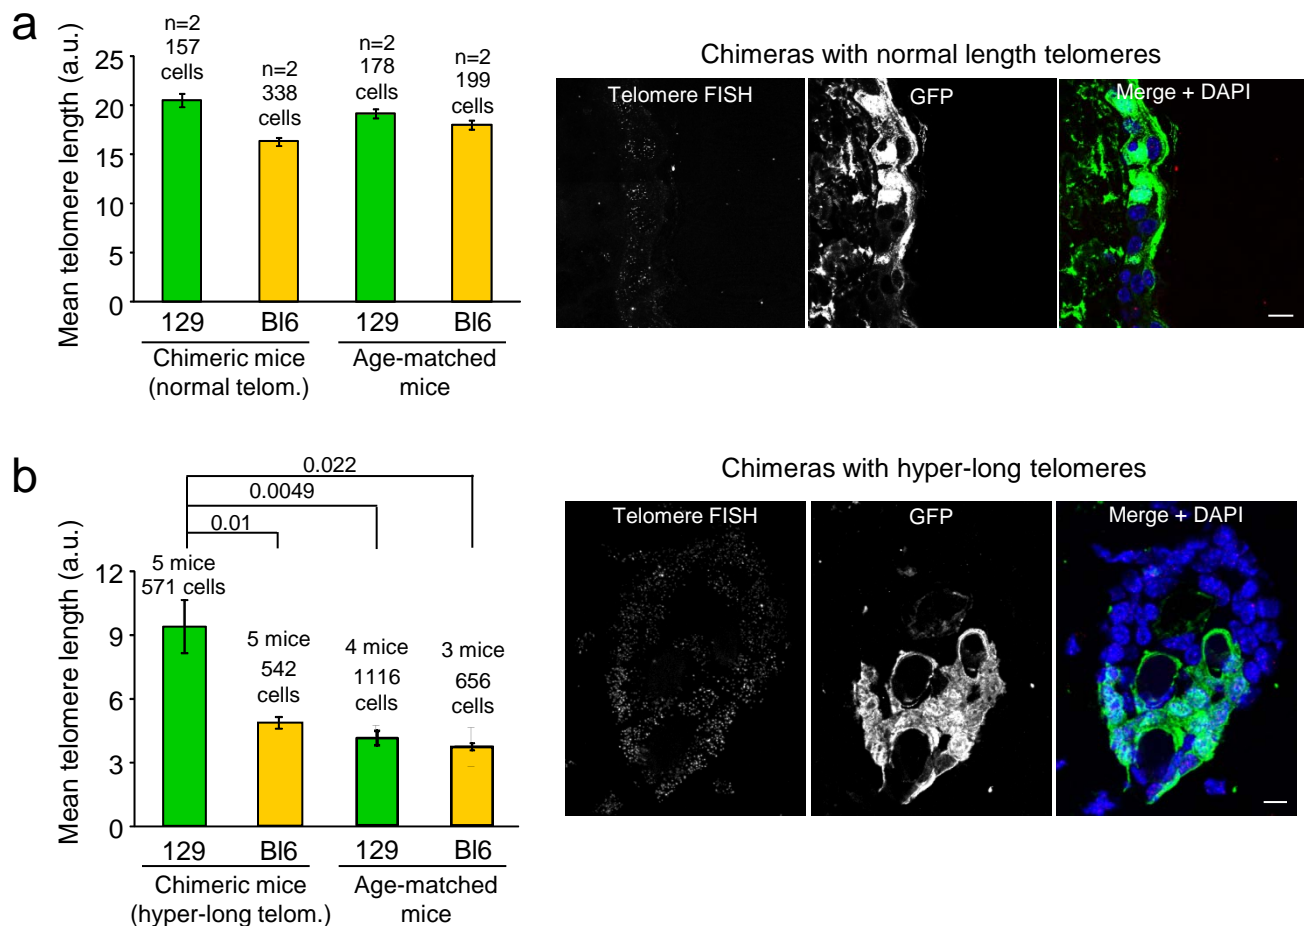

**Supplementary Figure 18. Analysis of telomere length in skin extracted during the wound healing procedure in chimeras derived from ES cells with normal or hyper-long telomeres.** a) The graph shows mean telomere length in skin from chimeric mice and age-matched controls. The micrographs show telomere FISH and GFP stains, and the merge with DAPI. Scale bar: 10µm. b) The graph shows mean telomere length in the skin of chimeras bearing hyper-long telomeres and age-matched controls. The micrographs show telomere FISH and GFP stains, and the merge plus DAPI. Bar=10µm.

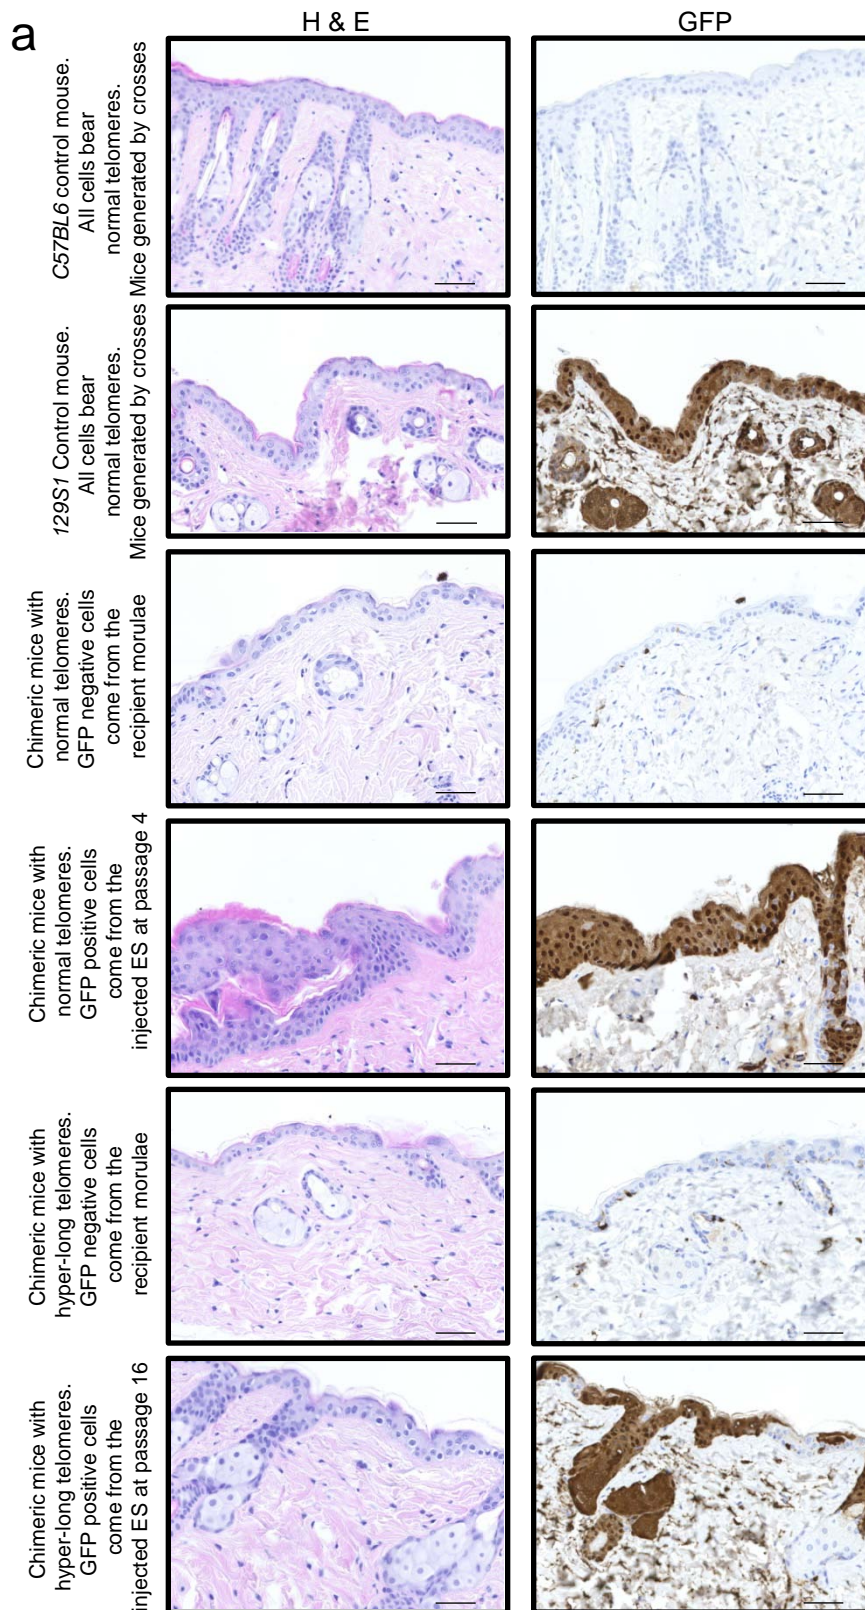

**Supplementary Figure 19. Analysis of skin wound healing in chimeras derived from ES cells with normal or hyper-long telomeres.** e) Eosin and Haematoxylin as well as GFP stains on sections of skin extracted from mice when the wound had healed. Bar=50µm.

Supplementary Table 1. RNA sequencing of ES cells at passage 16 versus passage 6

| Gene name     | Log2 fold change       | P value     | Function                                 |
|---------------|------------------------|-------------|------------------------------------------|
| <i>Sox18</i>  | 4.455160405            | 1.73E-224   | Embryonic and postnatal angiogenesis (1) |
| <i>Sox17</i>  | -1.185658886           | 5.18913E-12 | Embryonic and postnatal angiogenesis (2) |
| <i>Zbtb48</i> | -0.969303187           | 4.3873E-08  | POK family protein (3)                   |
| <i>Chst15</i> | -0.8167311010.16707432 | 1.01643E-06 | Sulfotransferase (4)                     |
| <i>Jph4</i>   | -0.6540687230.13873356 | 2.42225E-06 | Junctional membrane complexes (5)        |

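Supplementary Table 1 gives for each gene a log2 fold change between passage 16 and passage 6, positive where the gene was higher at passage 16, and a p-value. In the extracted text, a further number is run on to the fold changes of *Chst15* and *Jph4*. The same 2 quantities were computed from the reads recovered from the deposited counts with DESeq2 and betaPrior, a prior that pulls fold changes with a large error towards 0, so that they are smaller than the ratios of the mean counts. For *Sox18*, this gave a log2 fold change of 4.45 (standard error 0.140, adjusted p = 5.07e-218 from DESeq2). The paper's reported value is 4.455160405. *Sox17* had -1.19 (standard error 0.172), and *Zbtb48* had -0.97 (standard error 0.177). The log2 fold change of *Chst15* was -0.82 with a standard error of 0.167, and the paper's run-on number is 0.16707432. That of *Jph4* was -0.65 with a standard error of 0.139, and the paper's run-on number is 0.13873356. With the row order restored, the same fit gave log2 fold changes of 0.066 for *Sox18*, -0.037 for *Sox17*, -0.094 for *Zbtb48*, -0.081 for *Chst15* and -0.54 for *Jph4*.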

In red genes that were upregulated at passage 16 compared to passage 6 and in green genes that were downregulated at passage 16 compared to passage 6.

Supplementary Table 2. List of primers used for qPCR analysis

| Gene name      | Sequence                     |
|----------------|------------------------------|
| <i>RAP1-F</i>  | 5'-AAGGACCGCTACCTCAAGCA-3'   |
| <i>RAP1-R</i>  | 5'-TGTTGTCTGCCTCTCCATT-3'    |
| <i>TRF1-F</i>  | 5'-CTAAGGATAGGCCAGATGCCA-3'  |
| <i>TRF1-R</i>  | 5'-CTGAAATCTGATGGAGCACGT-3'  |
| <i>TRF2-F</i>  | 5'-AGAGCCAGTGGAACAC-3'       |
| <i>TRF2-R</i>  | 5'-ATGATGGGGATGCCAGATTA-3'   |
| <i>TIN2-F</i>  | 5'-TCGGTTGCTTTGCACCAAGTAT-3' |
| <i>TIN2-R</i>  | 5'-GCTTAGCTTTAGGCAGAGGAC-3'  |
| <i>POT1a-F</i> | 5'-AAACTATGAAGCCCTCCCCA-3'   |
| <i>POT1a-R</i> | 5'-CGAAGCCAGAGCAGTTGATT-3'   |
| <i>POT1b-F</i> | 5'-TTGGAAGCCATTCAGACCTC-3'   |
| <i>POT1b-R</i> | 5'-GGTTGACATCTTCCACCTCAT-3'  |
| <i>TPP1-F</i>  | 5'-ACTTGTGTCAGACGGAACCC-3'   |
| <i>TPP1-R</i>  | 5'-CAACCAGTCACCTGTATCC-3'    |
| <i>TERC-F</i>  | 5'-TCATTAGGTGTGGGTCTGGT-3'   |
| <i>TERC-R</i>  | 5'-TGGAGCTCCTGCGCTGACGTT-3'  |

## Supplementary References

- (1) François, M. et al. Sox18 induces development of the lymphatic vasculature in mice. *Nature* 456, 643-648 (2008).
- (2) Zhou, Y. et al. Sox7, Sox17 and Sox18 cooperatively regulate vascular development in the mouse retina. *PLoS One* 10, DOI:10.1371/journal.pone.0143650 (2015).
- (3) Yoon, J.H. et al. Human Krüppel-related 3 (HKR3) is a novel transcription activator of alternate reading frame. *The Journal of Biological Chemistry* 289, 4018-4031.
- (4) Wu, Z.L. et al. Detection of specific glycosaminoglycans and glycan epitopes by in vitro sulfation using recombinant sulfotransferases. *Glycobiology* 21, 625-633 (2011).
- (5) Moriguchi, S. et al. Functional uncoupling between Ca<sup>2+</sup> release and afterhyperpolarization in mutant hippocampal neurons lacking junctophilins. *Proc Natl Acad Sci USA* 103, 10811-10816.

How the deposited data were processed for this re-analysis (not part of the article)

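The data are gene counts from RNA sequencing of 4 ES cell clones at passage 6 and the same 4 clones at passage 16, 8 libraries in all. Samples were assigned to passages and clones from the sample labels, and the number of clones and the passages are those of the paper. The methods name 2 strains of ES cells without saying which was sequenced, and the labels give 129S1. The results name passage 4 in the sentence that sums up this comparison, where the labels and the other sentences on it name passage 6. The sentence on telomerase activity also names passage 4, but it concerns another assay.
The authors aligned the reads with TopHat and Bowtie, counted them per gene with HTSeq and compared the passages with DESeq2. The deposited values are a signal per gene, the authors' counts divided by a size factor per library, in 1 table of 23337 names with no duplicated name and no column that was left unused. Whole reads were recovered by multiplying with the smallest factor that made the values of a library whole, which held for 100% of the values in each library. The recovered factors equalled those that DESeq2 computes from the recovered counts. Totals were 21394069, 31634237, 34295561 and 23868268 reads for clones 6, 20, 30 and 36 at passage 6, and 31752466, 29061381, 29140582 and 27572995 at passage 16. The 10 most abundant genes took between 4.56% and 4.86% of the reads of a library. The chi-square between 2 libraries was at least 49.7 per degree of freedom over genes with a mean of at least 100, names with displaced rows included.
The main test was limma (version 3.58.1, in R 4.3.3; lmFit and eBayes with a trend) on log2(normalized count + 1) over the 14791 names with a mean of at least 10, without a clone term, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. A fold change on this scale understates the change of genes with low values. Count tests on the recovered reads were edgeR's quasi-likelihood test (version 4.0.16) and DESeq2 (version 1.42.0) with its defaults, with betaPrior, and without its filters. Gene sets were tested with camera, with the correlation between genes estimated, and with a preset correlation of 0.01 and fry as alternatives. The genes named in the text were set by a rule fixed before the data were examined: the 5 genes the paper names, the telomerase and shelterin genes, listed genes past the threshold, and the 5 largest changes in each direction past the threshold and alike in 4 of 4 clones. Other genes are named as chosen after their values were seen.
Libraries were paired by the clone number in their labels, and for clone 6 the values did not settle that both come from 1 cell line. Transcripts of 4 Y-linked genes were between 115 and 2198 normalized counts in clone 20 and between 267 and 2210 in clone 30 at both passages, and at most 2.67 in clone 6 and 9.48 in clone 36. Deviations from the passage means were correlated across genes between the 2 passages of a clone with the row order restored. This gave r = 0.067 for clone 6, 0.27 for clone 20, 0.69 for clone 30 and 0.42 for clone 36. For clone 6 the correlation with another clone was higher (r = 0.28), and the Y-linked genes do not separate clone 6 from clone 36. Fits with the clone as a block, the replicate block of the alternatives, gave 0 genes in limma, 2 in edgeR and 98 in DESeq2.
The order of the rows was checked by joining each name with its count and comparing neighbours, ignoring case and punctuation. Names that another name continues with a digit number 805 and define the 644 groups. Within each group and library, every assignment of the counts to the names that leaves the lines in order was found. For 21018 names the order fixed a single count in every library. For the other 2319 names a tie was settled by the count closest to the passage 6 library of clone 6, and alternatively by the count closest to the median of the fixed counts of the same passage. Both rules differed for 120 counts of 82 names. On simulated tables with 200 names changed, all counts that the order fixed were right (100%), and 97.5% of the displaced counts were put back with the first rule and 98.5% with the second. These tables were made by the sorting and joining that the restoration assumes, so a count that the order fixed had to be right. Their counts were drawn around the passage 6 library of clone 6, which the first rule uses. They therefore do not test whether such sorting took place in the deposited table. Of 100 names changed 32-fold, 71.0% came out within 0.5 of the true log2 change with the first rule and 92.0% with the second, against 17.0% without restoring, so that the first rule pulls large changes towards 0 more often.
Tested on simulated counts with 200 changed genes, limma recovered 87.0% with 9 false calls among 14786 genes, edgeR 87.0% with 7, and DESeq2 92.5% with 51 among 19466 genes. The simulation had no displaced rows, no differences between clones and no genes that vary together, so it does not give the power in the real libraries. Names were matched to the RefSeq annotation of GRCm38 for chromosomes and positions, 20755 by symbol and 2331 by a synonym. The other alternatives were pseudocounts of 0.5 and 10, no filter, a mean of at least 100, TMM scaling, quantile normalization, eBayes without a trend and with a robust prior, and fits without each of the 8 libraries and each of the 4 clones. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps. Telomere length, telomerase activity and the other assays of the paper were not analysed here.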

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

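The 6 values below each stood far from the other 3 values of their group of 4, by the ratio of the gap to the range. In all, 86 groups of 4 were examined, of which 4.3 would stand out by chance alone. The test of *Zbtb48* was chosen after its value had been seen.
The listed count of *Zbtb48* in the passage 6 library of clone 20 was 7.74 on the log2 scale against 8.73 to 8.86 in the other 3 clones (ratio 0.883). The row order excluded this count and allowed 429 normalized counts, within the range of the other clones. With the row order restored, the log2 fold change of *Zbtb48* was -0.11, which speaks against a lower level of its mRNA at passage 16, and the outlying value itself is gone. A displaced row in that library is therefore a candidate explanation.
*Jph4* in the passage 16 library of clone 6 was 6.12 on the log2 scale against 6.55 to 6.62 in the other clones (ratio 0.855). *Jph4* lies outside the groups of displaced rows, and that library has the most reads of its passage. Without that library the log2 fold change was -0.69 in place of -0.81. *Terf2ip* in the passage 16 library of clone 20 was 9.30 against 9.52 to 9.55 (ratio 0.913), and without that library its log2 fold change was 0.17 in place of 0.11. No test of a cause was made for either value.
The shifts of chromosome 4 (ratio 0.836) and chromosome 12 (ratio 0.895) in clone 6, and of chromosome 15 in clone 20 (ratio 0.922), were 0.027, 0.049 and -0.024 on the log2 scale. They are small beside the shift of chromosome 6 in clone 6, and with 20 chromosomes examined about 1 in 20 stands out by chance. No test of a cause was made.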

How the results depend on the processing

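The alternatives comprised 27 fits of all genes set before the data were examined and 12 chosen after seeing the data, among them all that restore the row order.
Of the fits set before, the number of genes past the threshold, 1 in the main test, was also 1 with both other pseudocounts, both other filters, TMM scaling, quantile normalization, both other eBayes settings and edgeR. It was 46 with DESeq2 (18 higher and 28 lower at passage 16), 5 with DESeq2 and betaPrior (1 higher, 4 lower) and 80 with DESeq2 without filters (27 higher, 53 lower). With the replicate block it was 0 in limma (0 higher), 2 in edgeR (1 higher, 1 lower) and 98 in DESeq2 (43 higher, 55 lower). Across the 12 fits that each left out 1 library or 1 clone, it ranged from 1 to 26, with 1 to 15 genes higher and 0 to 11 lower, and every gene called in those fits had displaced rows. Clone 30 moved it most: 13 genes without its passage 6 library, 12 without its passage 16 library and 26 without both. Of the 46 genes that DESeq2 called, 41 had displaced rows, as did 4 of the 5 with betaPrior and 72 of the 80 without filters. With the replicate block, the share was lower, 36 of the 98 genes that DESeq2 called.
With the row order restored, the number was 0 in limma with either rule for ties, over names with 1 possible count, with the replicate block, and over names outside the groups, and 0 in edgeR with and without the block, in DESeq2 and in DESeq2 with betaPrior with either rule, with 0 genes higher in each. At an unadjusted p under 0.05 these limma fits had 513, 516, 461, 1156 and 436 genes. The exceptions were DESeq2 with betaPrior over names outside the groups, with 1 gene (0 higher, 1 lower), and DESeq2 with the replicate block on the restored order, with 40 genes (16 higher, 24 lower). None of the 46 genes that DESeq2 called as deposited was called by the same fit after restoring, while 29 of the 98 called with the replicate block were.
*Sox18* kept its direction in all 27 alternatives set before, with log2 fold changes from 4.45 to 6.17, and passed the threshold in 25. It did not pass with the replicate block in limma (adjusted p = 0.107) or edgeR (adjusted p = 0.0625), against a lowest adjusted p of 5.07e-218. In the 9 added alternatives that include it, its log2 fold change was 0.066 to 0.38 and it passed in none. *Sox17*, *Zbtb48*, *Chst15* and *Jph4* passed in 4, 5, 6 and 4 of the alternatives set before.
The mean log2 fold change of the telomerase and shelterin genes was -0.023 and became 0.013 without a filter, which adds *Terc*. Leaving out 1 library or clone changed the sign of *Nop10* (-0.11 to 0.048), *Tinf2* (-0.074 to 0.012) and *Pot1a* (-0.022 to 0.13), whose errors exceed their values, and none of them passed. *Pot1a* lies on chromosome 6, whose genes rose in clone 6 as described below. In clone 6 it went from 1448 to 1674 normalized counts, and over all clones 2 were higher and 2 lower. The fits without 1 library or clone also changed the sign of the mean of the pluripotency (-0.017 to 0.060), endoderm (-0.50 to 0.11) and imprinted (-0.070 to 0.12) genes. The mean stayed below 0 but ranged from -0.59 to -0.031 for the two-cell-like genes, from -0.22 to -0.051 for the p53 targets, from -0.11 to -0.041 for the other telomere genes, from -0.13 to -0.035 for the endothelial genes and from -0.034 to -0.012 for the telomerase and shelterin genes. Restoring the row order made the mean of the pluripotency genes 0.052 in place of 0.016 and that of the p53 targets -0.11 in place of -0.16. With camera's correlation preset, the other telomere genes (-0.075), the two-cell-like genes (-0.34) and the p53 target genes (-0.16) passed, with adjusted p-values of 0.0210, 0.00754 and 4.51e-04, and none passed under fry. The lists of other telomere genes and of two-cell-like genes share *Zscan4c*, *Zscan4d*, *Zscan4f*, *Tcstv1* and *Tcstv3*. The log2 fold changes of these shared genes ranged from -0.49 to -0.17, so the results of those lists are not separate. For the clone identity, the mean correlation between the 2 passages of a clone was 0.16 as deposited and 0.36 with the row order restored. The cause of these changes was not tested apart from the row order. *Terc* had under 10 normalized counts in each passage in these polyA+ libraries, and the reason was not tested.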

Differences from the paper's values

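The paper reports 5 genes past an FDR of 0.05, and 1 passed in the main test. DESeq2 with betaPrior, an alternative set before the data were examined, gave the paper's 5 genes. The fits without the passage 6 library of clone 20, without the passage 16 library of clone 20 and without clone 20 gave 4, 4 and 6 genes, within 1.5 times the paper's number, with *Sox18* among them and, without clone 20, also *Zbtb48*. *Chst15* was called without the passage 6 library of clone 30 and without clone 30, among 13 and 26 genes. The other alternatives set before did not close the gap.
The paper's log2 fold change of *Sox18* is 4.455160405, and the main value was 5.93. The paper's text gives 20-fold for *Sox18*, and the main value as a fold was 61.0. For *Sox17* the paper's value is -1.185658886 and the main value was -3.30, and for *Zbtb48* they are -0.969303187 and -2.13. For *Chst15* they are -0.816731101 and -2.27, with the unlabelled run-on number 0.16707432 read here as a standard error. With DESeq2 and betaPrior, set before the data were examined, the values were 4.45 for *Sox18*, or 21.8-fold, -1.19 for *Sox17*, -0.97 for *Zbtb48* and -0.82 for *Chst15*, and no other alternative closed these gaps. DESeq2 with its defaults, without filters and with a clone term each also called all 5 of the paper's genes, among 46, 80 and 98.
In the fit with the row order restored, an alternative chosen after seeing the data, the log2 fold changes of these 4 genes were 0.38, -0.43, -0.11 and -0.12, from limma, and DESeq2 with betaPrior on the restored order gave 0.066, -0.037, -0.094 and -0.081, further from the paper's values than the same fit as deposited. None of the 4 passed the threshold in the 9 of the 12 added alternatives that include them. *Jph4* was called in 1 of the 12, DESeq2 with betaPrior over names outside the groups (adjusted p = 0.0470). The paper's text puts the decrease of *Sox17* below a doubling, whereas the paper's own log2 fold change of *Sox17* and the value of -1.19 computed here lie beyond -1.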

Other observations

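The tests of the row order, of the clone pairs, of the splits, of the glycolytic enzymes and of the interferon genes were chosen after the results had been seen. The tests of the counts left open by the row order, and of the chromosomes, were set before their own results were seen, but the limit that separates chromosome 6 from the other chromosomes was chosen afterwards.
Displaced rows. Names whose counts differed more than 16-fold between libraries were in the groups of similar names in 89.5% of cases, while 17.0% of all names with a mean of at least 10 are in such groups (odds ratio 53.5). Differences of expression between clones or passages have no reason to follow the alphabet, so this share speaks against them as the main source. An in-order assignment existed in all 4508 combinations of a group and a library, against at most 77.3% of the groups in a library after shuffling. A candidate explanation is that the count list of each library was sorted as text, name and count together, and that the lists were then joined by row. Under this hypothesis the affected values are technical, and names outside the groups are not touched.
Genes of Supplementary Table 1. Of the 16 passage 16 counts of *Sox18*, *Sox17*, *Zbtb48* and *Chst15*, the row order excluded the listed count in 7. For *Zbtb48* it excluded all 4, and the log2 fold change with the allowed counts was -0.11 (standard error 0.0900). For 2 genes, *Sox18* and *Sox17*, the order argues against a change in all 4 clones, since in clone 20, where it allows 1 count at each passage, *Sox18* did not rise (17.1 to 15.3) and *Sox17* did not fall (114 to 304). A decrease of *Chst15* in all 4 clones is allowed by the order, since the only counts allowed in clone 30 fell from 502 to 346. A change of each of the 3 genes in the other 3 clones was left open by the order alone. It was tested on the other names of the group. If the listed count were right, their counts should lie closer to the counts that the order fixed for them in the other passage 16 libraries. In 9 of 9 open cases they lay closer with the count that was not listed. The 9 cases hold 6 separate choices, since in clones 6, 30 and 36 a single count goes to either *Sox18* or *Sox17*. At passage 16 the order fixed the counts of *Sox1*, *Sox15* and *Sox17*, all in that group, in clone 20 alone. For these names the *Sox18* and *Sox17* cases thus share 1 reference library and are not independent. For *Sox18* in clone 6, the mean distance was 0.43 on the log2 scale with 20.2 counts and 3.46 with the listed 791. These tests argue that the 4 differences may come from displaced rows. The difference of *Jph4* is not touched by them.
Other splits. As a check on chance, the 8 libraries were split into 4 and 4 in all 35 ways. At least 1 gene passed in 20 of the 35 splits as deposited, and in 6 of the 8 splits that part all 4 clone pairs as the passages do. With DESeq2 and betaPrior, 4 of these 8 splits gave at least 5 genes, the largest 9. The other splits mix the passages. With the row order restored, a gene passed the limma test in 2 of the 35 splits, and neither parts all 4 clone pairs. DESeq2 with betaPrior then gave 0 genes for the passages and at most 1 in each of the 8 splits. With so few splits, chance and the passage cannot be told apart for the betaPrior calls as deposited. On the restored order that fit left no call between the passages to judge.
Clone term. DESeq2 with a clone term on the restored order called 40 genes, and 2 of the 8 splits gave as many, the other one 44, while the remaining 6 gave at most 11. None of the 40 passed in limma with the same term, where the lowest adjusted p was 0.610. In limma with that term, 1156 genes had an unadjusted p under 0.05 on the restored order, the most of the 8 splits, of which the others had 154 to 828. This points towards the passage, but the share of 1 in 8 is the smallest that 8 splits can give. For these 40 genes, too, chance and the passage cannot be told apart with 8 splits. Of genes chosen after their values were seen, *Nanog* rose in 4 of 4 clones, by 0.17 to 0.33 on the log2 scale. *Dnmt3b*, of the list of other telomere genes, fell in 4 of 4 clones, with log2 changes of -0.88 to -0.28. In limma with the block, 1 pluripotency gene and 3 imprinted genes passed when adjusted over the list alone on the restored order, and the numbers as deposited were 1 and 0. Whether these small changes recur in further clones is open.
Gene sets. None of the 6 further sets fixed before the data were examined passed with the correlation estimated. Their mean log2 fold changes were 0.016 for 28 pluripotency genes (adjusted p = 0.371), -0.17 for 19 endoderm genes (adjusted p = 0.745), -0.087 for 16 endothelial genes (adjusted p = 0.745), -0.34 for 15 two-cell-like genes (adjusted p = 0.584), 0.026 for 36 imprinted genes (adjusted p = 0.745) and -0.16 for 23 p53 targets (adjusted p = 0.223). On the restored order, the mean of the pluripotency genes was 0.052, higher in 4 of 4 clones, by 0.019 to 0.11 (adjusted p = 0.320 from camera), that of the p53 targets was -0.11 (adjusted p = 0.320) and that of the endoderm genes -0.19 (adjusted p = 0.695), and those of the endothelial and imprinted genes were unchanged. There, 15 of 15 two-cell-like genes were lower at passage 16, with a mean of -0.37, but the change ranged from -1.28 to 0.045 between clones and was lower in 3 of 4 (adjusted p = 0.539 from camera).
Chromosome 6 in clone 6. For each chromosome and clone, the median log2 change of its genes was set against that of all genes. Chromosome 6, with 701 genes, rose by 0.27 in clone 6, and the next largest of the 80 shifts in either direction was 0.088. In the other clones chromosome 6 moved by 0.043, -0.022 and 0.053. The exact sign-flip test across the 4 clones gave p = 0.250 (mean 0.087, SD 0.129, n = 4; higher in 3 of 4 clones; adjusted p = 0.833 over 20 chromosomes), and since 4 clones allow no p below 0.125, this test could not have passed for any chromosome. Along the chromosome, its genes in 5 successive parts of 140 or 141 genes rose by 0.21, 0.25, 0.34, 0.30 and 0.27, the lowest being 0.21, and 76.7% of its genes were higher. The shift was 0.27 with the row order restored as well, which argues against displaced rows. A candidate explanation is a gain of chromosome 6 in part of the cells of that culture between the passages. An extra copy in 41.8% of the cells would give the same shift if expression followed copy number. A lower copy number in the passage 6 culture stays open, and no karyotype of these clones was analysed here. Both readings take the libraries of clone 6 to come from 1 line, which the values did not settle. With the row order restored, the deviations of clone 6 had r = 0.067 for its own pair and 0.28 with another clone. A difference between 2 separate lines therefore stays open as well.
Shared programmes. With the row order restored, the limma test gave 741 genes in 1 of the 35 splits, against 8 in the next. That split follows neither the passages nor the clones, since it parts 2 of the 4 pairs. The mean of 11 glycolytic enzymes, relative to their average over the libraries, was 0.57, -0.50, -0.51 and 0.21 on the log2 scale for clones 6, 20, 30 and 36 at passage 6, and -0.015, 0.40, -0.37 and 0.22 at passage 16. Its SD between libraries was 0.418, and 0 of 10000 random lists matched on expression varied as much (permutation test, p = 0.0001, the smallest they can give). The mean of 15 interferon-response genes was -0.11, -2.41, 3.61 and 0.47 at passage 6 and -2.11, -2.03, 2.00 and 0.58 at passage 16, with an SD of 2.14 and the same p. Both lists were chosen after genes of these kinds had been seen to differ between the libraries, so the 2 tests describe the pattern and decide nothing about its source. A difference in culture state, which would lower the power to find changes between the passages, is a possible explanation and stays open. No label gives the day, the medium or the density of a culture, so the source could not be tested.
Clone identity. Of the 24 ways to pair the 4 clones between the passages, 1, the labelled one, gave as high a mean correlation of the deviations as the labels do with the row order restored (mean 0.36; exact test, p = 0.0417, the smallest that 24 pairings allow), and 2 did as deposited. Clone 6 was the exception among the 4, with r = 0.067 for its own pair and 0.28 for another clone. *Xist* was between 76.9 and 185 normalized counts in the 8 libraries, and Y-linked genes were near 0 in clones 6 and 36.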
